# Genome-wide quantitative dissection of an arthropod segmented body plan at single-cell resolution

**DOI:** 10.1038/s42003-025-08335-x

**Published:** 2025-06-11

**Authors:** Takanori Akaiwa, Hiroki Oda, Yasuko Akiyama-Oda

**Keywords:** Pattern formation, Evolutionary developmental biology

## Abstract

Developmental processes underlying the characteristic segmented body plans in arthropods vary widely. While *Drosophila* is well-studied, few other arthropod species offer platforms for comparable genomics at single-cell resolution. Here, we present high-quality quantitative data from single-nucleus RNA sequencing of spider *Parasteatoda tepidariorum* embryos at late stage 5 and stage 7, a critical period of emergence of segmental units along the anterior–posterior (AP) axis. Clustering analysis of the stage-7 dataset reconstructs an axial alignment of ectoderm cells, reflecting the differing cell states along the segmenting AP axis. This enables us to obtain genome-wide quantitative gene expression profiles along the reconstructed axis, which were used for unbiased and thorough molecular investigation of pattern elements employing statistical methods. Comprehensive gene-to-gene correlation analyses suggest distinct gene-regulatory interactions in different regions along the reconstructed axis. This study lays the foundation for exploring the origins of developmental diversity in the arthropod body plan.

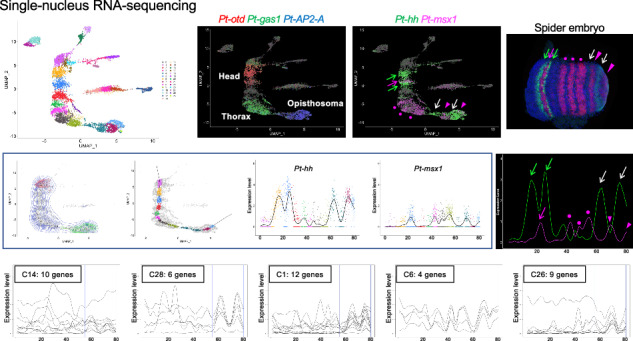

## Abstract (web summary)

Single-nucleus RNA-sequencing of spider embryos produces quantitative data that represent the anterior-posterior pattern of a segmenting body axis, which lays the foundation for exploring the origins of developmental diversity in arthropod body plan.

## Introduction

Multicellular animals within the same phyletic group share characteristic features; however, the developmental processes that generate these features may be remarkably diverse. A prime example of this is the segmented body plan of arthropods, which is a conserved trait achieved through diverse cellular and molecular processes across species^1,2^. Understanding how such shared traits originated and diversified during evolution, particularly from a genomic perspective, is a crucial objective in evolutionary and developmental biology.

Segmentation along the anterior–posterior (AP) axis is one of the most well-known biological processes that has provided the opportunity for exploring the mechanisms of patterning from experimental and theoretical perspectives^3–14^. Genetic studies on segmentation in the *Drosophila melanogaster* embryo through comprehensive identification of the genes involved and their interactions have provided a foundational understanding of the mechanisms underlying arthropod segmentation^15–17^. Candidate-gene approaches, focusing on orthologs of *Drosophila* segmentation genes, have expanded the knowledge on segmentation to a wider range of arthropod species^18–25^. However, these approaches have revealed substantial variations in mechanisms and processes, despite the conserved outcome of periodic gene expression, such as the expression of *engrailed* in one stripe per segment. Genome studies have also shown variations in gene content even within the same phyla^26–30^. To understand how animals, as genetic and cellular systems, could have diversified the processes of segmentation, model platforms are required for collecting and integrating the genome-wide, unbiased, cell-level, and quantitative data suitable for comparative studies.

The spider *Parasteatoda tepidariorum* offers a valuable alternative model system to *Drosophila*. Unlike the syncytial environment of the *Drosophila* embryo, where the transcription factor Bicoid plays a crucial role in establishing the global AP polarity^31,32^, patterning in the *Parasteatoda* embryo predominantly occurs in a cellular environment^33,34^, with the cell-cell signaling protein Hedgehog playing a similar role^35^. In the downstream patterning processes, segmental stripes arise via temporally repeated expression of genes in *Parasteatoda*^21,25,36–38^, in contrast to spatial regulation by region-specifically expressed gap genes through stripe-specific enhancers in *Drosophila*^39–41^. The dynamics of the temporally changing expression in *Parasteatoda* vary across body regions: bi-splitting in the head and oscillation in the posterior region, together with a non-temporally repeated dynamics, that is, tri-splitting in the thorax^21,25,38,42^. Furthermore, genes such as *Pt-msx1*, which have no known role in *Drosophila* segmentation, contribute to these dynamics of *Parasteatoda* stripe formation^38^. These molecular differences within the conserved patterning outcomes underscore the developmental diversity underlying the shared segmented body plan. With a well-annotated, chromosome-level genome assembly, available experimental tools and techniques, bioinformatics resources, and a developing mathematical modeling platform, *Parasteatoda* provides an excellent platform for in-depth investigation of the formation of the stripe pattern^43–47^. Given the importance of temporal transcriptional dynamics within each cell in *Parasteatoda* segmentation and the distinct molecular mechanisms involved, a single-cell-level genome-wide analysis is crucial for understanding the patterning processes.

Single-cell and single-nucleus RNA-sequencing (scRNA-seq and snRNA-seq, respectively) are powerful techniques that enable genome-wide profiling of transcriptional states in individual cells, providing valuable insights into the trajectories of cell differentiation during animal development^48–57^. However, integrating the spatial information with data obtained from dissociated cells and nuclei remains a challenge, despite the development of several integration techniques^55,58–61^. Our group and others have applied scRNA-seq and snRNA-seq techniques to *Parasteatoda* embryos to unravel the cell clusters associated with body regions and specific differentiation trajectories^62–64^. Furthermore, the previous data derived from a small number of sibling embryos at late stage 5 have successfully reconstructed the alignment of cells along the radius of the germ disc (the future AP axis) in a Uniform Manifold Approximation and Projection (UMAP) plot, reflecting gradually different transcriptional states^62^. These findings highlight the unique opportunity presented by the *Parasteatoda* embryo for leveraging scRNA-seq and snRNA-seq to comprehensively investigate spatial gene expression patterns, particularly those reflecting the AP polarity, and gain insights into the molecular mechanisms underlying the body axis patterning.

In this study, we expanded single-cell analysis to later-stage spider embryos exhibiting more complicated stripe patterns. We demonstrate that data obtained from snRNA-seq contained sufficient information to reconstruct the cellular states along the AP axis, accurately reproducing the observed stripe pattern. This reconstructed pattern was then used to generate quantitative gene expression profiles, which were subsequently utilized to identify gene groups exhibiting similar stripe patterns. Furthermore, novel cell states within the mesoderm, endoderm, and extraembryonic tissues were identified. This study establishes a novel platform for conducting genome-wide, single-cell-level, and quantitative analyses of the patterning processes underlying the shared features of arthropods.

## Results

### Single-cell and single-nucleus RNA-seq of germ-band cells

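1 library of dissociated cells (stage-7_cell, 15 embryos) and 1 library of nuclei (stage-7_nucleus, 20 embryos) were made with BD Rhapsody whole-transcriptome beads. The authors aligned the reads to the genome with STAR and counted RNA molecules per gene and barcode, including reads in introns for nuclei. The deposited matrices hold these counts for all barcodes and for the barcodes that the authors kept, together with the natural log of 1 plus the count scaled to 10000 molecules per barcode. In the matrices of all barcodes there were 11309951 molecules from 1017 barcodes of cells and 105186114 molecules from 8421 barcodes of nuclei. Every value given here was computed from the counts. Barcodes of 1 library are not replicates, so no difference between cells and nuclei was tested. Levels are molecules of a gene per 10000 molecules, with 95% exact Poisson intervals, and percentages of barcodes carry 95% exact binomial intervals, which cover counting error only. Values after thinning come from barcodes reduced at random to 3000 molecules each. The late stage-5 nuclei are not analysed here.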

We conducted scRNA-seq and snRNA-seq using *Parasteatoda* embryos at stage 7 [51 h after egg laying (AEL)] in essentially the same way as previously described for embryos at late stage 5 (39 h AEL)^62^ and analyzed the late stage-5 and stage-7 datasets together. There is a key transition associated with axis formation and segmentation. The late stage-5 germ disc, which consists of approximately 2000 cells, represents the radial symmetry of gene expression with AP polarity in the peripheral to central order, whereas the stage-7 nascent germ band, which consists of approximately 3500 cells, represents repetitive and nonrepetitive stripes of gene expression along the AP axis (Fig. 1A)^25,38^.

**Fig. 1:**
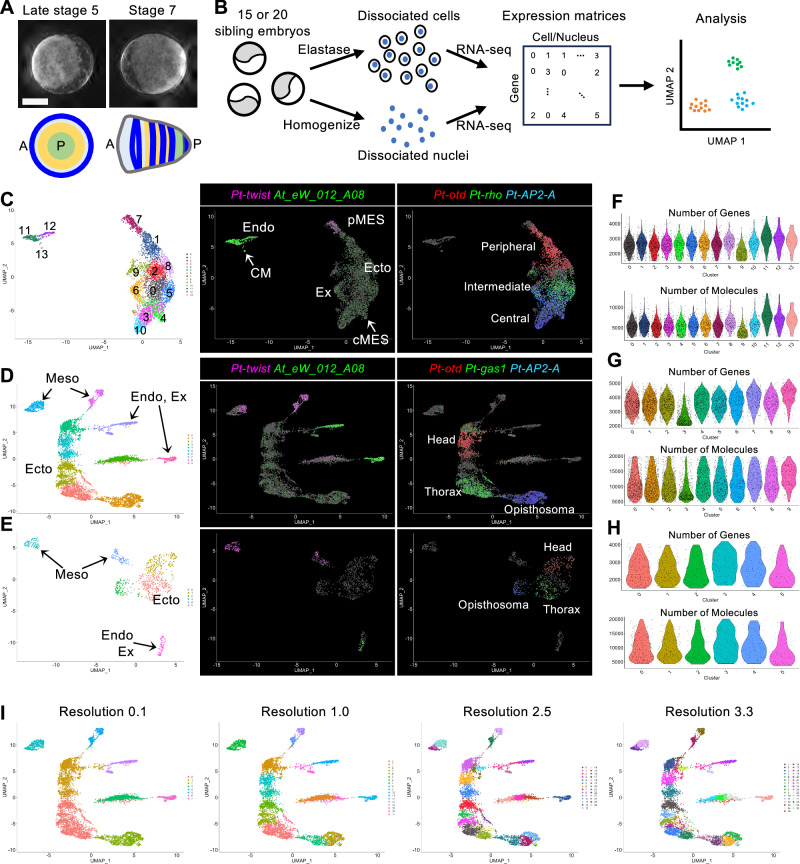
Single-cell and single-nucleus analysis. **A** Spider embryos at late stage 5 (39 h AEL) and stage 7 (51 h AEL). Microscopic images (top) and schematic illustrations showing characteristics of gene expression patterns in the germ disc and germ band at these stages (bottom). Bar = 200 μm. **B** Illustration of scRNA-seq and snRNA-seq protocols. **C**–**E** UMAP plots of the late stage-5_nucleus (**C**), stage-7_nucleus (**D**), and stage-7_cell (**E**) RNA-seq data. The clustering parameters of the dimension and the resolution are 1:45 and 1.4 (**C**), 1:50 and 0.5 (**D**), and 1:50 and 0.5 (**E**). Middle and right panels show the expression of mesodermal and endodermal markers (middle) and body region markers (right). Gene names and colors are indicated. Endo endoderm, Ecto ectoderm, Meso mesoderm, pMES peripheral mesoderm, cMES central mesoderm, Ex extraembryonic tissue, CM cumulus mesenchymal cells. **F**–**H** Violin plots showing the number of genes (upper) and molecules (lower) detected per cell or nucleus of the clusters in the UMAP shown in (**C**–**E**). **I** Stage-7_nucleus UMAP plots constructed with multiple resolution parameters, 0.1, 1.0, 2.5, and 3.3, at a dimension of 1:50.

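The filtered matrices hold 76.4% of the molecules of stage-7_cell and 65.4% of those of stage-7_nucleus. Cells had a median of 9159 molecules (range 3499–19988) and nuclei a median of 10452 (range 4442–19993). In all 13766 genes of the filtered cell matrix and all 19692 genes of the filtered nucleus matrix, the counts equalled those in the matrices of all barcodes.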

We constructed stage-7 scRNA-seq and snRNA-seq libraries using 15 and 20 carefully staged embryos, respectively (Fig. 1B; Supplementary Fig. 1) and obtained reliable data from 865 cells and 6239 nuclei by filtering out data stemming from potential doublets or low-quality cells and nuclei (Table 1; Supplementary Fig. 2, Supplementary Data 1). The relatively low recovery rate for cells in the scRNA-seq experiment was due to technical difficulties associated with cell dissociation and sedimentation during library construction. To record the precise developmental stages of the embryos used for library construction in the context of stripe-pattern formation, sibling embryos were simultaneously fixed and stained for *Pt-hh* and *Pt-msx1* transcripts (Supplementary Fig. 1). All five embryos from each sample were at very similar stages, displaying bi-splitting stripes in the head, tri-splitting stripes in the thorax, and stripes formed via oscillatory gene expression in the posterior region. Based on the gene expression pattern, the stages of embryos used for the single-cell preparation were slightly younger than those used for the single-nucleus preparation.

**Table 1:** Summary of scRNA-seq and snRNA-seq

Library	Stage-7 cell	Stage-7 nucleus	Late stage-5 nucleus
No. of embryos	15	20	20
No. of cells	865	6239	4820
Ave. genes/cell	2553	3456	2558
Ave. molecules/cell	9988	11,020	5561
Total genes	13,766	19,692	19,099

Clustering analysis was performed against the cells and nuclei from the three datasets (late stage-5_nucleus, stage-7_nucleus, and stage-7_cell) using the Seurat package with various parameter settings. The representative results are displayed as colored dot plots in the 2-dimensional (2-D) space using UMAP, characterizing the cell states, and as violin plots characterizing the clustered cell populations (Figs. 1C–I, 2; Supplementary Figs. 3–5). These UMAP plots similarly exhibited the spatial separation of cells/nuclei into one large group and several smaller groups, irrespective of the dimension values used in the analyses (Supplementary Fig. 3). Here, the term “supercluster” of cells/nuclei is used to indicate a group of cells/nuclei plotted in a close area of the 2-D space of the UMAP throughout this study. Each supercluster consisted of multiple clusters and their numbers changed markedly depending on the resolution parameters (Fig. 1I). The mean number of genes detected per cell/nucleus in the clusters ranged between 2449 and 3010 in the late stage-5_nucleus sample (except for cluster 9), between 3457 and 4125 in the stage-7_nucleus sample (except for cluster 3), and between 2499 and 2827 in the stage-7_cell sample (Fig. 1F–H). 

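Clustering was rebuilt at resolution 0.5 with 2000 variable features and 50 principal components (PCs), and the rebuilt clusters carry their own numbers. Apart from rebuilt cluster 3, mean genes per nucleus ran from 3459 (843 nuclei) to 4130 (239 nuclei), and after thinning from 1649 to 1734. In stage-7_cell, 5 of 6 rebuilt clusters had means between 2499.6 and 2828, and a cluster of 82 cells had 2359. That cluster also had the fewest molecules per cell (median 7359), and after thinning its mean of 1332 lay inside the range of the other cell clusters (1254–1339.9).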

Only in the late stage-5_nucleus cluster 9 and in the stage-7_nucleus cluster 3 were the gene numbers lower than those in the other clusters, and the same trend was observed for the RNA counts. Furthermore, cluster markers for these and derived clusters were not specifically expressed, showing higher expression levels in other clusters or very faint expression in the respective clusters (Fig. 2, clusters 3, 13, and 15; Supplementary Fig. 4C). It is possible that these two clusters were pseudoclusters and were, therefore, excluded from further analyses.

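Rebuilt cluster 3 of stage-7_nucleus held 788 nuclei with a mean of 2649 genes and 8963 molecules, whereas the lowest mean number of molecules in another cluster was 10720. Thinned to equal depth, its nuclei still had fewer genes (mean 1403) than those of every other cluster. Clustering all barcodes, including those that the filter removed, moved the lowest cluster mean furthest, to 1826 genes.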

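The marker lists of 10 of the 27 stage-7_nucleus clusters in Supplementary Data 2 were held, including that of cluster 3 but not those of clusters 13 and 15. Of the first 10 listed markers of cluster 3, only 1 had its highest level in rebuilt cluster 3 among all rebuilt clusters at resolution 2.5. By the median, the highest cluster had 3.30 times the level of rebuilt cluster 3. Without axis nuclei, cluster 3 was paired by its number alone, and the other clusters by shared axis nuclei. Low-count nuclei also formed rebuilt clusters 13 and 14, so the pairing is uncertain. Cluster 6 had 9 of 10 at their highest, but cluster 4 also had only 1 of 10, with a median ratio of 1.80. Low numbers at resolution 2.5 were found in rebuilt clusters 13, 3 and 14, with means of 2344, 2727 and 2840 genes per nucleus, followed by clusters 26, 19 and 27 with 3033, 3043 and 3257, against at least 3441 in the remaining ones. After thinning, clusters 13, 3, 26, 14 and 27 had 1379 to 1459 genes and cluster 19 had 1761. From the low counts and the nonspecific markers, the paper considers it possible that cluster 3 was a pseudocluster and leaves it out.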

**Fig. 2:**
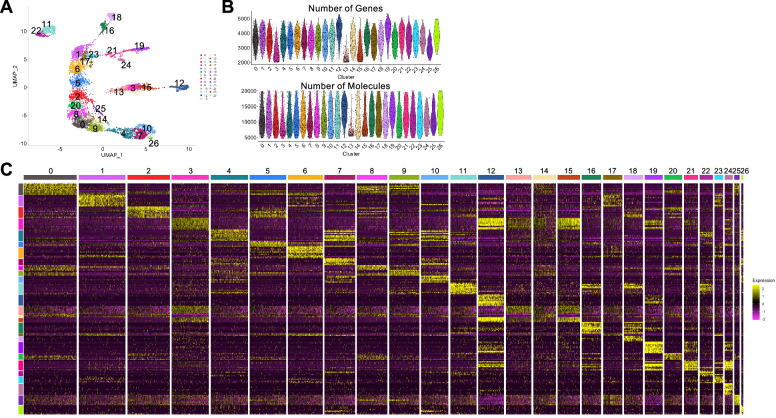
Stage-7_nucleus clusters. **A** UMAP plot of stage-7_nucleus RNA-seq data generated with a dimension of 1:50 and a resolution of 2.5. **B** Violin plots showing the number of genes (upper) and molecules (lower) detected per nucleus of the clusters in (**A**). **C** Heatmap showing expression levels (log-normalized) of markers in nuclei of each cluster. Top-10 markers of each cluster are shown, but those that have already appeared in earlier clusters are not shown.

The clusters of cells/nuclei in the UMAP plots were characterized by the expression of known marker genes (Table 2). The largest late stage-5_nucleus supercluster consisted of the presumptive ectoderm, mesoderm (pMES and cMES cells), and extraembryonic cells, with a recapitulated AP order of gene expression domains observed in the germ disc (Fig. 1C) as previously reported^62^. The dorsal-inducing CM cells and endoderm cells formed a supercluster but were sharply separated from each other (Fig. 1C; Supplementary Fig. 4D). 

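In the rebuilt stage-7_nucleus clusters at resolution 0.5, the head marker *Pt-otd* was highest in cluster 5 (5.63 per 10000 molecules, 5.47–5.81), the thorax marker *Pt-gas1* in cluster 0 (2.33, 2.24–2.42) and the opisthosoma marker *Pt-AP2-A* in cluster 1 (8.59, 8.41–8.78). These clusters lay at median positions 17.5, 51.0 and 72.4 of the 80 positions of the reconstructed axis. *Pt-otd* was found in 85.2% of the nuclei of cluster 5 (68.1% after thinning). As a background, 13.2% of the nuclei of cluster 8, which had the most *Pt-twist*, held a *Pt-otd* molecule (5.32% after thinning), at median depths of 10638.5 and 11439 molecules. The mesoderm marker *Pt-twist* stayed at or below 0.136 per 10000 in the clusters along this axis.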

The largest stage-7_nucleus supercluster consisted of only ectoderm cells, showing an elongated area of distribution with a recapitulated order of gene expression domains corresponding to the head-thorax-opisthosoma sequence (Fig. 1D). 

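With rising resolution (0.1, 0.5, 1.0, 2.5 and 3.3), the rebuilt stage-7_nucleus data gave 8, 10, 16, 29 and 31 clusters in all. Reducing the variable features to 1000 moved the number at resolution 2.5 furthest, to 27.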

The higher the resolution, the more clusters emerged along the longitudinal axis of the supercluster (Fig. 1D, I). 

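Among the 6 rebuilt stage-7_cell clusters, *Pt-otd* was highest in cluster 1 (1.31 per 10000, 1.16–1.48; 214 cells), *Pt-gas1* in cluster 0 (0.569, 0.485–0.663; 286 cells) and *Pt-AP2-A* in cluster 2 (2.03, 1.76–2.33; 103 cells). Elsewhere these genes were at or below 0.0744, 0.141 and 0.0957. Molecules of *Pt-otd* were seen in 58.9% of the cells of cluster 1 (27.1% after thinning; median depth 8962 molecules) and in 3.30% of those of the cluster with the most *Pt-twist* (median depth 10753 molecules), where none remained after thinning.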

The largest stage-7_cell supercluster consisted of only ectoderm cells with distinct clusters corresponding to the head, thorax, and opisthosoma but showed a less elongated distribution (Fig. 1E). 

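Rebuilt at the same resolutions as the nuclei, stage-7_cell gave 4, 6, 8, 12 and 14 clusters. Because the authors assigned no axis positions to cells, the clusters of cells were not ordered here.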

No axial alignment of the ectoderm clusters was observed when the resolution was increased (Supplementary Fig. 5A). Two separate mesoderm superclusters were identified in the nucleus sample at stage 7 (Fig. 1D), whereas in the cell sample there were two separate mesoderm clusters (Fig. 1E), which were not subdivided into smaller clusters in clustering with higher resolution values (Supplementary Fig. 5A). 

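*Pt-twist* marked rebuilt nucleus clusters 8 (2.96 per 10000, 2.80–3.13; 357 nuclei) and 6 (1.31, 1.20–1.42; 366 nuclei). Low-count cluster 3 followed at 0.582. Of the cell clusters at resolution 0.5, those with *Pt-twist* were cluster 3 (3.08, 2.75–3.44; 91 cells) and cluster 4 (1.75, 1.50–2.04; 89 cells), and no other passed 0.111. At resolution 2.5 the same gene marked clusters of 91 and 88 cells, so the pair of cell clusters stayed undivided.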

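*At_eW_012_A08* (LOC107451427) reached 22.9 per 10000 (22.4–23.4; 239 nuclei) in rebuilt nucleus cluster 9 and 11.2 (10.9–11.5; 362 nuclei) in cluster 7, against 0.471–0.603 in the remaining nucleus clusters. Cell cluster 5, of 82 cells, had 1.61 (1.32–1.94), and the remaining cell clusters at most 0.139.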

Using an endoderm/extraembryonic cell marker (*At_eW_012_A08*)^36^, two superclusters were identified in the single-nucleus sample (Fig. 1D) and one cluster in the single-cell sample (Fig. 1E). Overall, these results indicate that the cell states for the germ layers are well separated by stage 7 (51 h AEL), and that the axial alignment of the ectoderm clusters occurs in the 2-D space of the UMAP when using the nuclei dissociated from stage-7 embryos.

**Table 2:** Marker genes used for the identification of cell types

NCBI ID	Gene name	Late stage 5	Stage 7	Ref.
LOC107440133	*Pt-twist*	pMES	Mesoderm	^36^, ^80^
LOC107451427	*At_eW_012_A08*	Endoderm, CM cells	Endoderm, extraembryonic cells	^36^
LOC107456525	*Pt-Delta*	pEND, cMES	Stripes	^36^
LOC107451717	*Pt-ets4*	CM cells		^65^, ^81^
LOC107444265	*Pt-noggin-D*	Extraembryonic region		^38^
LOC107457189	*Pt-otd*	Periphery	Head	^72^
LOC107438948	*Pt-rhomboid*	Intermediate region		^38^
LOC107438015	*Pt-gas1*	Center	Thorax	^38^
LOC107452006	*Pt-AP2-A*	Center	Opisthosoma	^38^
LOC107451809	*Pt-hh*	Periphery	Stripes	^21^, ^36^
LOC107447678	*Pt-msx1*	Center	Stripes	^38^
LOC107447988	*Pt-noto1*	Broad	Stripes	^25^
LOC107450741	*Pt-six3-1*		Anterior end	^21^
LOC107445228	*Pt-prd2*	Center, pMES	Stripes, posterior	^38^
LOC107452883	*Pt-aslH*	Posterior end	Stripes, posterior	^38^

### Characterization of the axial alignment of ectoderm clusters in the single-nucleus UMAP plots

Next, we characterized the ectoderm cell array in the stage-7_nucleus UMAP plots constructed at serial resolutions. Three, five, eight, eleven, and thirteen clusters were aligned along the axis at resolutions of 0.1, 0.5, 1.0, 2.5, and 3.3 plots, respectively (Fig. 1D, I). Of these resolutions, the resolution of 2.5 (Fig. 1I, the third plot and Fig. 2) was used for the comprehensive characterization of cell states, as the cluster number was comparable to the number of segmental units forming at stage 7. 

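Counting a rebuilt cluster as aligned when at least 10% of its nuclei were among the 1387 nuclei that the authors placed on the axis, 3, 5, 8, 13 and 15 clusters lay along the axis. Of the 13 at resolution 2.5, cluster 15 (14.9% axis nuclei, spread over much of the axis) and cluster 19 (23.3%) had the lowest shares, and the other 11 had at least 25.6%. The matrix of all barcodes gave 11 and 13 at the highest resolutions, and the other settings tried gave 13 to 16 there. Clusters of the axis nuclei matched those of the authors with an adjusted Rand index of 0.940 at resolution 2.5. With the clusters sorted by their median axis position, 99.5% of pairs of nuclei from neighbouring clusters were in axis order at resolution 0.5 and 97.8% at 2.5. These shares show how little neighbouring clusters overlap. They are no independent test of the order, since the positions come from a plot of the same nuclei. The UMAP plots were not redrawn, and the positions used are those listed by the authors.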

We identified marker genes for the ectoderm cell clusters at stage 7 (Supplementary Data 2) and stained the embryos for the transcripts of several selected markers (Fig. 3A). The staining revealed a perfect correlation between the AP positions of the gene expression domains in the germ band and the positions of the expressing cell population in the ectoderm cell array of the UMAP plot. This included the characteristic expression pattern of LOC107451631 (*Pt-osr-B*) in the two distinct domains. These observations indicate that the global polarity of the embryonic AP axis in the ectoderm layer was reconstructed in the stage-7_nucleus UMAP plot.

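The median axis positions of nuclei with a molecule ran from 3.83 for *Pt-six3-1* and 13.3 for *Pt-gsc* through 23.5 for *Pt-pb-A*, 30.9 for *Pt-BarH1* and 50.3 for *Pt-scr-A* to 61.5 for LOC107447499 and 68.2 for *Pt-AP2-A*.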

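*Pt-osr-B* had 2.21 molecules per 10000 (1.98–2.45) at positions 30–40 and 1.52 (1.33–1.72) at positions 60–70, with 0.128 and 0.114 at positions 40–50 and 50–60. The smoothed profile had peaks at positions 38 and 63. From the staining, in which expression domains of the germ band matched the positions of expressing nuclei in the plot, the paper concludes that the plot reconstructs global anteroposterior (AP) polarity.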

**Fig. 3:**
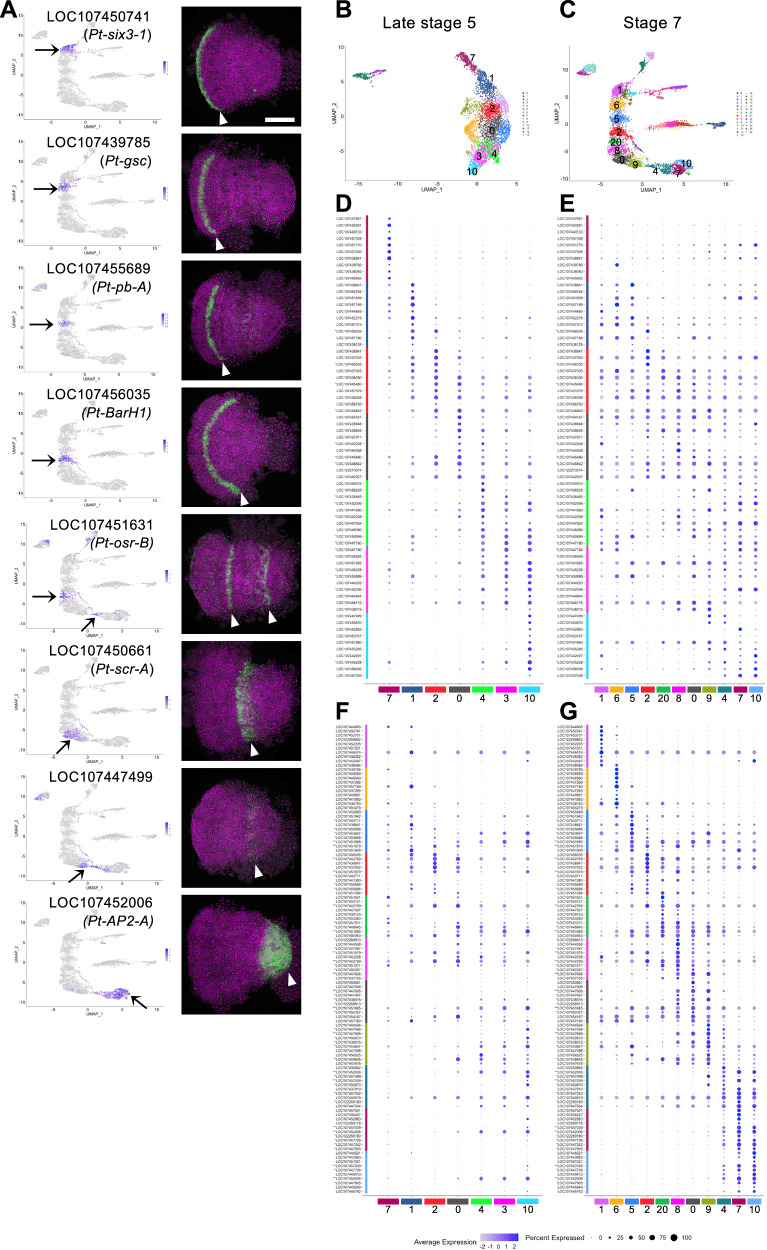
Expression of stage-7 ectoderm cluster markers. **A** Expression of stage-7 ectoderm cluster markers in the UMAP plots (left) and in stage-7 embryos detected using FISH (green, right). All embryos were counterstained with DAPI (purple). Arrows point to expression domains in the plot, and arrowheads to those in the embryo. Scale bar = 200 μm. **B**, **C** UMAP plots of late stage-5_ (**B**) and stage-7_ (**C**) nucleus data. The clusters aligned along the reconstructed AP axis and examined in the following analysis are indicated by numbers. **D**–**G** Dot plots showing the expression of top-10 markers of the late stage-5 ectoderm and mesoderm clusters 7, 1, 2, 0, 4, 3, and 10 (**D**, **E**) and those of the stage-7 ectoderm clusters 1, 6, 5, 2, 20, 8, 0, 9, 4, 7, and 10 (**F**, **G**) in the late stage-5 (**D**, **F**) and stage-7 (**E**, **G**) clusters. Average expression levels (log-normalized) and percent expressed in the nuclei in each cluster are shown by the colors and sizes of the circles. Asterisks indicate genes that appear multiple times in the list (* twice, ** three times).

The aligned clusters of the stage-7_nucleus and late stage-5_nucleus datasets were examined and compared using the expression of the top-10 markers for each of the eleven stage-7 clusters and each of the seven late stage-5 clusters (Fig. 3B–G; Supplementary Data 2, 3). The late stage-5 marker gene set revealed gradually differing cell states along the peripheral-central alignment of the late stage-5 germ disc (Fig. 3D)^62^. However, the same set of genes exhibited the position-dependent cell states less clearly in the stage-7 ectoderm, showing expression in multiple ectoderm clusters (Fig. 3E). Similarly, most of the stage-7 markers showed the highest expression levels in the respective clusters, but the levels were lower in the neighboring clusters as well as in more distant ones in the stage-7 data (Fig. 3G), which manifests gradually differing cell states along the axis. 

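Marker lists were held for 9 of the clusters along the stage-7 axis, giving 90 markers when the first 10 of each list are taken. Among the 1348 axis nuclei in the 11 clusters of the authors with at least 30 of them, 60 markers were highest in their own cluster and 79 in their own or an adjacent one. The median level was 32.2% of the own level in the adjacent clusters, 5.80% in the next ones and 2.28% farther away. These 11 clusters were set apart after seeing the values; with clusters 14 and 17 (23 and 16 axis nuclei) also given a place in the order, 58 and 77 markers were counted and the levels were 36.1%, 12.1% and 2.63%.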

In the late stage-5 data, similar tendencies were recognizable in the expression of these markers but were much less prominent (Fig. 3F), with expression of some of them (e.g., markers of clusters 1, 6, 0, 7, and 10) showing very weak expression at late stage 5. These results indicate that the cell states at stage 7 are derived from those at late stage 5, and that newly expressed genes contribute to specifying the varied cell states during the development. In addition, the cell states at and near the stage-7 anterior and posterior termini (clusters 1/6 and clusters 4/7/10) were characterized by a relatively restricted expression of marker genes.

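For clusters 1, 6, 4 and 7, 38 of 40 markers were highest in their own or an adjacent one of the 11 clusters, against 41 of 50 in the 5 clusters between. The median levels relative to the own cluster were 26.2% in adjacent clusters, 2.48% in the next and 1.23% farther away at the ends, and 39.2%, 9.01% and 4.91% in the middle. With clusters 14 and 17 in the order, they were 33.0%, 7.62% and 1.31% at the ends, and 13.9% and 5.46% beyond the adjacent clusters in the middle. Adjacent-cluster levels differed among the end clusters, from 8.09% for cluster 6 to 43.9% for cluster 4. The list of cluster 10 was not held.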

In contrast to the nucleus plots, the stage-7_cell UMAP plot exhibited a less organized pattern of cell populations expressing the AP markers (Supplementary Fig. 5B, compared with Fig. 3A). 

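In place of the plot, the 15 nearest barcodes in the space of 50 PCs were examined after thinning. Around nuclei with a *Pt-AP2-A* molecule, 57.8% of the neighbours also had one, against 7.32% around nuclei without, a difference of 50.4 percentage points. In cells the difference was 24.7 points. Cells gave the smaller difference for 7 of 8 AP markers, such as *Pt-six3-1* (16.5 against 54.7 points) and *Pt-osr-B* (6.50 against 23.6), and *Pt-scr-A* was the exception (25.1 against 21.4). Only 14 (*Pt-gsc*) to 55 (*Pt-osr-B*) thinned cells held a molecule of these markers.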

The number of nuclei used for the stage-7_nucleus plot (*n* = 6239) was much larger than that used for the stage-7_cell plot (*n* = 865) (Table 1). 

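10 new random sets of 865 nuclei were drawn and carried through the same variable features, PCs and neighbours. Each set contained 179–217 of the nuclei with a known axis position.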

To assess the effect of data volume on pattern reconstruction, we prepared 10 subsets of randomly selected 865 nuclei from the stage-7_nucleus data and analyzed them for clustering. The resulting UMAP plots showed axially aligned ectoderm clusters in seven cases (trials 1–6, 8), but less prominent in the remaining cases (Supplementary Fig. 6). 

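In the new draws, an axis nucleus was given the median position of its nearest axis nuclei, and this was compared with its own position. Spearman's correlation was 0.988–0.996 over the draws and the median error 0.985–1.37 positions, against 0.998 and 0.401 positions with all nuclei. This measure orders nuclei only among axis nuclei and does not show whether a plot looks elongated.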

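Draws of nuclei as many as the cells gave neighbour differences above those of cells in all 10 draws for *Pt-six3-1*, *Pt-gsc*, *Pt-BarH1*, *Pt-osr-B*, LOC107447499 and *Pt-AP2-A*, with medians such as 46.0 points for *Pt-six3-1* and 48.8 for *Pt-AP2-A*. *Pt-pb-A* was above in 9 draws and *Pt-scr-A* in 1. After thinning, a *Pt-six3-1* molecule was still present in 3.47% of cells and 7.58% of nuclei.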

We could not conclude whether the inability to reconstruct the AP pattern using the stage-7_cell dataset was due to insufficient data volume, the property of data derived from the cytoplasm, or both.

### Characterization of the mesoderm and endoderm clusters

We next characterized the cell states of the non-ectoderm clusters in detail using known and newly identified markers (Fig. 4; Supplementary Figs. 4, 7, 8). The late stage-5_nucleus clusters 11, 12, and 13 formed the endoderm supercluster (Figs. 1C, 4A), and of these, cluster 13 was the CM cells (Supplementary Fig. 4D), as mentioned above. LOC107443634 (*aug3.g486*)^65^ marked only cluster 11, whereas LOC107436131 (the present study) marked both clusters 11 and 12 (Supplementary Fig. 4E). Multicolor fluorescence in situ hybridization (FISH) for these two genes revealed two cell states of endoderm cell populations beneath the germ disc (Supplementary Fig. 4F). The locations of the marked cells indicate that this difference in the cell state is not relevant to the classification of pEND and cEND cells, which were named after their birthplace (i.e., the peripheral and central sides of the germ disc^36^). The cells located on the surface and outside the germ disc area were also included in cluster 11 (Fig. 4A, B). The top-10 markers of cluster 12 were expressed not only in the cluster-12 cells but also in the cells of clusters 11 and 13, in contrast to the markers of clusters 11 and 13, which showed more specific expression (Supplementary Figs. 4C, 7C).

**Fig. 4:**
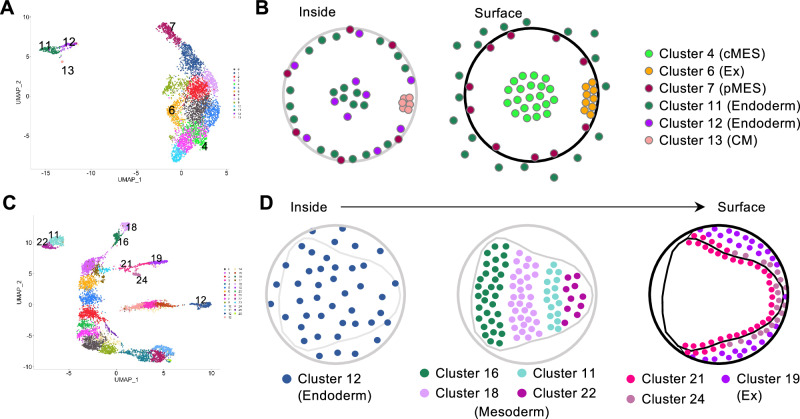
Summary of mesoderm and endoderm clusters. **A** Late stage-5 UMAP showing the position of the non-ectoderm clusters. **B** Schematic illustrations of the inside and surface layers of the late stage-5 germ disc showing cluster-11 and cluster-12 endoderm cells, cluster-7 pMES cells, cluster-4 cMES cells, cluster-13 CM cells, and cluster-6 extraembryonic cells. **C** Stage-7 UMAP showing the position of the non-ectoderm clusters. **D** Schematic illustrations of the inside-to-surface layers of the stage-7 germ band showing cluster-12 endoderm cells, clusters-16, 18, 11, and 22 mesoderm cells, and clusters-21, 24, and 19 cells from the periphery of the embryo to the extraembryonic tissue.

The stage-7_nucleus clusters 12, 19, 21, and 24 were endoderm and extraembryonic cells (Figs. 1D, 2). 

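At resolution 2.5, *At_eW_012_A08* was highest in rebuilt clusters 11 (239 nuclei), 18 (19.9 per 10000; 167 nuclei), 21 (3.22; 125 nuclei) and 23 (1.90; 73 nuclei), and at most 0.746 elsewhere. The endoderm marker LOC107436131 was highest in cluster 11 (2.32, 2.16–2.50). Of the extraembryonic markers, LOC107439300 was highest in cluster 18 (5.26, 4.96–5.57), and LOC107441150 (8.28, 7.66–8.94) and LOC107448880 (35.3) in cluster 23.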

Staining of embryos with specific markers revealed that the cells of cluster 12 were typical endoderm cells located between the surface layer and yolk mass, with a scattered distribution over the embryo (Fig. 4C, D; Supplementary Fig. 8A, B). This cluster was related to the late stage-5_nucleus cluster 11, as was evident from the expression of the top-10 markers (Supplementary Fig. 7D, E). The stage-7_nucleus cluster 19 showed a slight similarity to the late stage-5_nucleus endoderm clusters (clusters 11 and 12) in terms of marker expression (Supplementary Fig. 7D); however, staining of a specific marker revealed extraembryonic cells (Supplementary Fig. 8C). The stage-7_nucleus clusters 21 and 24, forming a supercluster with the cluster 19, were determined to correspond to surface cells at and near the boundary between the embryonic and extraembryonic regions; cluster-24 cells were at the caudal terminal area and cluster-21 cells were at a more anterior area (Fig. 4D; Supplementary Fig. 8C, D). The cell states of these two clusters were similar to those of late stage-5_nucleus cluster 6 (Supplementary Fig. 7D), which were emerging extraembryonic cells (Supplementary Fig. 4D).

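Levels of *Pt-twist* at resolution 2.5 were highest in rebuilt clusters 16 (2.99 per 10000, 2.77–3.24; 181 nuclei), 17 (2.96, 2.73–3.21; 174 nuclei) and 10 (1.81, 1.66–1.98; 242 nuclei). Cluster 22, with 122 nuclei, had 0.308 (0.222–0.416), less than low-count cluster 3 (0.663).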

Two mesoderm superclusters in the stage-7_nucleus UMAP consisted of two clusters each, namely clusters 16/18 and clusters 11/22 (Figs. 1D, 2). Staining of the marker gene expression revealed four subpopulations of the mesoderm, defined by the cell states of the clusters 16, 18, 11, and 22, in this order, from the anterior to the posterior (Fig. 4D; Supplementary Fig. 8E, F). The cell states of clusters 16 and 18 were relatively similar to those of late stage-5_nucleus cluster 7, and the cell states of clusters 11 and 22 were relatively similar to those of late stage-5_nucleus cluster 4 (Supplementary Fig. 7D), consistent with the previous descriptions of pMES and cMES cell development^36^.

### Detection of emerging segmental units in the reconstructed stage-7 ectoderm

As described above, the stage-7_nucleus dataset reconstructed the axial alignment of the ectoderm nuclei (Fig. 3). Next, we examined whether the stage-7 datasets could also reconstruct the repeated stripes of gene expression associated with segmentation in the plots. To address this question, we visualized the cell populations expressing *Pt-msx1*, *Pt-hh*, and *Pt-noto1* in the stage-7_nucleus plot in comparison to the same-stage embryos stained for their transcripts (Fig. 5A, B). This comparison showed that the periodic stripe pattern in the embryo was recapitulated in the plot, where the complementary patterns of *Pt-hh* and *Pt-msx1,* as well as those of *Pt-noto1* and *Pt-msx1* were observed along the axis. 

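Across the 80 axis positions, the smoothed profiles gave Pearson correlations of −0.291 for *Pt-hh* with *Pt-msx1*, −0.195 for *Pt-noto1* with *Pt-msx1* and 0.272 for *Pt-hh* with *Pt-noto1*. These are correlations across positions of 1 library, and 40 subsets from random even splits of the nuclei gave −0.360 to −0.199 and −0.311 to −0.102 for the negative ones. Doubling the smoothing span to 0.1 moved both most, to −0.190 and −0.0352. Among axis nuclei with *Pt-hh*, 28.7% also had *Pt-msx1*, against 43.4% of those without, and for *Pt-noto1* the values were 27.5% and 37.7%. After thinning they were 11.9% against 21.4% and 12.6% against 18.2%. *Pt-hh* and *Pt-noto1* occurred together in 262 nuclei, where independence gives 208.5 (90 and 65.46 after thinning).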

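By region, the correlation of *Pt-hh* with *Pt-msx1* was 0.411 at positions 1–33, −0.666 at positions 28–58 and −0.933 at positions 55–80. *Pt-noto1* with *Pt-msx1* gave 0.0281, −0.387 and −0.556.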

Notably, patterns corresponding to the bi-splitting stripes in the head, tri-splitting stripes in the thorax, and stripes formed by oscillatory expression in the posterior region were observed in the UMAP plot. In contrast, the stage-7_cell data did not exhibit any segmental patterns (Fig. 5C).

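In stage-7_cell, 419 molecules of *Pt-hh* were counted (0.485 per 10000, 0.440–0.534), against 3.88 (3.83–3.92) in stage-7_nucleus. *Pt-msx1* had 0.841 (0.781–0.905) in cells and 0.649 (0.630–0.669) in nuclei, and *Pt-noto1* 0.198 (0.169–0.230) and 0.336. A *Pt-hh* molecule was present in 21.8% of cells (12.5% after thinning) and 44.5% of nuclei (29.3% after thinning). In the clusters with the most *Pt-twist* it was present in 3.30% of cells (1 of 91 after thinning) and 18.5% of nuclei (5.88% after thinning), at median depths of 10753 and 11439 molecules. Neighbour differences in thinned cells were 27.0 points for *Pt-hh*, 19.7 for *Pt-msx1* and 4.33 for *Pt-noto1*, and in thinned nuclei 46.7, 19.8 and 9.13. With draws of as many nuclei as cells, the medians were 42.5, 15.6 and 5.33, and the nuclei were above the cells in 10, 1 and 7 of 10 draws. When 603 ectoderm cells were instead placed along the nucleus axis by 210 other genes, levels per 5 positions correlated with those of nuclei at 0.936 for *Pt-hh*, 0.876 for *Pt-msx1* and 0.619 for *Pt-noto1*. With the local mean taken off, the correlations were 0.861, 0.771 and 0.530, and 0, 6 and 72 of 1000 exchanges of positions within stretches of 20 positions reached them.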

**Fig. 5:**
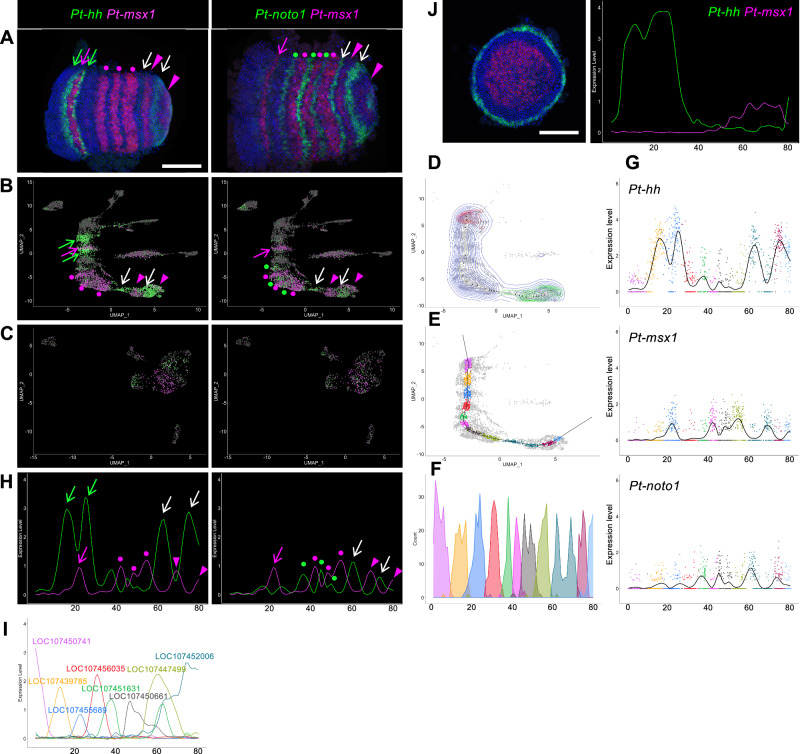
Detection of stripe pattern and generation of expression profile. **A**–**C** Expression of *Pt-hh* (left, green), *Pt-noto1* (right, green), and *Pt-msx1* (**A** red; **B**, **C** magenta) in the stage-7 embryos (**A**) and in the stage-7_nucleus (**B**) and stage-7_cell (**C**) UMAP plots. *Pt-hh* (green arrows) and *Pt-msx1* (magenta arrows) stripes in the head, *Pt-msx1* (magenta dots) and *Pt-noto1* stripes (green dots) in the thorax, and *Pt-hh* and *Pt-noto1* stripes in L4 and O1 segments (white arrows) and *Pt-msx*1 stripes in O1 and O2 segments (magenta arrowheads) are indicated (**A**). Domains corresponding to these stripes are marked similarly (**B**). **D**–**G** Process for the generation of the expression profile. Contours based on the densities of ectoderm nuclei (blue) and of those expressing *Pt-six3-1* (red) and *Pt-prd2* (green), and points plotted along the ridge (**D**). A formed spline curve (**E**) and distribution of nuclei along the linear axis (**F**). Plots of expression levels of *Pt-hh*, *Pt-msx1*, and *Pt-noto1* in the colored nuclei against the position along the axial line, overlaid with the calculated smoothing line (**G**). The color code in (**E**–**G**) corresponds to the cluster colors (Fig. 2A). **H** Expression profiles of *Pt-hh* and *Pt-msx1* (left) and *Pt-noto1* and *Pt-msx1* (right). The colors, arrows, and dots are the same as in (**A**). **I** Expression profiles of AP marker genes (Fig. 3A). **J** Expression of *Pt-hh* (green) and *Pt-msx1* (red) in a late stage-5 embryo (left) and the generated expression profile of these genes (right). Embryos (**A**, **J**) were counterstained with DAPI (blue), and scale bars = 200 μm.

### Generation of genome-wide gene expression profiles along the AP axis in the ectoderm

The reconstruction of the axial alignment of the ectoderm using the stage-7_nucleus dataset prompted us to predict gene expression profiles in a genome-wide and quantitative manner. To this end, we developed a method for extracting gene expression levels along the reconstructed AP axis (Fig. 5D–G; Supplementary Fig. 9A). In this method, a spline curve running along the axial alignment of the ectodermal nuclei was set using a contour map of the nucleus density (Fig. 5D, E), and the distance between each nucleus and the spline curve was calculated (Supplementary Data 4). 

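The profiles were rebuilt from the counts of the 1387 nuclei within 0.3 units of the axis, which had a median of 11013 molecules. Over the 889 genes and 49 positions of Supplementary Data 5 that were held, the largest difference from the authors' profiles was 0.000118. Depth varied along the axis, with median molecules per nucleus from 9694 to 12310 over stretches of 10 positions.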

The expression levels of each gene in the nuclei within a threshold distance (Fig. 5E) were plotted against the position along the reconstructed axis, and the plotted data were further smoothened (Fig. 5F, G) to obtain a one-dimensional expression profile for each gene in the genome (Fig. 5H, I; Supplementary Data 5). 

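*Pt-six3-1*, found in 199 axis nuclei, had its profile maximum at position 1. *Pt-prd2* had its maximum at position 70 and a median position of 66.7, short of the posterior end.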

The expression profile comprised the values at 80 subdivisions of the reconstructed axis, starting from the anterior end of cluster 1 to the posterior end of cluster 10, which were defined by the expression of *Pt-six3-1* and *Pt-prd2* (Supplementary Fig. 9A). The distant range used for selecting nuclei along the spline curve was optimized so that the generated expression profiles reflected real gene expression patterns. 

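Peaks were called where a profile rose by at least 0.2 of its range. *Pt-hh* peaked at positions 16, 25, 63 and 75 and was lowest at 42. *Pt-msx1* peaked at 22, 42, 55, 69 and 80, and *Pt-noto1* at 17, 36, 45, 61 and 73. Within 1 position of a peak, *Pt-hh* was seen in 96.2% of nuclei (25 of 26) at position 63 and in all nuclei at the others, *Pt-msx1* in 68.0–91.7% and *Pt-noto1* in 41.7–81.1%. After thinning these were at least 88.5%, 24.0–62.5% and 11.1–51.4%. Profiles from random even splits of the nuclei correlated with a median of 0.979 for *Pt-hh*, 0.930 for *Pt-msx1* and 0.873 for *Pt-noto1*.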

The generated expression profiles of *Pt-hh*, *Pt-msx1*, and *Pt-noto1* represented the characteristic peak patterns observed in the head, thorax, and opisthosoma (Fig. 5H). Further comparisons also supported the fact that the obtained expression profiles reproduced the complex patterns of gene expression along the AP axis in detail (Fig. 5I; Supplementary Fig. 9B).

The same method was applied to the late stage-5_nucleus dataset to obtain one-dimensional expression profiles along the radius of the germ disc, from the peripheral end of cluster 7 to the central end of cluster 10, which were defined by the expression of *Pt-twist* and *Pt-aslH* (Supplementary Fig. 9C, D). The late stage-5 expression profile also comprised values at 80 subdivisions, including the presumptive ectoderm and mesoderm. We confirmed that the predicted expression profiles of several selected genes recapitulated the actual expression patterns along the radius of the germ disc (Fig. 5J; Supplementary Fig. 9E, Supplementary Data 6, 7). The genome-wide gene expression profiles predicted from the late stage-5_nucleus and stage-7_nucleus datasets are available in our database and in the figshare repository^66,67^.

### Genome-wide search for genes expressed in specific patterns

The quantitative expression profiles obtained allowed us to use a statistical method to perform a genome-wide search for genes that are expressed in specific patterns along the AP axis. We performed two rounds of hierarchical clustering of all genes expressed in the ectoderm supercluster using the mean and difference between the maximum and minimum values collected from the expression profiles (Fig. 6A). 

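Of 16969 genes seen in at least 2 axis nuclei, the stated rule for sparse genes removed 763 here, all of them among the 946 that the authors removed. Clustering the genes kept by the authors gave groups of which 8 of 12 had the same number of genes as in the paper.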

In the first round of clustering of 16,023 genes using the stage-7_nucleus dataset, the genes were divided into 12 groups (Supplementary Fig. 10). From these, five groups were selected based on the following criteria: relatively small mean values and relatively large differences. In the second round, each group was further classified into two to five subgroups (Supplementary Data 8). Eleven subgroups were selected based on the same criteria (Fig. 6B). 

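The genes of the selected subgroups fell into 5 of the rebuilt groups. On dividing these further, 10 of the 11 selected subgroups came back with the same 176 genes, and the other 37 genes lay within 1 rebuilt subgroup of 511 genes.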

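For the selected genes, the range of the profile from lowest to highest value was 0.377–3.36 (median 1.14), against a median of 0.140 for the other genes. Their mean profile value had a median of 0.304, against 0.0613. Outside the selection, 2109 genes had a range at or above the lowest of the selected genes, and 15 had one at or above their median.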

A total of 213 genes were selected (Supplementary Data 9). 

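The profile of *Pt-krü-1* had its maximum at position 75, a mean of 0.0162 and a range of 0.148, below the smallest range of a selected gene.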

Although this simple clustering-based gene selection worked well, some genes known to be expressed with specific patterns along the AP axis in the stage-7 germ band [e.g., LOC107453167 (*Pt-krü-1*)] were not included in the 213 genes. These genes exhibited very low expression counts in the dataset.

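*Pt-krü-1* had 41 molecules (29.4–55.6) in 33 of the axis nuclei (2.38%). The selected genes had from 88 to 25675 molecules there (median 1073), so none had fewer.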

**Fig. 6:**
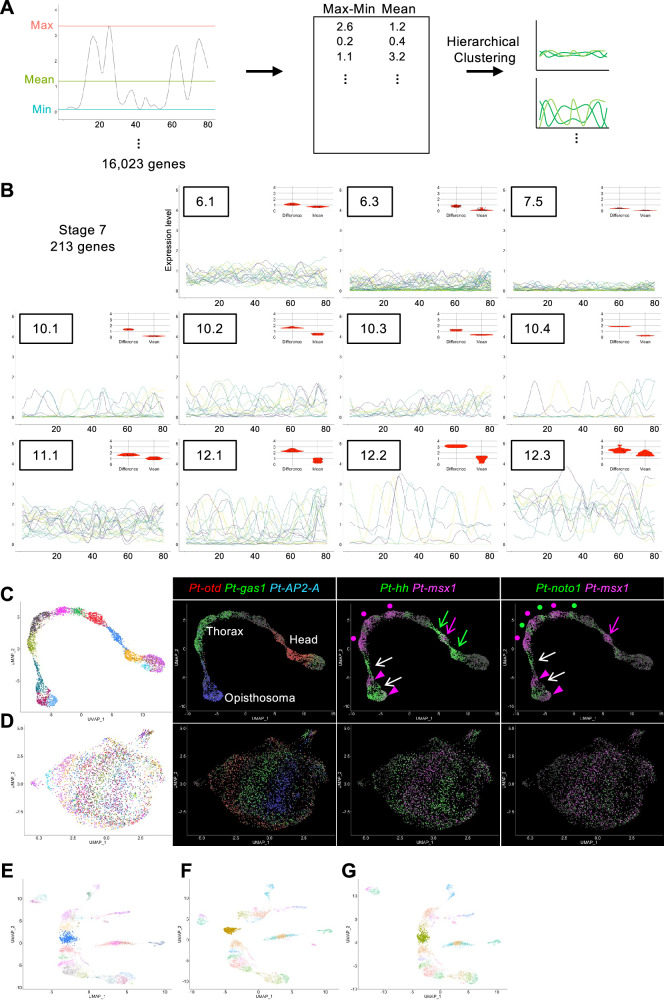
Genome-wide search for genes with specific expression patterns. **A** Illustration of the search protocol. **B** Expression profiles of the 213 selected genes are visualized separately for each subgroup. Insets show violin plots of the difference and mean values of expression profiles of genes. **C**, **D** UMAP plots generated with submatrices A (**C**) and B (**D**). Expression patterns of body region markers and those of *Pt-hh*, *Pt-msx1*, and *Pt-noto1* are also shown. Arrows and dots point to the expression corresponding to the stripes in Fig. 5A. **E**–**G** Randomization of the expression of the 213 selected genes in cluster 5. Single-nucleus UMAP plots showing nuclei of cluster 5 without randomization (**E**, blue) and with randomization of the 213 selected genes (**F**, brown) and of the other 213 genes (**G**, green).

Similar hierarchical clustering analyses were performed on the late stage-5 expression profiles of 15,061 genes, and ten subgroups containing 264 genes were selected (Supplementary Fig. 11, Supplementary Data 10, 11). The expression profiles of the 213 selected genes at stage 7 and 264 genes at late stage 5 showed a variety of patterns (Fig. 6B; Supplementary Fig. 11C).

### Reconstruction of the AP pattern using the 213 selected genes

To examine the contribution of the selected genes to reconstructing the AP pattern, we prepared two submatrices from the normalized stage-7_nucleus matrix. One submatrix was composed of 4102 ectoderm nuclei and the 213 genes identified in the above analysis (submatrix A), and the other was composed of the same nuclei and the full gene set, but excluding the 213 genes (submatrix B). 

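PCs were computed from 4127 nuclei of the rebuilt ectoderm clusters (4102 in the paper), and each axis nucleus was given the median position of its 15 nearest axis nuclei. With submatrix A, of the 213 genes alone, Spearman's correlation with the listed positions was 0.997, the median error 0.523 positions and 94.95% of the nuclei fell within 2 positions. All genes gave 0.998, 0.545 and 93.7%. Using 20 PCs moved the error of submatrix A most, to 0.456.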

Seurat analysis using submatrix A reconstructed the axial alignment of the nuclei, displaying the precise AP pattern with the repetitive stripe pattern (Fig. 6C; Supplementary Fig. 12A). However, the analysis using submatrix B failed to reconstruct the pattern (Fig. 6D; Supplementary Fig. 12B). These results indicate that the snRNA-seq count data of the 213 genes selected at stage 7 provided essential and sufficient information for mathematically reconstructing the AP pattern. Similarly, analysis of the late stage 5 dataset showed that the 264 selected genes contained rich information for reconstructing the AP pattern (Supplementary Fig. 11D).

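Submatrix B, of the genes outside the 213, gave a median error of 2.72 positions with 39.7% of the nuclei within 2 positions. Spearman's correlation over all axis nuclei was 0.932. Inside single clusters it ranged from −0.0776 to 0.605, against 0.722–0.959 with submatrix A. Analysing all 19215 genes of submatrix B in place of the variable features moved the error most, to 5.21 positions.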

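As a further comparison, 3 random sets of other variable genes, each with 211 seen in these nuclei, gave correlations of 0.280, 0.365 and 0.298 and median errors of 16.0, 14.9 and 16.9 positions. Exchanging the positions among nuclei gave a median error of 20.6. From the success of submatrix A and the failure of submatrix B, the paper concludes that the 213 genes are essential and sufficient for the reconstruction.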

To investigate whether the structure of the recovered AP axis is dependent on the global or local contribution of each cluster, we modified the stage-7_nucleus full matrix by randomly exchanging gene expression values among cells of a certain cluster and performed Seurat analysis. 

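In cluster 5, with 147 axis nuclei, Spearman's correlation between listed and recovered positions was 0.927 before any exchange. Exchanging the counts of the 213 genes among its nuclei lowered it to 0.317, and neighbours from the same cluster rose from 89.7% to 98.3%. With 50 neighbours in place of 15 it fell to 0.108, the largest move among the settings tried. In 10 other clusters along the axis the median went from 0.945 to 0.425, lower in every case. For the remaining axis nuclei the correlation stayed at 0.998.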

When the 213 genes were subjected to random exchange, the ectoderm alignment became discontinuous, specifically at the modified cluster, with the nuclei closely gathered (Fig. 6E, F; Supplementary Fig. 13A). This reconstruction failure did not occur when using other 213 genes for random exchange (Fig. 6G; Supplementary Fig. 13B). 

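Exchanging 3 random sets of as many other variable genes left the correlation within cluster 5 at 0.941, 0.949 and 0.932, with 90.3–91.9% of neighbours from the same cluster. The lowest value under another setting was 0.885, with 20 PCs.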

We further changed the levels of the exchange. This experiment showed that the degree of discontinuity was dependent on the percentage of nuclei in a cluster subjected to exchange (Supplementary Fig. 13C). These results indicate that each small region possesses polarity, which contributes to the generation of the global AP pattern in the entire ectoderm at stage 7, and that the expression of the 213 genes mediates the mathematical reconstruction of the AP pattern.

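When 10 to 90% of the nuclei of cluster 5 were exchanged in steps of 10%, the correlation went through 0.900, 0.928, 0.844, 0.769, 0.751, 0.654, 0.584, 0.351 and 0.315. Neighbours from the same cluster rose from 91.02% at the lowest share to 98.0% at 80%. From these exchanges, the paper concludes that each small region possesses polarity and that the 213 genes mediate the reconstruction.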

### Characterization of the AP axis using the changes in the expression profile

To quantitatively capture the features of the reconstructed AP pattern, we obtained the first-derivative values of the expression profiles of the 264 selected genes for late stage 5 (Supplementary Fig. 11C) and 213 genes for stage 7 (Fig. 6B) as a function of position (from 1 to 80) along the reconstructed AP axis (Supplementary Data 12, 13). The values of the first derivative of a graph correspond to the rate of change, which directly dictates the form of the graph. We postulated that the derivative values being zero and being local maxima/minima reflected the peaks of gene expression and the boundaries of the gene expression domains, respectively. At each AP position, the derivative values were sorted, and the top-50 positive and negative values were visualized using a heatmap (Fig. 7A, B). This revealed specific regions in which many genes exhibited sharp expression boundaries. 

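As a measure of sharp boundaries, the mean size of the 50 highest and 50 lowest first derivatives was taken at each stage-7 position. It had a median of 0.105 per position and ran from 0.0730 at position 10 to 0.174 at position 73. The rebuilt derivatives differed from the held part of those of the authors by at most 3.16e-05.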

There were two such regions in the late stage-5 heatmap (Fig. 7A), one near the anterior end within the anterior terminal cluster 7, including presumptive pMES cells, and the other in the posterior terminal cluster 10, corresponding to the region where the stripe formation for the posterior segments started^62^. In contrast, the stage-7 heatmap showed a wider and more complex distribution of regions, where many genes exhibited sharp expression boundaries (Fig. 7B), indicating the progression of AP pattern development.

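At stage 7 this mean size had 7 peaks, at positions 1, 14, 27, 41, 44, 47 and 73. Its highest values lay at position 41, positions 44–45 and positions 71–74. Averaged by region it rose from 0.0968 at positions 1–33 to 0.121 at positions 55–80.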

**Fig. 7:**
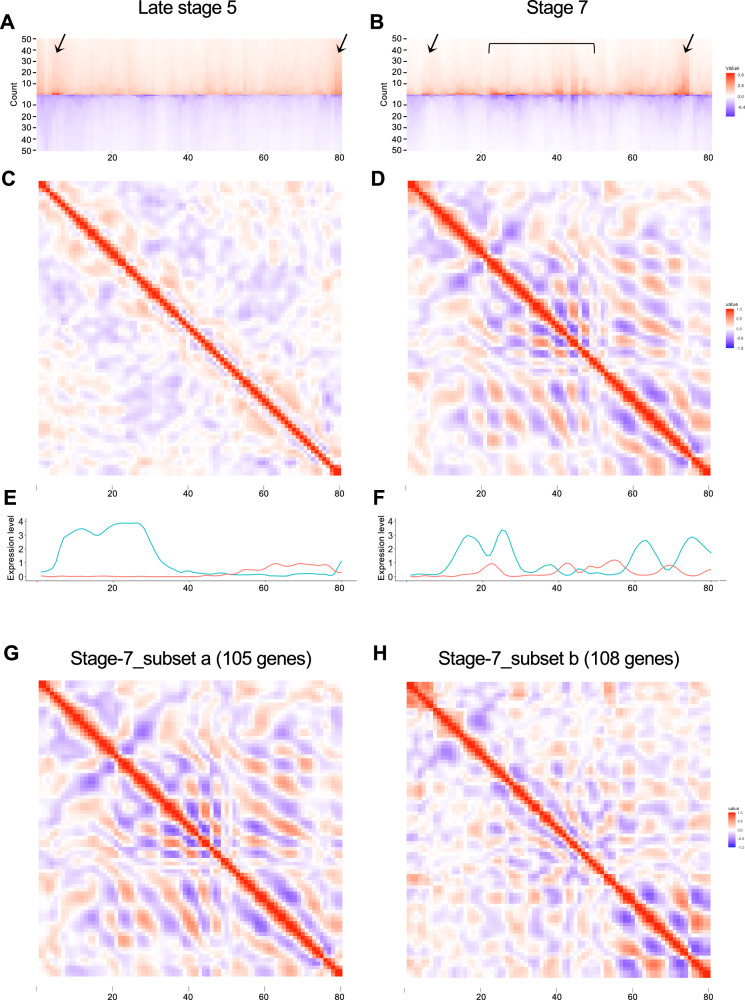
Characterization of regions using first-derivative values. **A**–**F** The first-derivative values of the 264 selected genes at late stage 5 and of 213 genes at stage 7 were sorted at each position, and the top 50 highest and lowest values are shown in red and blue, respectively (**A**, **B**). Arrows and parentheses indicate regions where high and low values are remarkable. 2-D plots of the correlation coefficients between the 80 positions, calculated using the first-derivative values of the selected 264 and 213 genes (**C**, **D**). Expression profiles of *Pt-hh* (blue) and *Pt-msx1* (red) at late stage 5 (**E**) and stage 7 (**F**). **G**, **H** 2-D plots of the correlation coefficients between the 80 positions, calculated using the stage-7 first-derivative values of 105 (subset a) and 108 (subset b) genes.

Next, using the first-derivative values of the gene expression profiles, we calculated the correlation coefficients between the 80 subdivisions of the reconstructed AP axis to determine the correlated subdivisions, where a significant number of genes showed similar changes in expression along the AP axis. 

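Between pairs of stage-7 positions at least 5 apart, the correlation of first derivatives across the 213 genes ran from −0.680 to 0.597. The highest was between positions 36 and 44. These correlations run across genes, and no test against replicates was possible.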

The resulting 2-D heatmap for the late stage-5 data showed an ambiguous pattern; in contrast, the 2-D heatmap for the stage-7 data exhibited a repetitive pattern of positively and negatively correlated regions (Fig. 7C–F). This repetitive nature was conspicuous in the middle and posterior parts of the reconstructed AP axis, matching the forming segmental units.

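The mean size of the correlation was 0.148 in the anterior part (positions 1–33), 0.209 in the middle part (positions 28–58) and 0.252 in the posterior part (positions 55–80). In the middle part the mean correlation was lowest between positions 4 apart (−0.190) and rose to 0.025 at 11 apart. Posteriorly it was lowest at 6 apart (−0.340) and rose to 0.292 at 13 apart.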

We further performed the same analysis using the stage-7 data after separating the 213 selected genes into two mutually exclusive subsets: subset a, composed of 105 genes that were also included in the 264 late stage-5 genes, and subset b, composed of the other 108 genes. The patterns obtained with these two subsets were clearly different: subset a yielded a repetitive pattern in the middle part of the reconstructed AP axis (Fig. 7G), and subset b in the posterior part (Fig. 7H). These results indicate that the genes expressed from before late stage 5 and those expressed after late stage 5 differentially served as repetitive pattern elements in the middle and posterior parts of the embryo.

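With subset a (105 genes) the mean size of the correlation was 0.231 in both the middle and the posterior part, a difference of 0.00026 (−0.0202 to 0.0358 over random even splits of the nuclei). With subset b (108 genes) it was 0.177 in the middle and 0.321 in the posterior part, a difference of −0.143 (−0.154 to −0.0801). Taking ranks in place of values moved the difference of subset b most, to −0.0336, and a span of 0.1 moved that of subset a most, to −0.0421. In the middle part the mean correlation at 11 apart was 0.0438 with subset a and −0.0488 with subset b, whose own repeat was highest at 15 apart (0.00832). In the posterior part the repeat at 13 apart was stronger with subset b (0.388) than with subset a (0.243).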

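Of 1000 random sets of as many of the 213 genes, 240 had a difference between the middle and posterior parts at or above that of subset a, and 0 had one at or below that of subset b. From the repetitive patterns of the subsets, the paper concludes that genes expressed from before late stage 5 serve as pattern elements in the middle and those expressed later in the posterior part.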

### Clustering of genes based on their local expression profiles

To identify genes with similar expression profiles within specific regions of the reconstructed stage-7 AP axis, we used the first-derivative values to group the 213 selected genes. We set three overlapping regions, positions 1–33 (region A), 28–58 (region B), and 55–80 (region C), which approximately corresponded to the head, thorax, and opisthosoma in the stage-7 embryos, respectively. 

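Rebuilt from the first derivatives of 158, 152 and 171 genes, the groups of all 3 regions held the same genes as those listed by the authors.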

For each region, the correlation coefficients were calculated between every pair of genes using the first-derivative values, which were subjected to hierarchical clustering analysis to generate 27, 33, and 29 groups of genes for regions A, B, and C, respectively (Supplementary Figs. 14–16, Supplementary Data 14). Many of these groups contained genes with clearly recognizable and similar peak patterns, some of which showed segmental periodicity intervals. For example, group 23 from the analysis of region A (abbreviated as group A23) contained *Pt-hh* and several other genes with similar bi-splitting peaks, and group A18 contained *Pt-msx1* and several other genes exhibiting similar peak positions between the *Pt-hh* bi-splitting peaks (Supplementary Fig. 14). 

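The 8 genes of group A23 had a mean correlation of 0.570 with each other and −0.0440 with the other genes of region A. The group mean peaked at positions 1, 17 and 25, and *Pt-hairy* at 17 and 25. The 7 genes of group A18 (mean correlation 0.595) had their highest values at positions 19–23.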

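By the rule used for peaks here, the genes had 1–3 peaks in region B in group B3, 2–3 in B5, 1–4 in B10 and 2–4 in B29. These counts include peaks at the ends of the region.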

Groups B3, B5, B10, and B29 contained genes with three or four peaks in region B (Supplementary Fig. 15). 

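The group means peaked at positions 40 and 46 (B3), 32, 42 and 53 (B5), 39 and 45 (B10) and 28, 36, 45 and 58 (B29). Positions 28 and 58 are the ends of region B, where a profile that goes on rising outside also counts as a peak. *Pt-hh* of B29 had both of these within the region and neither over the whole axis. Mean correlations within the groups were 0.563, 0.827, 0.675 and 0.585.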

The peak positions were similar within each group but slightly different between the groups. Similarly, in region C, groups C1, C6, C14, C16, C26, and C28 contained genes with single or double peaks at distinct positions (Fig. 8A, B; Supplementary Fig. 16), which are candidates for the clock-like oscillatory genes. 

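Group means in region C peaked at positions 65 and 75 (C1), 55, 68 and 80 (C6), 61 and 73 (C14), 55 and 70 (C16), 55, 69 and 80 (C26) and 62 and 75 (C28), some of them at the ends of the region. Mean correlations within groups ran from 0.510 (C16) to 0.856 (C6).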

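Between the groups picked out in regions A, B and C, 44 pairs from different regions were compared. Of these, 6 pairs shared at least 2 genes and 6 shared 1. When group labels were exchanged at random among the genes of each region 1000 times, the median number of pairs sharing at least 2 genes was 1 and the highest was 6.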

Among the groups mentioned here, we noted that some shared two or three genes; groups A23 and B29 shared LOC107444253 (*Hes-1-A*), LOC107447988 (*Pt-noto1*), and LOC107451809 (*Pt-hh*); groups A23 and C14 shared LOC107447988 (*Pt-noto1*) and LOC107451464 (*Pt-hairy*); groups B3 and C1 shared LOC107456088 (*Pt-mirr4*), LOC107457313 (*Pt-sox2A*), and LOC107451770; groups B5 and C6 shared LOC107436691, LOC107439303 (*hemicentin-2*), and LOC107453597 (*Pt-fgf8*); groups B5 and C26 shared LOC107444558 (*pax-5*) and LOC107447678 (*Pt-msx1*); groups B29 and C28 shared LOC107451809 (*Pt-hh*), LOC107452888 (*Pt-winged eye-B*), and LOC107455759 (*meteorin-like*). These detected shares of genes may provide clues for investigating the whole mechanisms underlying regional variations in pattern formation. These results demonstrate the utility of the first-derivative values of the expression profiles for classifying genes according to their expression profile patterns.

**Fig. 8:**
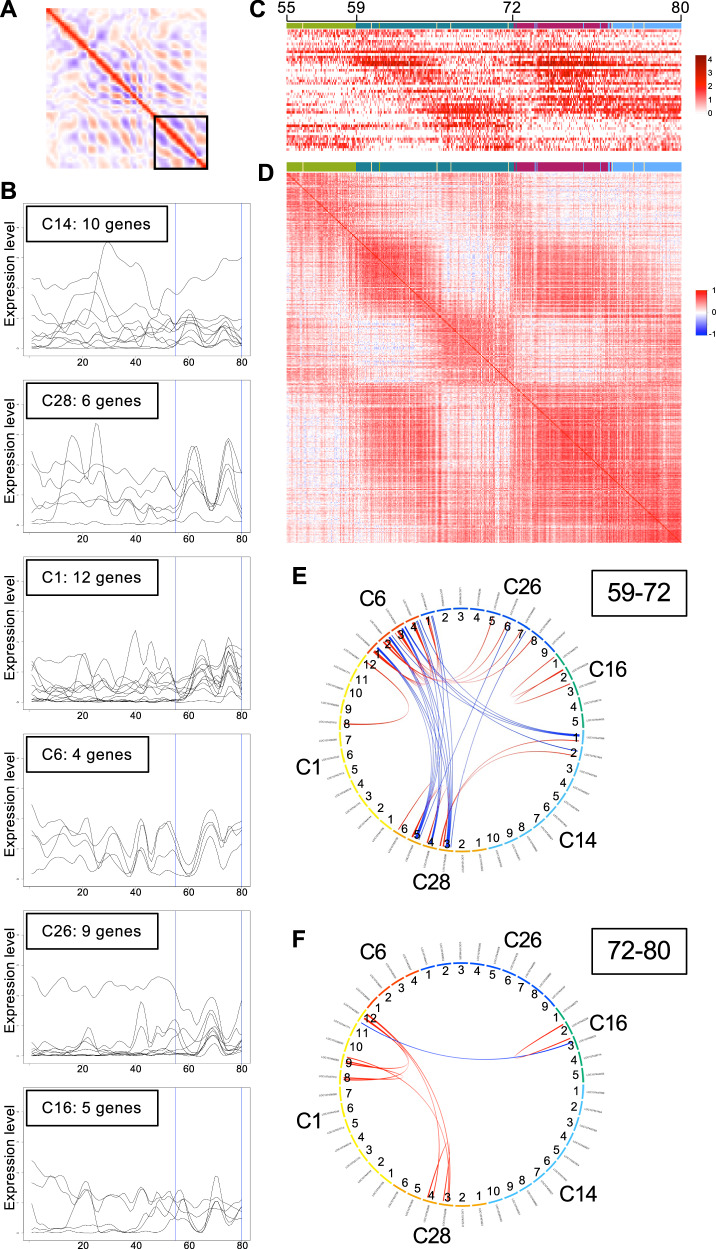
Grouping of genes in the posterior oscillatory region using first-derivative values. **A** Region C at positions 55–80 in the 2-D plot of the correlation coefficients. **B** Expression profiles of the 46 genes in the six groups. **C** Heatmap showing the expression levels of the 46 genes in the single nuclei in this region. Only the colored nuclei in Fig. 5E are shown. **D** 2-D plot of the correlation coefficients between the nuclei shown in (**C**), calculated using the expression levels of the 46 genes. The color bars at the top (**C**, **D**) show the cluster colors in Fig. 2. **E**, **F** Gene pairs with high correlation coefficients. Gene pairs with *r* > 0.5 and *r* < –0.5 are connected by red and blue lines, respectively. Correlation coefficients were calculated using the expression levels in the nuclei at positions 59–72 (**E**) and 72–80 (**F**).

### Analysis of cell states associated with posterior stripe formation using the predicted clock-like genes

Oscillatory gene expression sequentially generates new segmental units in the posterior region of the *Parasteatoda* embryo, with each unit forming within approximately 5 h^25^. The posterior unit is less developed than the anterior unit. The expression profiles of *Pt-hh*, *Pt-msx1*, and *Pt-noto1* (Fig. 5) and positional correlation analyses (Fig. 7) indicated the presence of two segmental units within region C (positions 55–80) of the reconstructed stage-7 AP axis. Gene clustering analysis (Supplementary Fig. 16) identified six groups containing 46 genes with single or double peaks in this region (Fig. 8B). Using these 46 genes, we analyzed the individual cell states in the posterior region to uncover gene-regulatory interactions. Herein, genes are referred to as, for example, ‘C14 genes’ for genes in group C14 and ‘C14-1 gene’ for the first gene in group C14.

First, a heatmap was generated, which showed the expression levels of the 46 genes in individual nuclei in region C, which were aligned according to their positions along the reconstructed axis (Fig. 8C). This heatmap revealed heterogeneity even among the nuclei at similar positions. Nonetheless, we observed two repeated units in the aligned nuclei. 

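Among 392 nuclei at positions 55–80, the 46 genes gave 6918 pairs of nuclei within 1 position of each other. Their mean correlation was 0.512 (standard deviation 0.160, range −0.0731 to 0.869). Counts drawn from the smoothed profiles gave a higher mean of 0.696 (standard deviation 0.103).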

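The mean correlation between nuclei fell from 0.496 at 0–2 positions apart to 0.182 at 6–8, rose to 0.341 at 12–14 and fell again to 0.0828 at 18–20.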

The repeated units were more clearly detected in a 2-D heatmap of the correlation coefficients between the nuclei, based on the expression levels of the 46 genes (Fig. 8D); the anterior unit was approximately at positions 59–72, and the posterior unit was approximately at positions 72–80. 

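Each unit was divided into an anterior and a posterior part at its middle. Nuclei of the anterior parts of both units had a mean correlation of 0.411, and those of the posterior parts 0.312. Between the parts of the anterior unit it was only 0.134, and between its posterior part and the anterior part of the posterior unit 0.186. The parts of the posterior unit, however, correlated at 0.436.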

Next, within each unit, the correlation coefficients between the 46 genes were calculated using the expression levels in the single nuclei, and gene pairs with positive and negative correlations (*r* > 0.5 and *r* < –0.5) were visualized (Fig. 8E, F). 

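The anterior unit held 158 nuclei and the posterior unit 170, with median depths of 10833 and 10804.5 molecules. Of 990 and 1035 pairs of genes seen in more than 10% of the nuclei, 40 (22 positive, 18 negative) and 9 (8 positive, 1 negative) passed 0.5. Random even splits of the nuclei gave 29–65 and 7–19 pairs. Among the alternatives, all 213 genes in place of the 46 gave 109 and 15 pairs, and thinning every nucleus gave 1 and 3, while equal numbers of nuclei gave 40 and 7–11. Correlations run across nuclei of 1 library.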

While the anterior unit (positions 59–72) exhibited negative correlations between the C6 and C28 genes and positive correlations within the C6 genes (Fig. 8E), these correlations, and most other correlations detected in the anterior unit, were not detected in the posterior unit (positions 72–80) (Fig. 8F). Instead, the posterior unit showed only one negative correlation between C1-12 and C16-3 and positive correlations among C1-8, C1-9, C1-12, C28-3, and C28-4 genes. These findings indicate that dynamic changes in gene-regulatory interactions occur during stripe formation in the posterior region. 

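Groups C6 and C28 gave 11 negative pairs in the anterior unit (−0.660 to −0.502), and pairs within C6 6 positive ones (0.535–0.694). Of the anterior pairs, 37 did not pass in the posterior unit and 3 did. Their median size fell from 0.558 to 0.209 there, with 32 keeping their sign. After the smoothed profile of each gene was subtracted, 1 anterior pair still passed 0.5.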

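The negative pair was *Pt-eve* with *Pt-Delta* (−0.573, and −0.273 in the anterior unit). The strongest positive pairs were *Pt-eve* with *Pt-mirr4* (0.711), *Pt-cad* with *Pt-mirr4* (0.684) and LOC107452266 with *Pt-winged eye-B* (0.673). The 9 posterior pairs had a median size of 0.627, and of 0.287 in the anterior unit, all with the same sign.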

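Because most of the anterior pairs were missing from the posterior unit, the paper concludes that gene-regulatory interactions change while stripes form. The correlations join genes that rise and fall together along the positions of a unit with genes that vary together at the same position, and these parts were not separated in the paper. With the profiles subtracted, *Pt-eve* with *Pt-Delta* stayed at −0.485 in the posterior unit.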

Notably, the C16-3 and C1-12 genes, corresponding to *Pt-Delta* and *Pt-eve*, oscillate in different phases in the posterior terminal region of the spider embryo^19,36–38^.

More comprehensive gene-to-gene correlation analyses using all the 213 genes across various regions of the reconstructed stage-7 AP axis (Supplementary Fig. 17, Supplementary Data 15) revealed distinct correlation patterns in different regions, suggesting region-specific genetic regulation during AP axis patterning in *Parasteatoda* embryos.

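Over 16 stretches of the axis, all 213 genes gave 352 pairs beyond 0.5, and 320 of these were among the 355 listed by the authors. In 8 stretches that do not overlap, 224 different pairs were found, of which 207 appeared in 1 stretch only. Among all 16 stretches, positions 35–40 had the fewest pairs (3) and positions 59–72 the most (109).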

## Discussion

This study demonstrated that snRNA-seq data derived from stage-7 *Parasteatoda* embryos successfully reconstructed the alignment of cells along the AP axis in a UMAP plot. A faithful recapitulation of the stripe expression patterns was detected in this aligned representation. Reconstruction of an axial pattern using only data derived from scRNA-seq or snRNA-seq has not been reported in other animals. Our key observations indicate a polarized state of the ectoderm cells. Smaller clusters were aligned along the reconstructed AP axis with higher resolution parameters in the Seurat analysis (Fig. 1I). The expression of the marker genes of each ectoderm cluster was also detected in neighboring clusters at lower levels (Fig. 3G). These results emphasize the gradual transition in gene expression along this axis. Randomized gene expression within the selected ectoderm cluster disrupted the axial array at the positions of the randomized clusters (Fig. 6F; Supplementary Fig. 13A). Collectively, these observations indicate that ectoderm cells are organized along the AP axis with distinct gene expression, establishing a polarized state that underlies the formation of the stripe pattern.

The successful reconstruction of AP polarity and recapitulation of the stripe pattern in the UMAP highlight a unique aspect of the *Parasteatoda* embryo. In contrast, applying scRNA-seq and snRNA-seq to *Drosophila* embryos effectively revealed differentiating cell states, such as mesoderm, endoderm, and nervous system cells^54–56^. However, cell states corresponding to the ectoderm stripes or (para)segments are detected only in the anterior and posterior regions, and ectoderm cells in the trunk region are primarily separated into odd- and even-numbered segments^55^. Reconstructing the *Drosophila* ectoderm pattern from single-cell data requires integration of information from stained embryos^55,58,59^. This difference in the detection of stripe patterns stems from several potential factors. The use of snRNA-seq in *Parasteatoda* and scRNA-seq in *Drosophila*^55,56^ may have contributed to the observed differences. Sample collection methods may also have affected the results; *Drosophila* embryos were collected in 1.5- to 4-h time windows covering various stages^54,56^, while *Parasteatoda* sibling embryos were collected at essentially the same developmental stage. Furthermore, *Drosophila* embryogenesis involves simultaneous AP and dorsal–ventral (DV) patterning, leading to complex cell-state specifications, whereas *Parasteatoda* exhibits a preceding progression of AP patterning relative to DV patterning, simplifying the cell-state analysis along the AP axis^68^. These underscore the potential of the *Parasteatoda* embryo as an alternative model for dissecting the AP patterning.

Our analysis of stage-7 single-cell data revealed ectoderm superclusters corresponding to the head, thorax, and opisthosoma regions but failed to capture the precise polarity or stripe pattern. One major drawback of our scRNA-seq procedure, when using stage-7 spider embryos as the source, came from the low recovery rates of cells during sample preparation and library construction, although cell recovery was comparable between scRNA-seq and snRNA-seq when using late stage-5 embryos^62^. In general, snRNA-seq may detect fewer genes than scRNA-seq if the scale of the data is comparable^69^. Our snRNA-seq procedure, however, can have remarkably high recovery rates of nuclei from a small number of spider embryos, even at stage 7 (Table 1), while detecting more genes than scRNA-seq as a whole. 

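Genes seen in at least 3 barcodes numbered 12644 in stage-7_cell and 18934 in stage-7_nucleus, and 80 were seen in cells alone. In 865 nuclei drawn at random the number was 15307. After thinning, cells had 10704 genes and drawn nuclei 12635, and 415 were seen in cells alone. The mean per barcode was 903 genes higher in nuclei, and 358 higher after thinning, the largest move among the alternatives.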

The differences between scRNA-seq and snRNA-seq may have other aspects. The discrepancy in detecting the complex stripe pattern may reflect differences in sensitivity to temporal changes in transcription between the two techniques. Nascent pre-mRNAs captured in single-nucleus data may provide a more dynamic view of transcriptional changes than mature mRNAs captured in single-cell data. This hypothesis is supported by the observation that single-nucleus data obtained from late stage-5 sibling embryos clearly detected the cell states emerging from the germ disc center for posterior segmentation, which was not apparent in the single-cell data^62^. However, other factors may also contribute to these differences, including variations in the number of cells and nuclei, sample preparation procedures, and slight differences in developmental stage between the embryos used for the library construction.

Our analysis revealed several novel cell states. At least two endoderm cell states were detected at late stage 5 (Fig. 4A, B; Supplementary Fig. 4), suggesting heterogeneity within the endoderm cell population beyond the previously described pEND and cEND cells^36^. These differences likely reflect the degree of differentiation. Despite originating from different regions (the center and periphery of the germ disc), stage-7 endoderm cells exhibited a relatively uniform cell state (Fig. 4C, D; Supplementary Fig. 8). In contrast, four distinct mesoderm clusters were identified at stage 7, reflecting differences along the AP axis. Further investigation is needed to determine whether mesoderm cells exhibit further AP polarization in later stages and to understand the potential interactions between the mesoderm and overlying ectoderm in shaping their respective cell fates. The classification of CM cells has been a subject of debate^62,70,71^. Our data showed a close proximity between CM cells and endoderm cells (Fig. 1C), indicating that CM cells may represent a specialized subpopulation of the endoderm.

We established a novel method to generate quantitative gene expression profiles along the reconstructed AP axis in a UMAP plot (Fig. 5; Supplementary Fig. 9). These profiles accurately reflected the gene expression patterns along the AP axis in the *Parasteatoda* embryo, including distinct phases of the segmental stripes. This approach enabled genome-wide, unbiased identification of genes exhibiting specific AP expression patterns. We identified 213 genes from stage-7_nucleus data and 264 genes from late stage-5_nucleus data that could be used to reconstruct the AP pattern, including the segmental stripe pattern at stage 7 (Fig. 6; Supplementary Fig. 11). Although this does not definitively prove that these genes directly establish the AP pattern during embryogenesis, it provides crucial clues for identifying the underlying molecular networks. By analyzing the first derivatives of the expression profiles, we identified gene groups with similar peak patterns (Supplementary Figs. 14–16), which are candidate genes involved in stripe formation. Furthermore, we examined gene expression in the posterior region at single-cell resolution to identify gene pairs that tend to be co-expressed or expressed in a mutually exclusive manner (Fig. 8E, F, Supplementary Fig. 17). This analysis provides valuable data for investigating potential gene interactions. These analytical approaches can be applied to embryos at different developmental stages. As the *Parasteatoda* spider lays hundreds of eggs simultaneously, we can analyze serial pools of embryos collected according to time-based staging. Embryos subjected to gene knockdown experiments can be analyzed similarly. These advantages of using spider embryos facilitate a further investigation of the dynamic cell-state regulation of the stripe-forming processes. The high-resolution, quantitative single-nucleus data generated in this study provide a robust foundation for a deeper understanding of the diverse mechanisms underlying the arthropod segmented body axis and offer a reliable connection to the mathematical modeling of cell-based patterning processes.

This study demonstrates that quantitative data representing key characters of an animal phylum can be obtained based on the genome of an organism without relying on information from established model organisms. This finding opens new avenues for exploring the origins of animal diversity.

## Methods

### Spider

Animal experiments were performed according to a protocol reviewed and approved by the Institutional Animal Care and Use Committee of JT Biohistory Research Hall (2020-5). We used laboratory stocks of the spider *Parasteatoda tepidariorum* (synonym, *Achaearanea tepidariorum*), maintained at 25 °C under 16-h light and 8-h dark photoperiods. The developmental stages of the embryos have been described previously^72^. Stage-7 embryos were collected 13 h after late stage 5, when the cumulus reached the rim of the germ disc. For single-cell and single-nucleus isolation and embryo fixation, eggs derived from one egg sac were used for each experiment; 20–120 eggs were dechorionated, and approximately half of the embryos that displayed a typical morphological appearance were selected. To ensure the reliability of the data, the development of 8–16 sibling embryos was carefully monitored in each experiment to confirm their normal development.

### Isolation of the cell and the nucleus

Spider embryos were dechorionated using commercial bleach for 4 min, and then rinsed with distilled water. Embryos were then transferred into CGBS-CMF [Chan and Gehring buffered saline^73^, Ca- and Mg-free: 55 mM NaCl, 40 mM KCl, 10 mM Tricine, pH 6.95] solution containing 0.01% (for cell) or 0.5% (for nucleus) bovine serum albumin (BSA: Nacalai Tesque, 01278-44). The vitelline membrane was manually removed with forceps. For single-cell isolation, devitellinized embryos were incubated in CGBS-CMF containing 1 mg/mL elastase solution (Worthington) at room temperature for 5 min. The cell suspension was then filtered through a 70-μm strainer (pluriStrainer-Mini, 43-10070) followed by two passes through a 10-μm strainer (pluriStrainer-Mini, 43-10010) with brief centrifugation. Cells were collected in a DNA LoBind tube (Eppendorf, 022431021). The elastase reaction was terminated by adding BSA to a final concentration of 1%.

Single-nucleus isolation was performed as previously described^62^. In brief, devitellinized embryos were resuspended in 400 μL homogenization buffer [250 mM sucrose, 10 mM Tris (pH 8.0), 25 mM KCl, 5 mM MgCl_2_, 0.1% Triton-X100, 0.1 mM DTT, 100 U/mL RNase inhibitor (SUPERaseIn RNase Inhibitor: Invitrogen, AM2694), and protease inhibitor at 1:100 dilution (Nacalai Tesque, 25955-11)]^74^ and homogenized using a loose plastic pestle (Fisher scientific, 12-141-368) with 40 strokes. The homogenate was centrifuged, and the precipitate was resuspended in CGBS-CMF containing 0.5% BSA and 100 U/mL RNase inhibitor. The suspension was filtered through a 40-μm strainer (pluriStrainer-Mini, 43-10040) and washed with the same solution. Isolated single-cell and single-nucleus samples were stored with five volumes of CellCover (Anacyte Laboratories, 800-050) at 4 °C until further use.

Fifteen and twenty embryos from different egg sacs were used for the single-cell and single-nucleus isolation, respectively. Concurrent with the cell and nucleus isolation, sibling embryos were fixed for subsequent staining.

### Construction and sequencing of libraries

scRNA-seq and snRNA-seq libraries were constructed using a BD Rhapsody WTA Amplification Kit (BD Biosciences, 665915) following the manufacturer’s protocol with modifications. For scRNA-seq construction, the stored sample was centrifuged, resuspended in a 0.5× CGBS-CMF containing 0.01% BSA, and loaded onto a cartridge pre-rinsed with 0.5× CGBS-CMF. For snRNA-seq library construction, RNase inhibitor was added to the sample buffer at a final concentration of 100 U/mL, Proteinase K was added to the lysis buffer at a final concentration of 0.5 mg/mL, and the lysis step was extended to 5 min. Sequencing was performed using the Illumina HiSeqX Sequencing System with 150-bp paired-end reads. We obtained 435,917,554 and 485,625,106 raw reads for scRNA-seq and snRNA-seq, respectively. The data were deposited in the GEO repository (GSE287446).

### Generation of gene expression matrices

RNA-seq reads were processed using the BD Rhapsody WTA pipeline on the Seven Bridges Genomics Cloud platform^75^ with default parameters, as described previously^62^. Low-quality reads were then filtered. Cells/nuclei and RNA molecules were identified based on the cell barcode and unique molecular index (UMI) information contained within the R1 reads. The R2 reads were aligned against the *Parasteatoda tepidariorum* genome^45^, GCF_000365465.3_Ptep_3.0, using the STAR index created by STAR-2.5.2b^76^. For snRNA-seq data, the annotation file accompanying the genome information was modified to include both exonic and intronic reads for read counting. The alignment results were integrated with the cell barcode and UMI information to generate an expression matrix for each sample. These expression matrices were deposited in the GEO repository associated with the RNA-seq data.

### Clustering analysis with Seurat

Data were analyzed using the Seurat package (v.4.1.1)^77,78^. To filter out low-quality cells and nuclei and potential doublets, we selected cells and nuclei based on the number of unique genes and total RNA molecules. Cells with more than 1500 unique genes and fewer than 20,000 total RNA molecules were selected for stage-7_cell data. Similarly, nuclei with more than 2000 unique genes and fewer than 20,000 total RNA molecules were selected for stage-7_nucleus data. 

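These limits kept 865 cells here, the same as in the filtered matrix. The limit on genes removed 55 barcodes and the limit on molecules 97, and none failed both.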

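The stated limits kept 6236 nuclei, 74.1% of the barcodes (73.1–75.0%). The filtered matrix also holds 3 nuclei with exactly 2000 genes. Molecules alone removed 1152 barcodes, and leaving that limit out moved the number most, to 7388 nuclei.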

The late stage-5_nucleus data^62^ were reprocessed, selecting nuclei with more than 1500 unique genes and fewer than 15,000 total RNA molecules (Supplementary Fig. 2). During the filtering, we removed 681 nuclei from the late stage-5_nucleus data, 152 cells from the stage-7_cell data, and 2182 nuclei from the stage-7_nucleus data. This resulted in the final cell/nuclei counts presented in Table 1.

Following the instructions provided with the Seurat package, we performed log-normalization, identified 2000 variable features, scaled the data, and conducted principal component (PC) analysis to reduce the dimensionality of the data to 50. The processed data were then subjected to FindNeighbors and FindClusters functions, followed by nonlinear dimension reduction using UMAP (Uniform manifold approximation and projection). The data were visualized in a 2-D space (Fig. 1C–E). Multiple parameter settings for the dimension and resolution were tested (Fig. 1I; Supplementary Figs. 3, 5). Additionally, we performed Seurat analyses on the pre-filtered dataset and observed that the excluded cells/nuclei predominantly localized to clusters exhibiting lower counts in the UMAP (Supplementary Fig. 2). This observation suggests that the filtering step had minimal effects, if any, on the downstream analyses.

### Random selection of nuclei from the expression matrix

To analyze the stage-7_nucleus data with a sample size equivalent to that of the stage-7_cell data (865 nuclei), 865 nuclei were randomly selected from the full stage-7_nucleus matrix using the sample function in R. A submatrix was generated using these selected nuclei. Subsequently, Seurat clustering analysis was performed on this submatrix with the following parameters: dimension, 1:50; resolution, 2.5. This random selection and subsequent analysis were independently repeated 10 times (Supplementary Fig. 6).

### Identification of cluster marker genes

The marker genes for each cluster were identified using the FindMarkers function in Seurat. Genes expressed in more than 25% of nuclei in a cluster and less than 90% in other clusters with adjusted *p*-values less than 0.001 were listed as markers for the cluster (Supplementary Data 2, 3).

### Visualization of gene expression on the UMAP plot

Gene expression was visualized on the UMAP plot using the FeaturePlot function of the Seurat package. To visualize the expression of two or three genes simultaneously, feature plots were generated using a gray75 to black color scale. These plots were then converted into negative images, overlaid, and color-coded using RGB values in ImageJ (Fiji) software (ver. 2.9.0/1.53t). UMAP plots depicting the expression of all genes in the expression matrices can be accessed through our web database and have been deposited in Figshare^66,67^.

### Assignment of nucleus positions along the reconstructed axis

In the UMAP plot of the stage-7_nucleus RNA-seq data generated with the clustering parameters, a dimension of 1:50 and a resolution of 0.5 (Fig. 1D), a contour encompassing ectoderm clusters 0, 1, 2, 4, and 5 was drawn based on the density of 4129 nuclei using the geom_density_2d function in the ggplot2 package (v.3.4.2). Contours were also drawn for nuclei expressing *Pt-six3-1* and *Pt-prd2*; the former was expressed at the most anterior part of the germ band, and the latter was expressed in oscillatory stripes in the posterior region (Supplementary Fig. 9A). These were used to determine the anterior and posterior ends. Using Python (v.3.8.3), several points were manually plotted along the ectoderm contour ridge and at the *Pt-six3-1* and *Pt-prd2* contour peaks. Two additional points were plotted on the extension lines from the anterior and posterior termini. These extensions were used to correctly calculate the distances from the nuclei to the reconstructed axis around the anterior and posterior ends, as described below. A spline curve was fitted through these points using the xspline function of R (v.4.2.1), which represents the reconstructed AP axis (Fig. 5E).

To assign the position of plotted nuclei, the axial spline curve was evenly divided into 10,000 points using Numpy (v.1.22.4). The positions of these points along the curve were determined by summing the distances between the neighboring points from the anterior end. The nearest point on the curve was identified for each nucleus in the UMAP plot. The position of each nucleus was assigned as the position of its nearest point on the curve and the distance to the nearest point. Nuclei located more anterior or posterior than the ends of the spline curve were omitted.

A similar analysis was performed on the UMAP plot of the late stage-5_nucleus data (dimension: 1:45; resolution: 0.5) (Supplementary Fig. 9D) using 4230 nuclei from ectoderm, mesoderm, and extraembryonic clusters 0, 1, 2, 3, 5, and 6. The anterior and posterior ends were defined based on the expression of *Pt-twist* and *Pt-aslH*. Nuclei located near the anterior end and not expressing *Pt-twist* were omitted. The positions of the nuclei are listed in Supplementary Data 4.1 and 6.1.

### Generation of gene expression profiles

Nuclei within 0.3 units of the axial curve were selected for generating quantitative gene expression profiles (shown in Fig. 5E and Supplementary Fig. 9D, colored nuclei), specifically 1387 nuclei at stage 7 and 1138 nuclei at late stage 5 (Supplementary Data 4.2, 6.2). To mitigate the potential impact of the limited number of nuclei near the anterior and posterior ends on the subsequent smoothing step, the data were mirrored: nuclei from the anterior half were mirrored at the anterior end, and those from the posterior half were mirrored at the posterior end, resulting in a doubled expression matrix. Loess smoothing was performed with the geom_smooth function in ggplot2 (span = 0.05) using the nuclear positions in the doubled matrix and their normalized gene expression counts. This generated a smoothed line with 160 points for the expression profile of each gene. The mirrored data were then reduced to 80 points by selecting points 41–120 for downstream analyses. Gene expression profiles at late stage 5 and stage 7 are shown in Supplementary Data 7 and 5. The patterns of the expression profiles are available in our web database and the Figshare repository^66,67^.

### Search for genes with specific expression patterns along the AP axis

First, to exclude genes expressed in small numbers of sparsely distributed cells, which could be difficult to distinguish from genes expressed in a region-specific manner, we determined the minimum distance between nuclei expressing each gene along the reconstructed AP axis. Based on these minimum distances, Euclidean distances were calculated between genes, and hierarchical clustering was performed using ward.D2 method, resulting in two gene groups. A small group of 946 sparsely expressed genes was excluded from further analysis (Supplementary Data 16), and a larger group of 16,023 genes was retained for subsequent analyses.

For each of the 16,023 genes, two values were extracted from their expression profiles: the mean expression level and the difference between the maximum and minimum expression (Supplementary Data 8). The Euclidean distances between genes were calculated based on these two values, and hierarchical clustering was performed. Several groups were selected based on relatively low mean expression levels and large differences in expression. Subsequently, genes within each selected group were subjected to a second round of clustering analysis. This process resulted in the selection of 213 genes at stage 7 (Supplementary Data 9). Additionally, we conducted the second-round clustering for other unselected groups, which resulted in forming subgroups that did not match the selection criteria (Supplementary Data 8). A similar analysis was performed on the late stage-5 data. After excluding 1149 sparsely expressed genes (Supplementary Data 17), the remaining 15,061 genes were subjected to two rounds of clustering to select 264 genes (Supplementary Data 10, 11).

### Construction of UMAP with the selected genes

The normalized stage-7_nucleus expression matrix containing 19,692 genes and 6239 nuclei was reduced to two smaller matrices: matrix A, containing the 213 selected genes and 4102 ectoderm nuclei, and matrix B, containing the remaining 19,479 genes and the same 4102 ectoderm nuclei. Similarly, two matrices were generated from the late stage-5_nucleus data: one containing 264 selected genes and 4230 nuclei, and the other containing 18,835 remaining genes and 4230 nuclei. These reduced matrices were then used for subsequent Seurat analyses (Fig. 6C, D; Supplementary Figs. 11D, 12). To visualize the expression of the excluded genes (the 213 and 264 genes, respectively) in the UMAP, their expression values were extracted from the original (unreduced) matrix using the IDs of the corresponding nuclei.

### Randomization of the expression of genes in a cluster

To randomize the expression of the 213 genes within the selected ectoderm clusters in the stage-7_nucleus count matrix, we followed the procedure described below. A set of random numbers, equal to the number of nuclei in the cluster, was generated using the sample function in R. This process was repeated to create 213 sets of random numbers corresponding to the 213 genes. Based on each set of random numbers, the expression values of a specific gene were randomly exchanged among nuclei within the selected cluster. In the first experiment, randomization was performed for each ectoderm cluster using the selected 213 genes (Fig. 6E, F; Supplementary Fig. 13A). In the second experiment, randomization was performed for cluster 5 using the other 213 genes randomly selected from among the highly variable genes identified in the Seurat analysis. This experiment was repeated three times (Fig. 6G; Supplementary Fig. 13B). In the third experiment, randomization was performed for cluster 5 using the original 213 genes. However, in this experiment, the expression values were exchanged among a subset of cluster-5 nuclei (10–90% of the cluster, selected independently for each gene). Randomized matrices were used for subsequent Seurat analyses (Supplementary Fig. 13C).

### Calculation of the first-derivative value and correlation analysis

First-derivative values were calculated for each of the 80 positions in the expression profiles of the 213 stage-7 and 264 late stage-5 genes predicted to exhibit specific expression patterns (Supplementary Data 12, 13). For positions 2–79, the derivative was calculated as the average difference in expression levels between the current position and its two neighboring positions. For the terminal positions (1 and 80), the derivative was calculated as the difference between the current position and its single neighboring position (positions 2 and 79, respectively). The top 50 highest and lowest first-derivative values at each position are shown in Fig. 7A, B.

Using the first-derivative values of all these genes at 80 positions, Pearson correlation coefficients were calculated between the 80 positions using the cor function in R. These correlation coefficients were visualized in a heatmap (Fig. 7C, D). Similarly, the correlation coefficients calculated with subsets of stage-7 genes are shown in Fig. 7G, H.

### Grouping of genes using the first-derivative values

To group genes with similar expression profile patterns within the three regions (region A, positions 1–33; B, 28–58; and C, 55–80), the following approach was used: the 213 stage-7 genes were filtered to exclude those with the maximum values of the expression profiles less than 0.2 within the target region. Pearson correlation coefficients were calculated between genes based on their first-derivative values within the target region. Euclidean distances were then calculated from the correlation coefficients, and hierarchical clustering was performed using the ward.D2 method to group the genes. This resulted in 27 groups in region A, 33 groups in region B, and 29 groups in region C (Supplementary Figs. 14–16).

### Expression in single nuclei and correlation analysis

From the normalized expression matrix of the stage-7_nucleus data, we selected the colored nuclei depicted in Fig. 5E, along with the 213 genes predicted to exhibit specific patterns. Several submatrices were generated using this selected matrix. Each submatrix included nuclei located within a specific target region and genes expressed in more than 10% of the nuclei within the target region. For each submatrix, the correlation coefficients between cells and between genes were calculated using the cor function in R. Gene pairs with relatively high correlation coefficients (*r* < –0.5 and *r* > 0.5) were visualized by connecting them with blue and red lines, respectively (Fig. 8E, F; Supplementary Fig. 17C).

### cDNA cloning

Full-length or partial cDNAs were obtained from our laboratory stocks of EST clones or isolated using PCR. The cDNAs were used to synthesize probes for in situ hybridization. The cDNA clones and the PCR primers used in this study are listed in Supplementary Data 18.

### Fluorescence in situ hybridization

Embryo fixation and FISH were performed as described previously^79^. DIG-, DNP-, and FITC-labeled probes (Table 2; Supplementary Data 18)^80,81^ were used and detected with anti-DIG-POD (1:1000 dilution; Roche 11 207 733 910), anti-DNP-HRP (1:200 dilution, PerkinElmer FP1129), and anti-FITC-HRP (1:200 dilution, PerkinElmer NEF710) antibodies in combination with 5-(and-6)-carboxyfluorescein and DyLight680 tyramides. Samples were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; Sigma-Aldrich) to visualize DNA. The stained embryos were individually mounted on glass slides with spacers and observed using a TCS SPE confocal system (Leica). Images were processed using ImageJ (Fiji) software ver. 2.14.0/1.54 f. Z-sections were projected using Max projection.

### Statistics and reproducibility

For all statistical analyses, the methods used are addressed in the relevant sections. For sample collection, embryos with a typical morphological appearance were randomly selected. For single-sell and single-nucleus data analyses, cells/nuclei expressing genes/molecules within the range of numbers specified in the “Methods” section were retained.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Supplementary Data 18

reporting summary

Transparent Peer Review file

## Data Availability

The stage-7 scRNA-seq and snRNA-seq reads and processed data have been deposited in GEO under accession number GSE287446. The late stage-5 snRNA-seq reads and the original matrix are available at GEO under accession number GSM6069861 in the data series GSE201705^62^, and the reprocessed late stage-5 data are available in GSE287446. Gene expression patterns in the UMAP and patterns of the expression profiles have been deposited in figshare^66,67^ and are also available on our website (https://www.brh2.jp). Material requests should be addressed to .

# Supplementary material for: Genome-wide quantitative dissection of an arthropod segmented body plan at single-cell resolution
**Source:** Commun Biol. 2025 Jun 11;8:913. doi: 10.1038/s42003-025-08335-x
**Supplement:** Supplementary file 1 — Supplementary Information

# **Genome-wide quantitative dissection of an arthropod segmented body plan at single-cell resolution**

Takanori Akaiwa<sup>1,2, †</sup>, Hiroki Oda<sup>1,2</sup> & Yasuko Akiyama-Oda<sup>1,3,4, \*</sup>

<sup>4</sup> PRESTO, Japan Science and Technology Agency, Kawaguchi, Saitama, Japan.

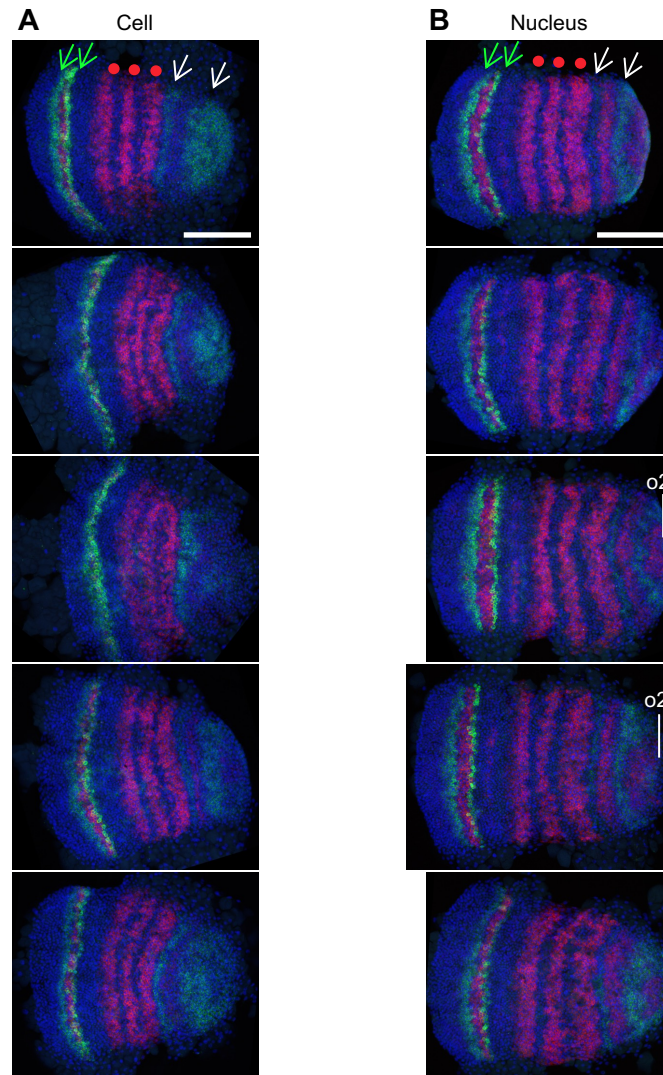

**Supplementary Figure 1. Expression of *Pt-hh* and *Pt-msx1*.** A, B Sibling embryos of those used for single-cell (A) and single-nucleus (B) library construction. Green arrows indicate bi-splitting *Pt-hh* stripes in the head, red dots indicate tri-splitting *Pt-msx1* stripes in the thorax, and white arrows point to L4 and O1 *Pt-hh* stripes formed by oscillation. Two embryos showed *Pt-hh* expression in the O2 segment. The embryo displayed at the top in B is the same as that shown in Fig. 5A. Scale bars = 200  $\mu$ m.

### A Late stage-5\_nucleus

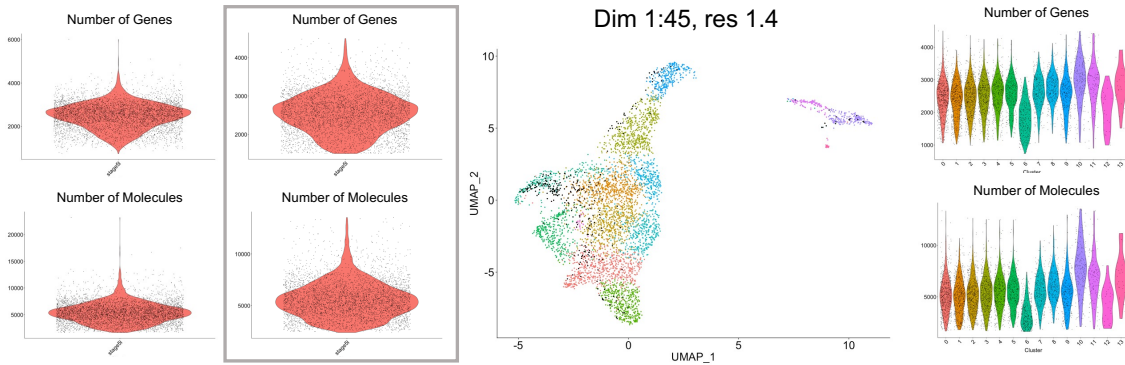

### B Stage-7\_nucleus

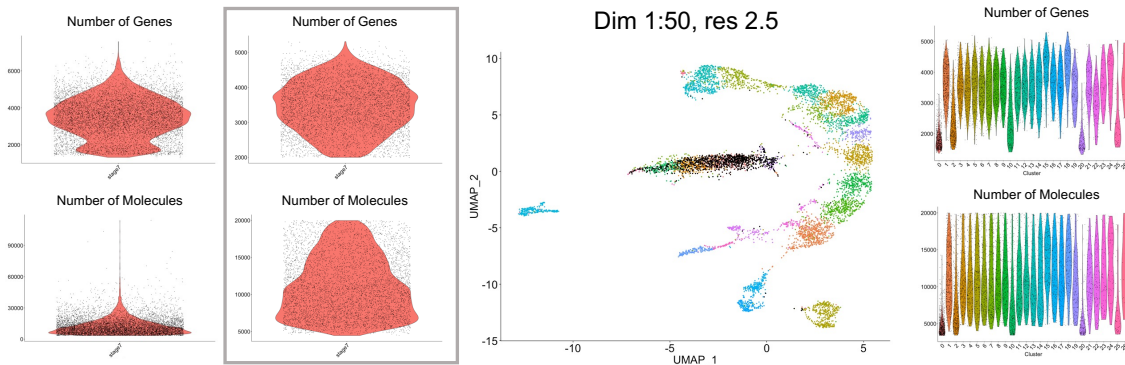

### C Stage-7\_cell

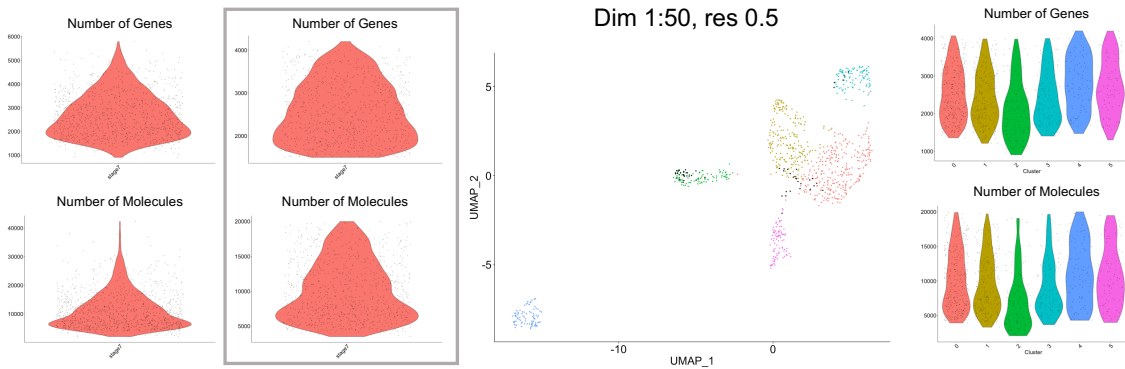

**Supplementary Figure 2. Clustering analyses of the unfiltered cell/nuclei dataset. A–C** Violin plots showing the number of genes (upper panels) and molecules (lower panels) detected in each cell or nucleus before (left column) and after (boxed in gray) filtering, UMAP plots showing results of the clustering of the unfiltered datasets (third column), and violin plots for the counts in each cluster shown in the UMAP plots (right) in the late stage-5\_nucleus (A), stage-7\_nucleus (B), and stage-7\_cell (C) datasets. In the UMAP plots, the positions of nuclei or cells that were filtered out are visualized by black dots.

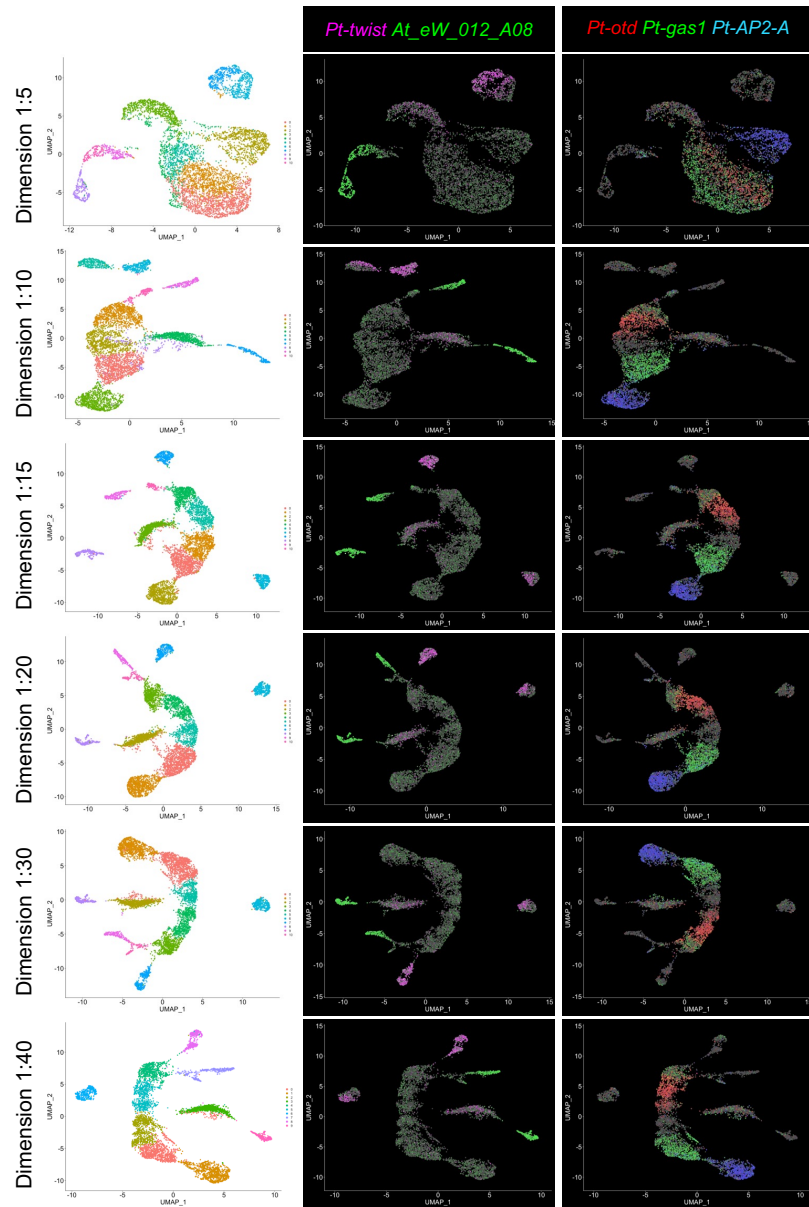

**Supplementary Figure 3. UMAP plots of stage-7\_nucleus RNA-seq data generated with multiple dimension parameters.** Expression of the mesodermal marker *Pt-twist*, endodermal marker *At\_eW\_012\_A08*, and body region markers *Pt-otd* (head), *Pt-gas1* (thorax), and *Pt-AP2A* (opisthosoma) is also shown.

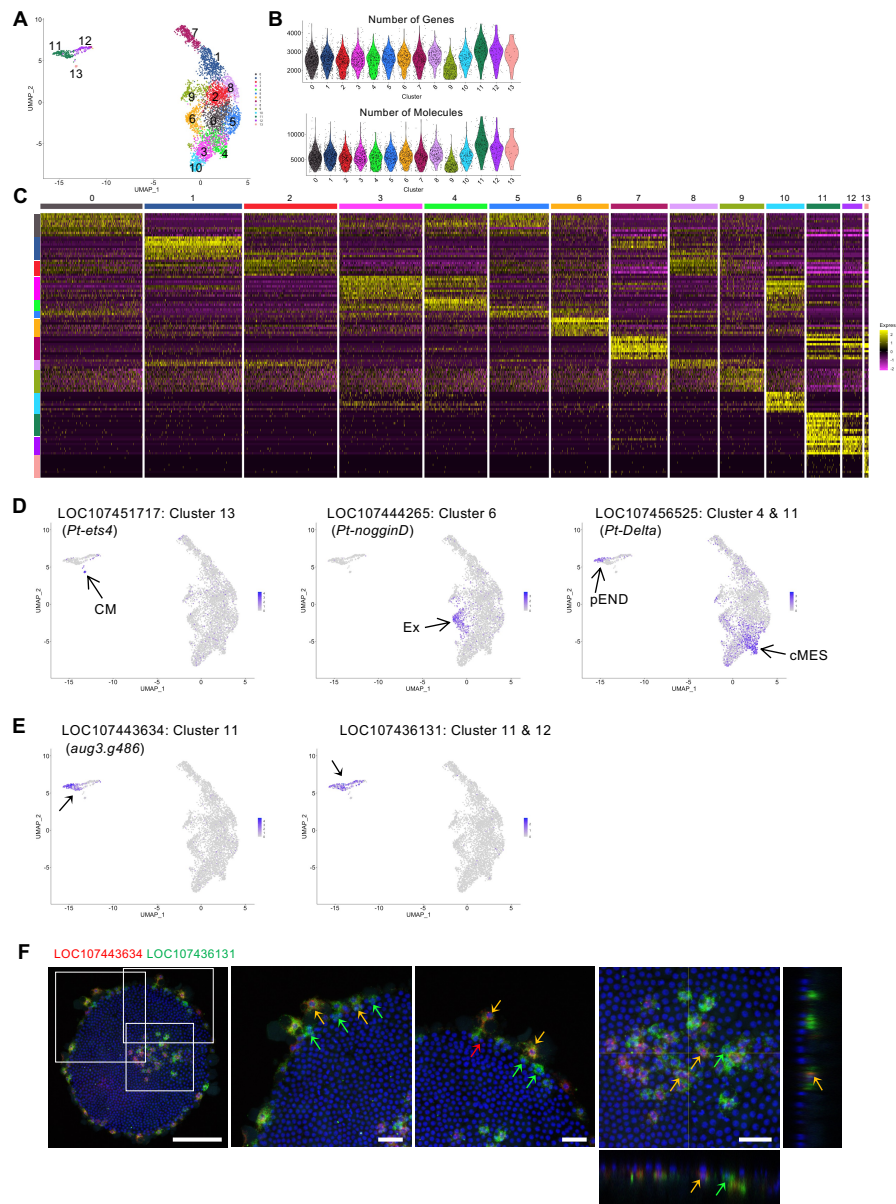

**Supplementary Figure 4. Clustering of late stage-5\_nucleus data and detection of endoderm clusters.** **A**, **B** UMAP and violin plots showing clusters of late stage-5\_nucleus RNA-seq data. These are the same as in Fig. 1C and F. **C** Heat map showing expression levels (log-normalized) of markers in nuclei of each cluster. Top-10 markers of each cluster are shown, but those that have already appeared in earlier clusters are not shown. **D** Expression of cell-type markers in the UMAP plot. LOC107451717 (*Pt-ets4*), the CM cells; LOC107444265 (*Pt-noggin-D*), extraembryonic cells; LOC107456525 (*Pt-Delta*), cMES and pEND cells. **E** Marker genes used for the analysis of clusters 11 and 12. Arrows show the position of expressing nuclei (D, E). **F** FISH of the markers in the late stage-5 embryo. LOC107443634 (*aug3.g486*) (red) and LOC107436131 (green). The embryo was counterstained with DAPI (blue). Boxed regions are magnified. Cross-section views along the lines are also shown (right panel). Green and red arrows indicate single-positive cells, whereas yellow arrows point to double-positive cells. Scale bars = 200 and 50  $\mu$ m (magnified views).

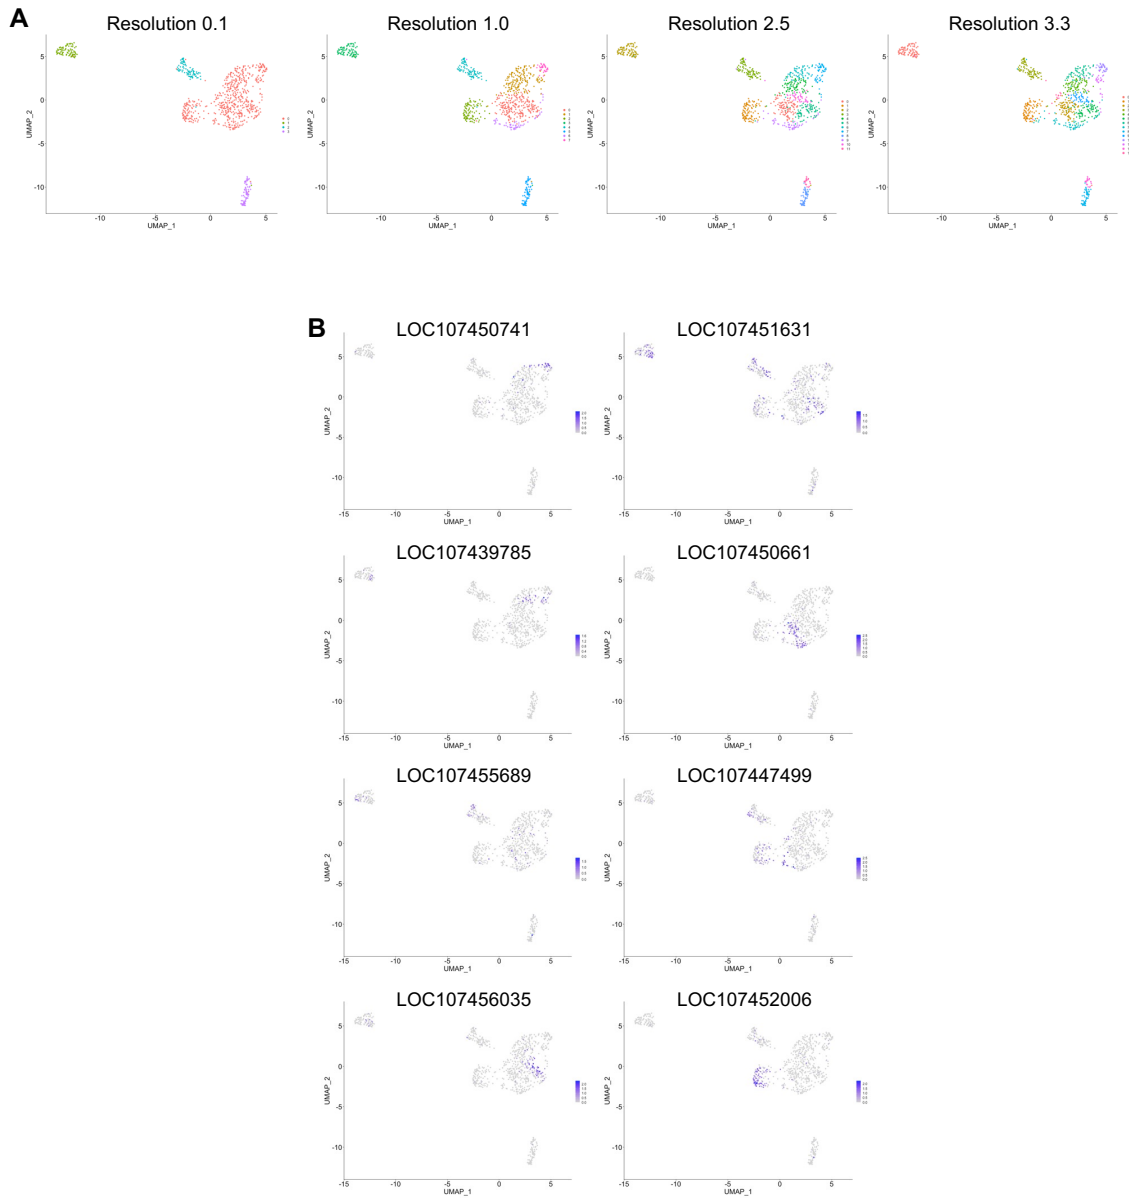

**Supplementary Figure 5. Stage-7<sub>cell</sub> UMAP plots. **A** UMAP plots generated with the resolution parameters, 0.1, 1.0, 2.5, and 3.3, at a dimension of 1:50. **B** Expression of AP markers. The same gene set as in Fig. 3A.**

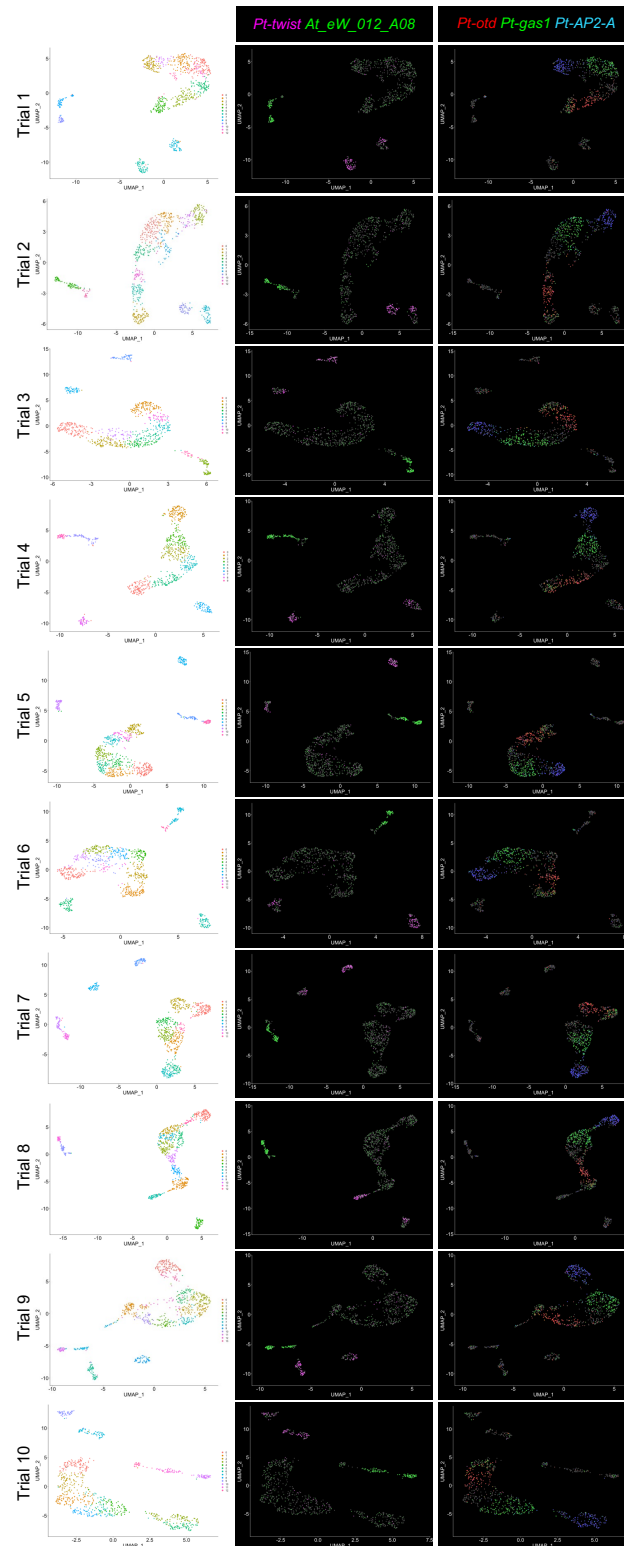

**Supplementary Figure 6. Stage-7\_nucleus UMAP plots generated with randomly selected 865 nuclei.** Results of 10 trials are shown. Expression of the mesodermal marker *Pt-twist*, endodermal marker *At\_eW\_012\_A08*, and body region markers *Pt-otd* (head), *Pt-gas1* (thorax), and *Pt-AP2A* (opisthosoma).

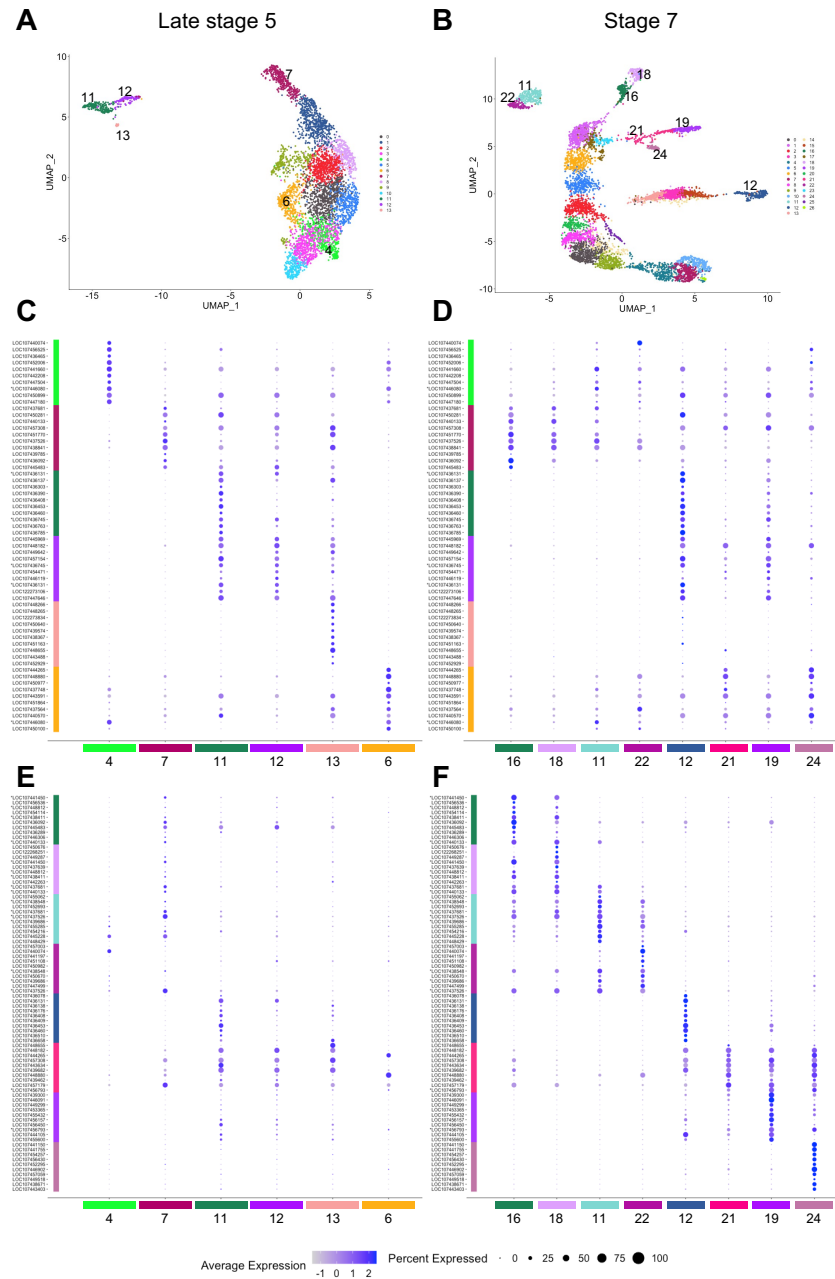

**Supplementary Figure 7. Expression of mesoderm and endoderm cluster markers.** **A, B** Clusters in the UMAP plots. Clusters of the mesoderm, endoderm, extraembryonic tissue, and CM cells are indicated by numbers. **C–F** Dot plots showing the expression of top-10 markers of the late stage-5 (**C, D**) and those of the stage-7 (**E, F**) clusters. Expression in the nuclei of the clusters at late stage 5 (**C, E**) and stage 7 (**D, F**) is shown. Average expression levels (log-normalized) and percent expressed in the nuclei in each cluster are shown by the colors and sizes of the circles. Asterisks indicate genes that appeared multiple times in the list (\* twice, \*\* three times).

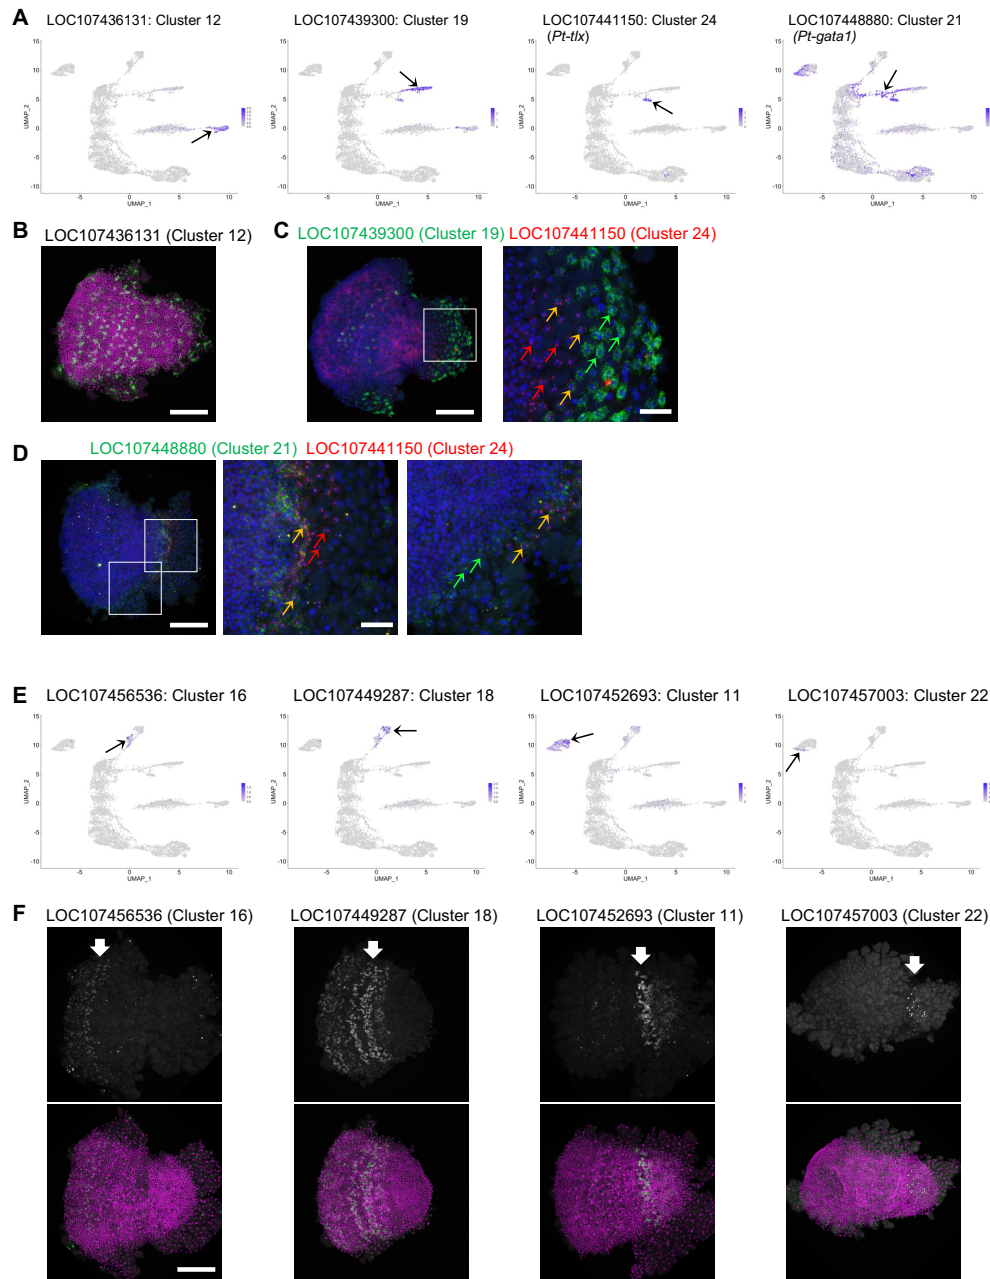

**Supplementary Figure 8. Analysis of stage-7 endoderm and mesoderm clusters.** **A** Marker genes used for the analysis of endoderm and extraembryonic clusters. Arrows show the positions of the clusters in the UMAP. **B–D** FISH images of stage-7 embryos. LOC107436131 (**B**, green), LOC107439300 (**C**, green), LOC107441150 (**C**, **D**, red), and LOC107448880 (**D**, green). Embryos were counterstained with DAPI (**B**, purple; **C**, **D**, blue). Boxed regions are magnified. Green and red arrows indicate single-positive cells, whereas yellow arrows point to double-positive cells. **E** Marker genes used for the analysis of mesoderm clusters. Arrows show the positions of the clusters in the UMAP. **F** FISH images of the mesoderm markers in the stage-7 germ band. Signals are shown in upper and lower (green) panels. Embryos were counterstained with DAPI (lower panels, purple). White arrows show expression domains. Scale bars = 200 and 50  $\mu$ m (magnified views).

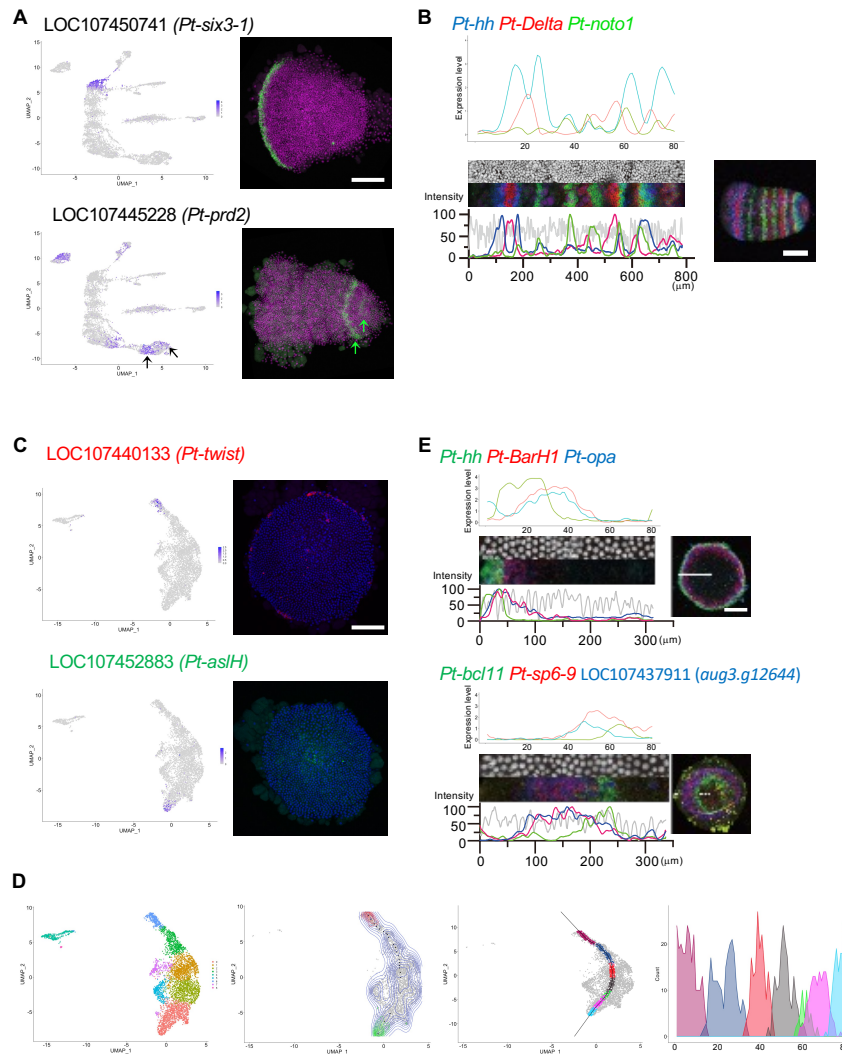

**Supplementary Figure 9. Generation of expression profiles and comparison with embryo staining.** **A** Expression of LOC107450741 (*Pt-six3-1*) and LOC107445228 (*Pt-prd2*) in the stage-7\_nucleus UMAP and stage-7 embryos. These genes were used for generation of the contours. *Pt-prd2* stripes in the opisthosoma are indicated by arrows. **B** Comparison of expression profiles of *Pt-hh*, *Pt-Delta*, and *Pt-noto1* (top) with the signal intensities along the midline of stage-7 embryos stained for transcripts of these genes (bottom). **C** Expression of LOC107440133 (*Pt-twist*) and LOC107452883 (*Pt-aslH*) in the late stage-5\_nucleus UMAP and late stage-5 embryos. **D** Process for generation of the expression profile. Left-to-right: A UMAP plot generated with a dimension 1:45 and resolution 0.5, contours based on the densities of ectoderm, mesoderm, and extraembryonic nuclei (blue) and of those expressing *Pt-twist* (red) and *Pt-aslH* (green) and points plotted along the ridge, the spline curve, and the distribution of the nuclei along the linear axis. The color code corresponds to the cluster colors (Fig. 1C). **E** Comparison of expression profiles of genes with the signal intensities along the radius of the late stage-5 germ discs stained for transcripts of the same genes. The examined genes were *Pt-hh*, *Pt-BarH1*, and *Pt-opa*, and *Pt-bcl11*, *Pt-sp6-9*, and *aug3.g12644* (LOC107437911). Scale bars = 200  $\mu$ m. Photos of embryos and graphs of intensities in B and E are from Akiyama-Oda and Oda<sup>38</sup> (CCBY4.0).

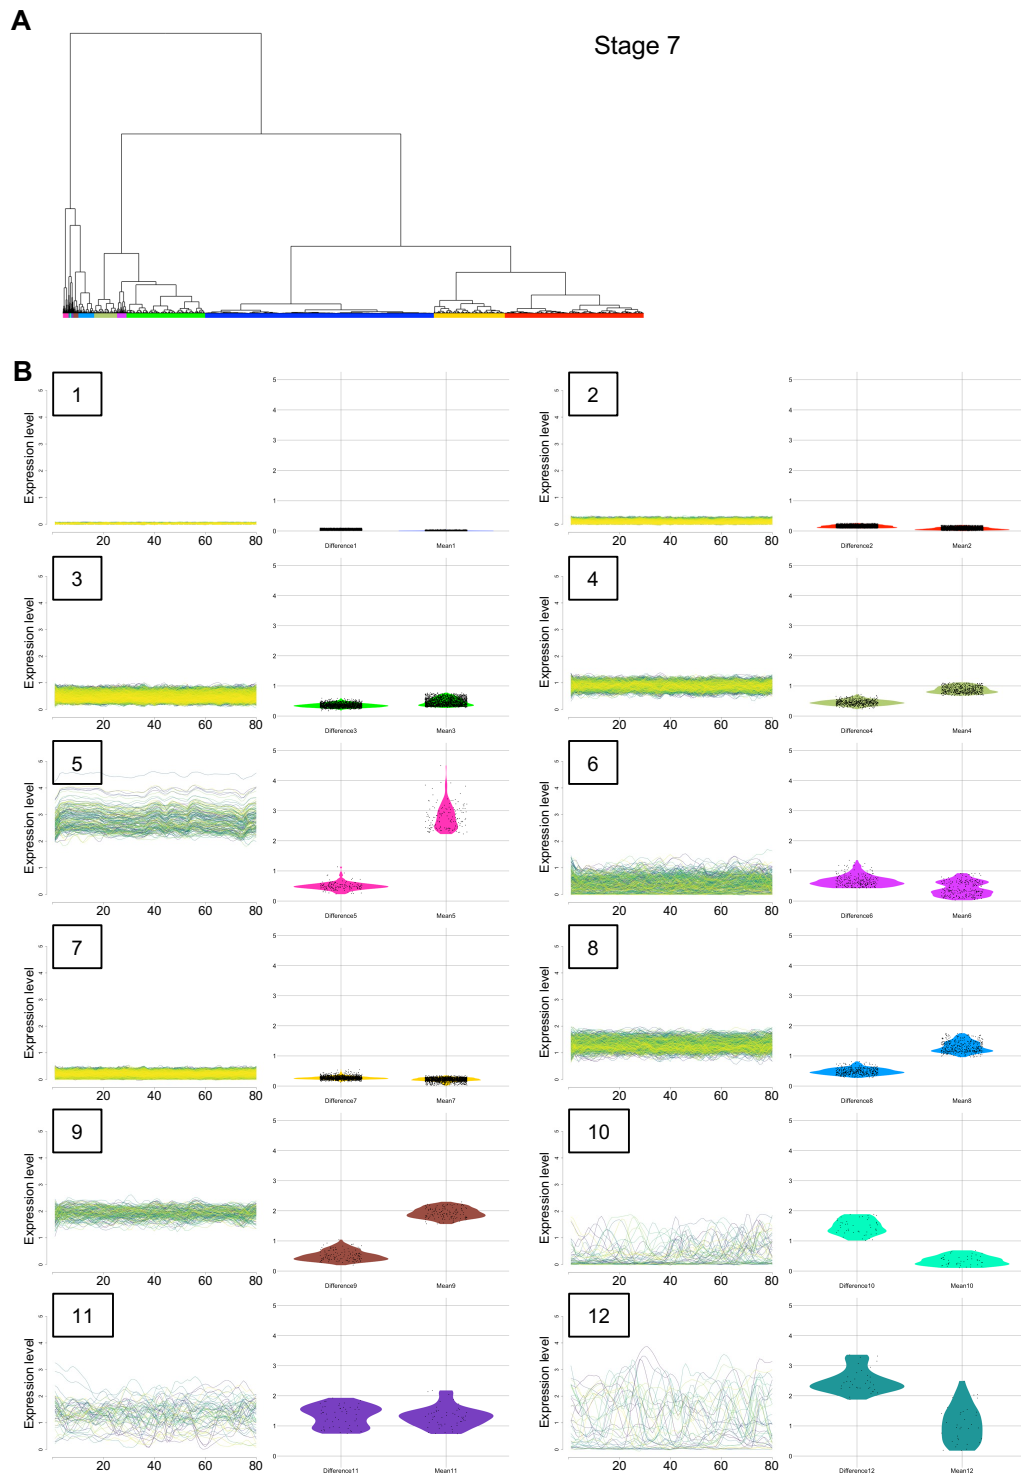

**Supplementary Figure 10. Hierarchical clustering of stage-7 genes.** **A** Dendrogram of genes generated with the mean and difference between the maximum and minimum values of the expression profiles. **B** Expression profiles of 12 groups of genes generated in the first round of clustering. Violin plots on the right show the difference and mean values of genes included in the clusters. Colors of the violin plots correspond to the colors at the bottom of the dendrogram (A).

**A**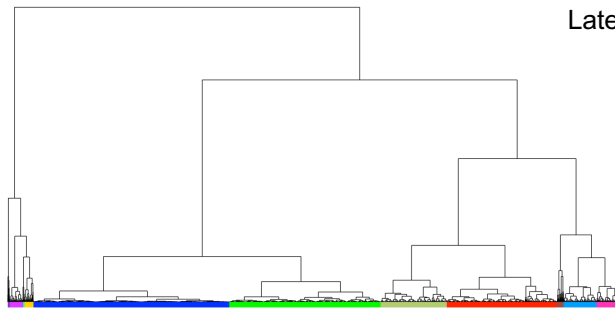

Late stage 5

**B**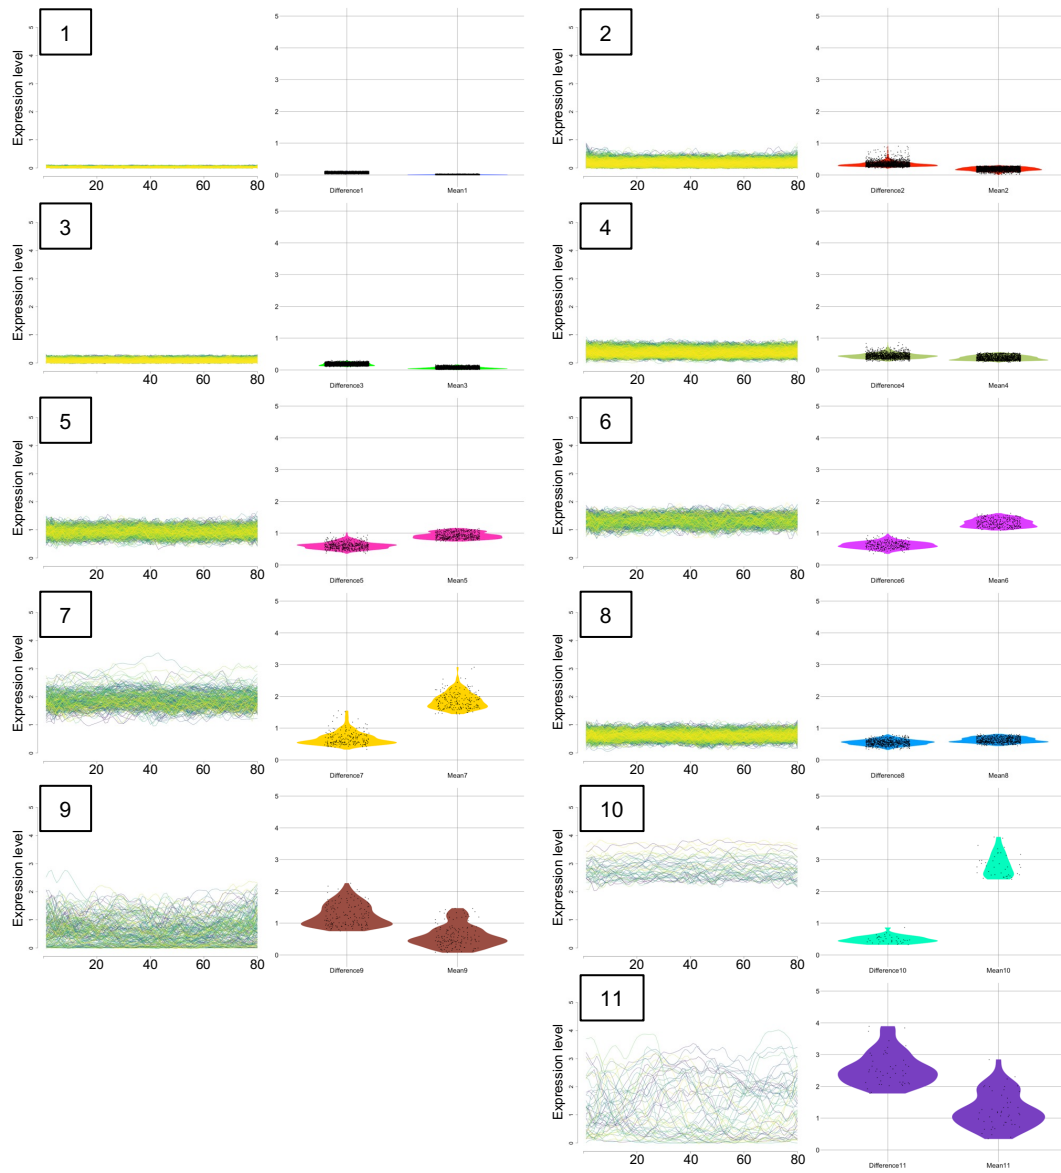

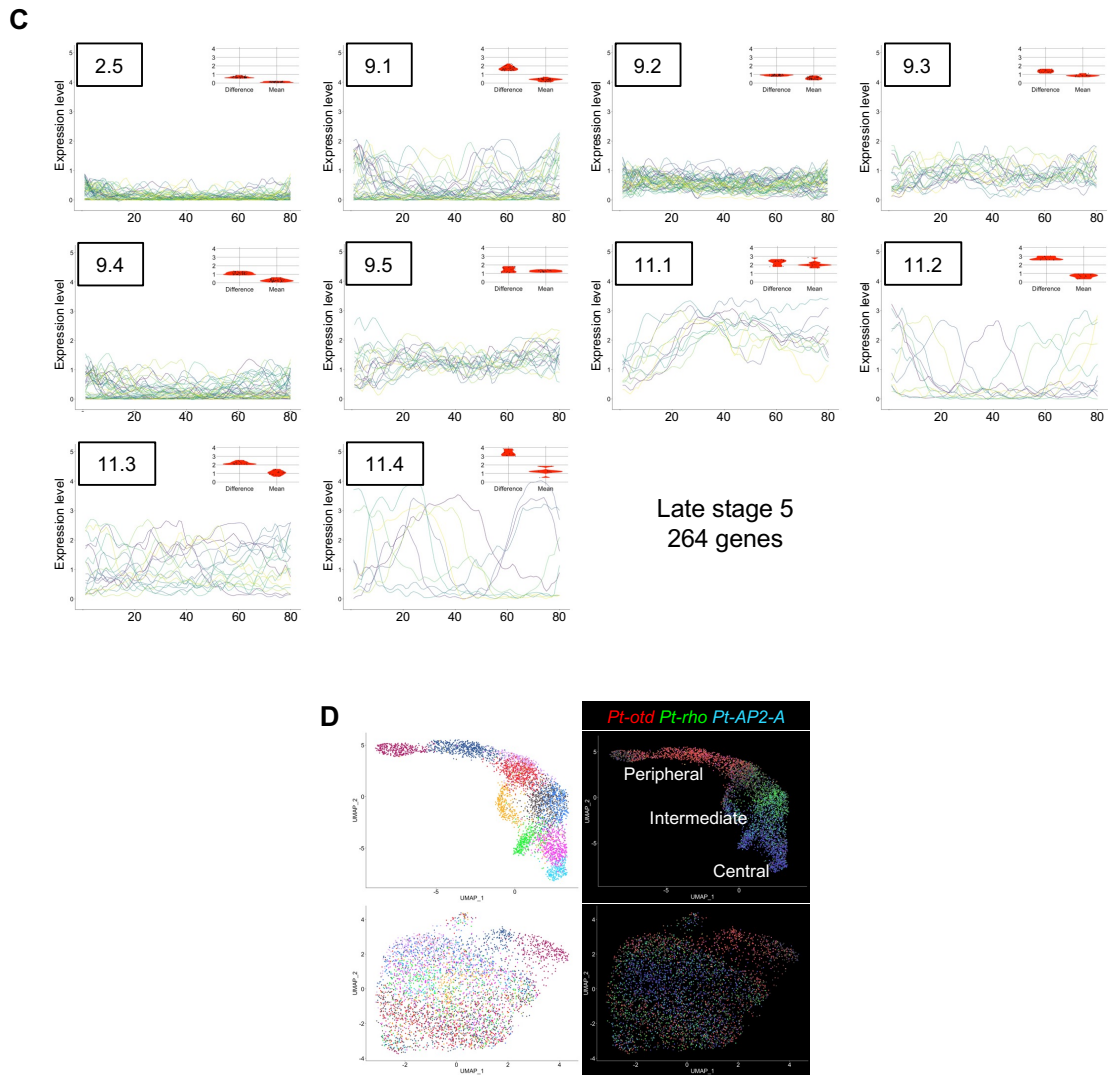

**Supplementary Figure 11. Hierarchical clustering of late stage-5 genes.** **A** Dendrogram of genes generated with the mean and difference between the maximum and minimum values of the expression profiles. **B** Expression profiles of 11 groups of genes generated in the first round of clustering. Violin plots on the right show the difference and mean values of genes included in the clusters. Colors of the violin plots correspond to the colors at the bottom of the dendrogram (A). **C** Expression profiles of 264 selected genes visualized separately by subgroups. Insets show violin plots of the difference and mean values of genes included in the subclusters. **D** UMAP plots generated with only the 264 selected genes (top) and without the 264 genes (bottom). Expression patterns of body region markers *Pt-otd*, *Pt-rho*, and *Pt-AP2A* are shown.

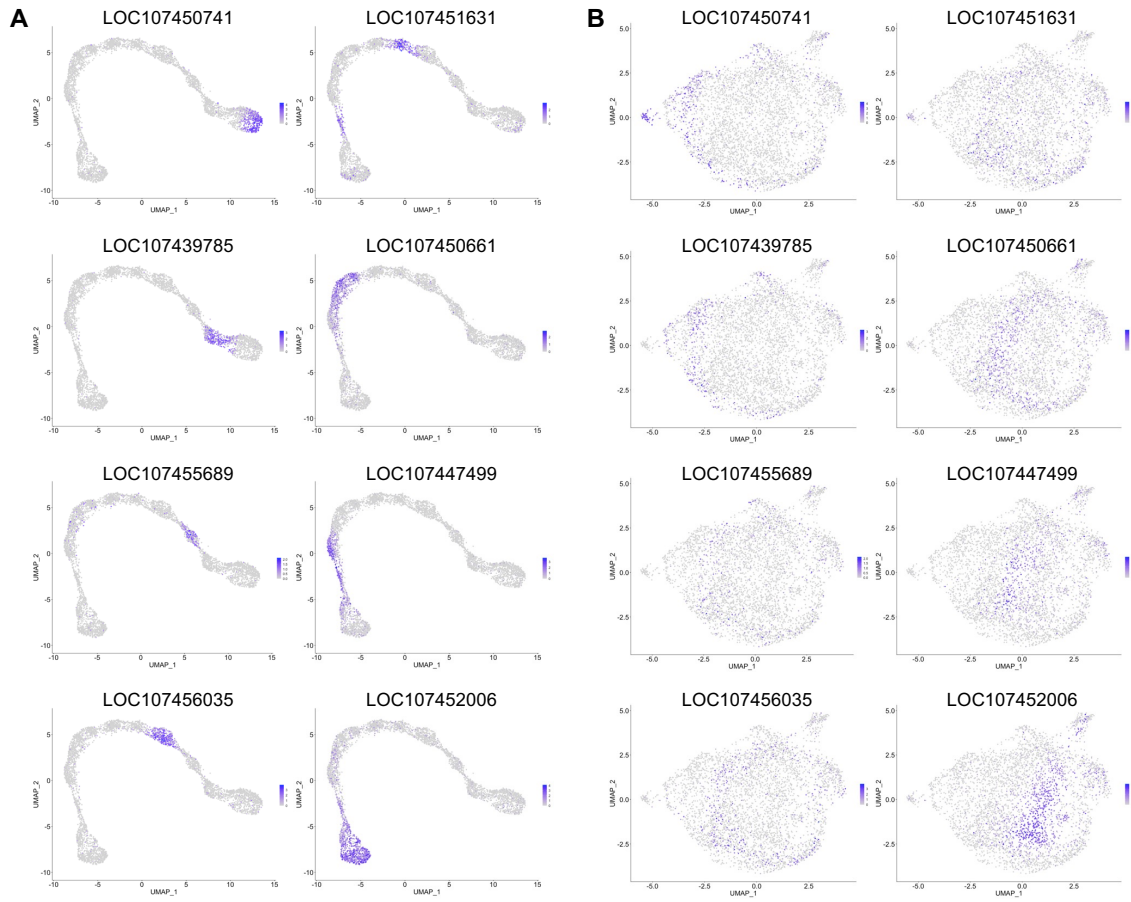

**Supplementary Figure 12. Expression of AP marker genes in UMAP plots. A, B** UMAP plots generated with submatrices A (A) and B (B) from the full matrix of stage-7\_nucleus. The genes presented are the same as those in Fig. 3A.

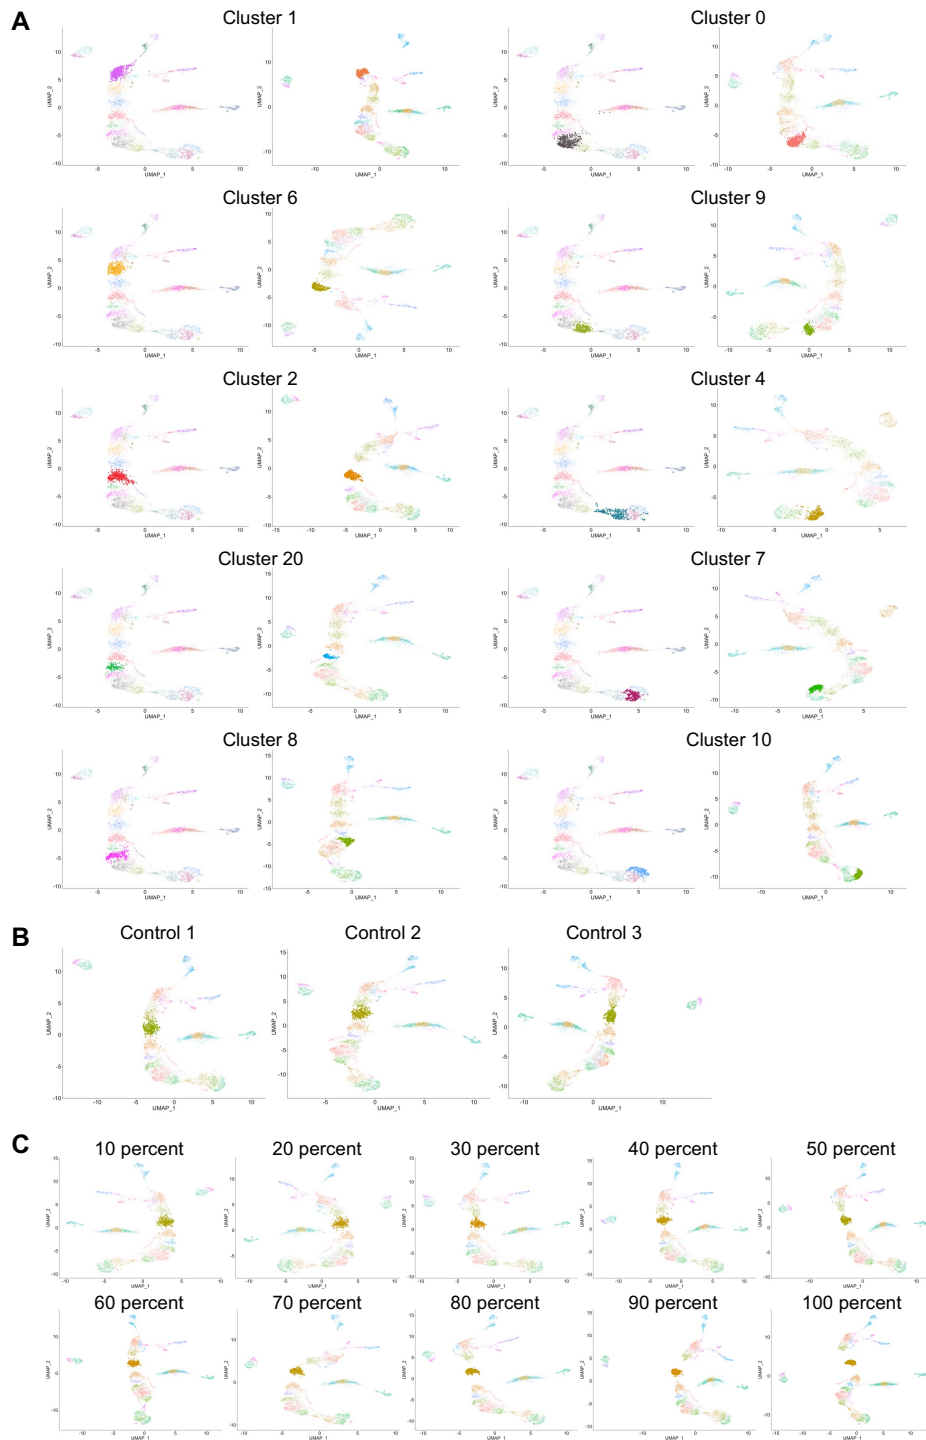

**Supplementary Figure 13. Randomization experiments of the 213 genes.** **A** Randomization of the expression of the 213 selected genes in the nuclei of each cluster. The stage-7\_nucleus UMAP plots showing nuclei of a cluster without (left) and with randomization of the 213 selected genes (right). **B** UMAP plots showing results of randomization of other 213 genes in the nuclei of cluster 5. Three trials are shown. Control 1 is the same as shown in Fig. 6G. **C** Randomization of the expression of the 213 selected genes in a part of the nuclei in cluster 5. Randomization was done in 10–100% of the cluster-5 nuclei.

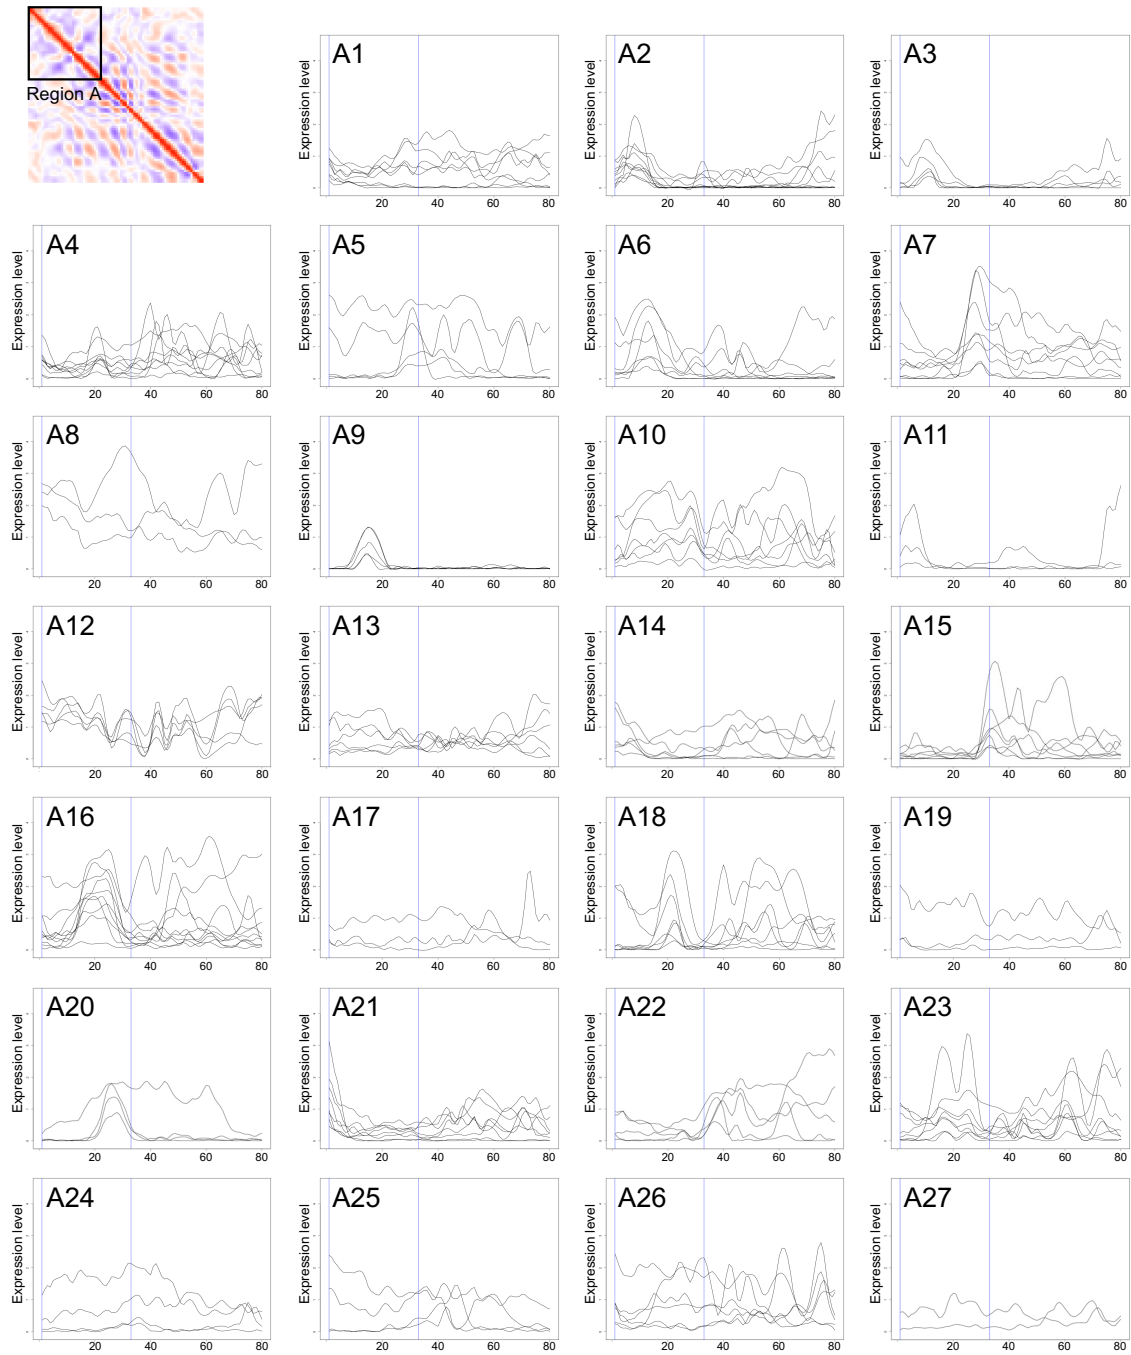

**Supplementary Figure 14. Grouping of the 213 selected genes using the stage-7 first-derivative values of the expression profiles in region A.**

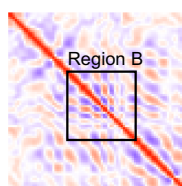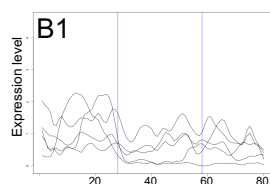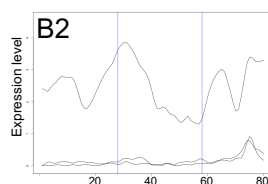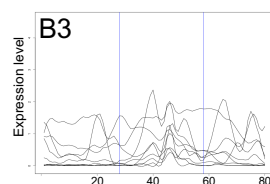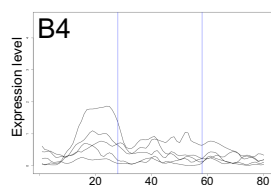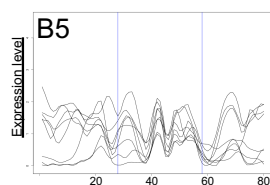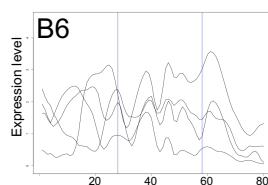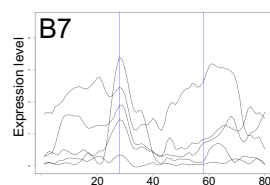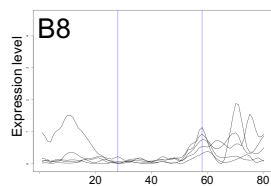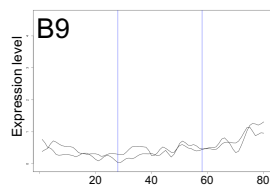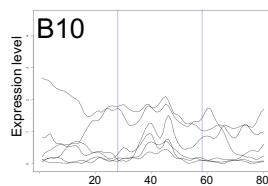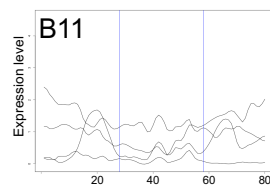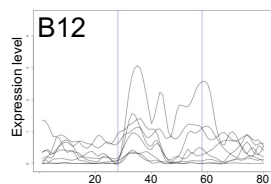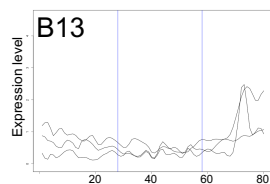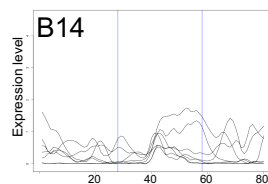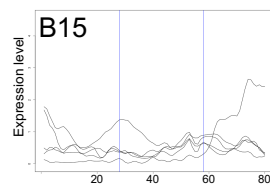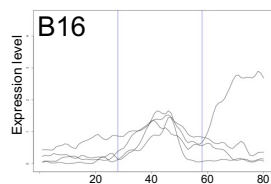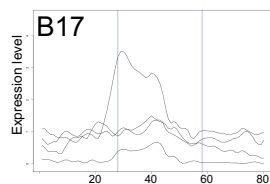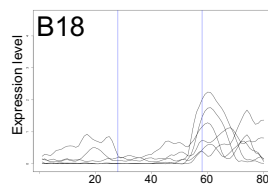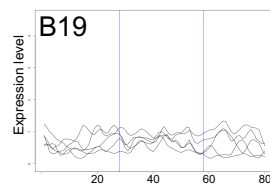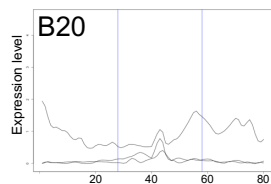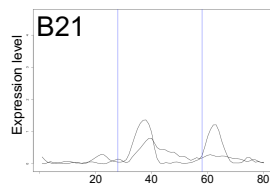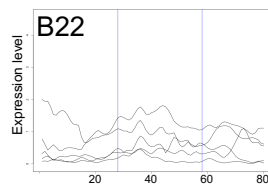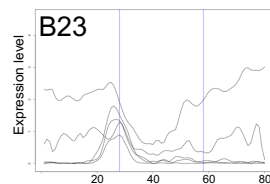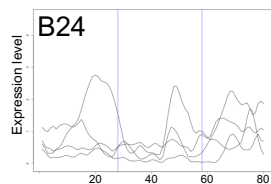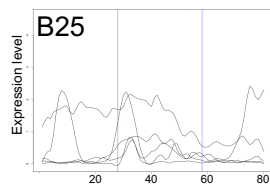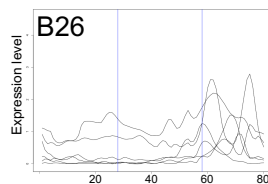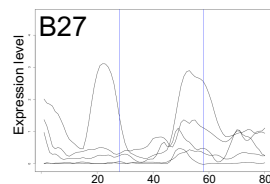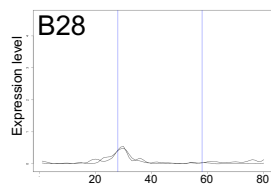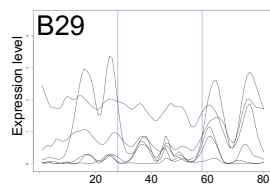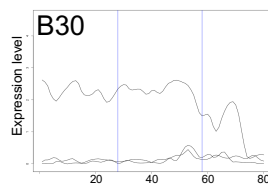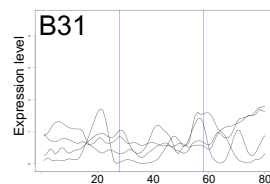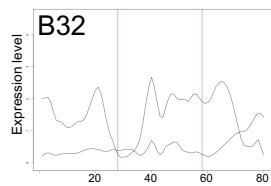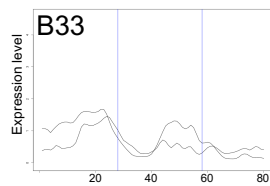

**Supplementary Figure 15. Grouping of the 213 selected genes using the stage-7 first-derivative values of the expression profiles in region B.**

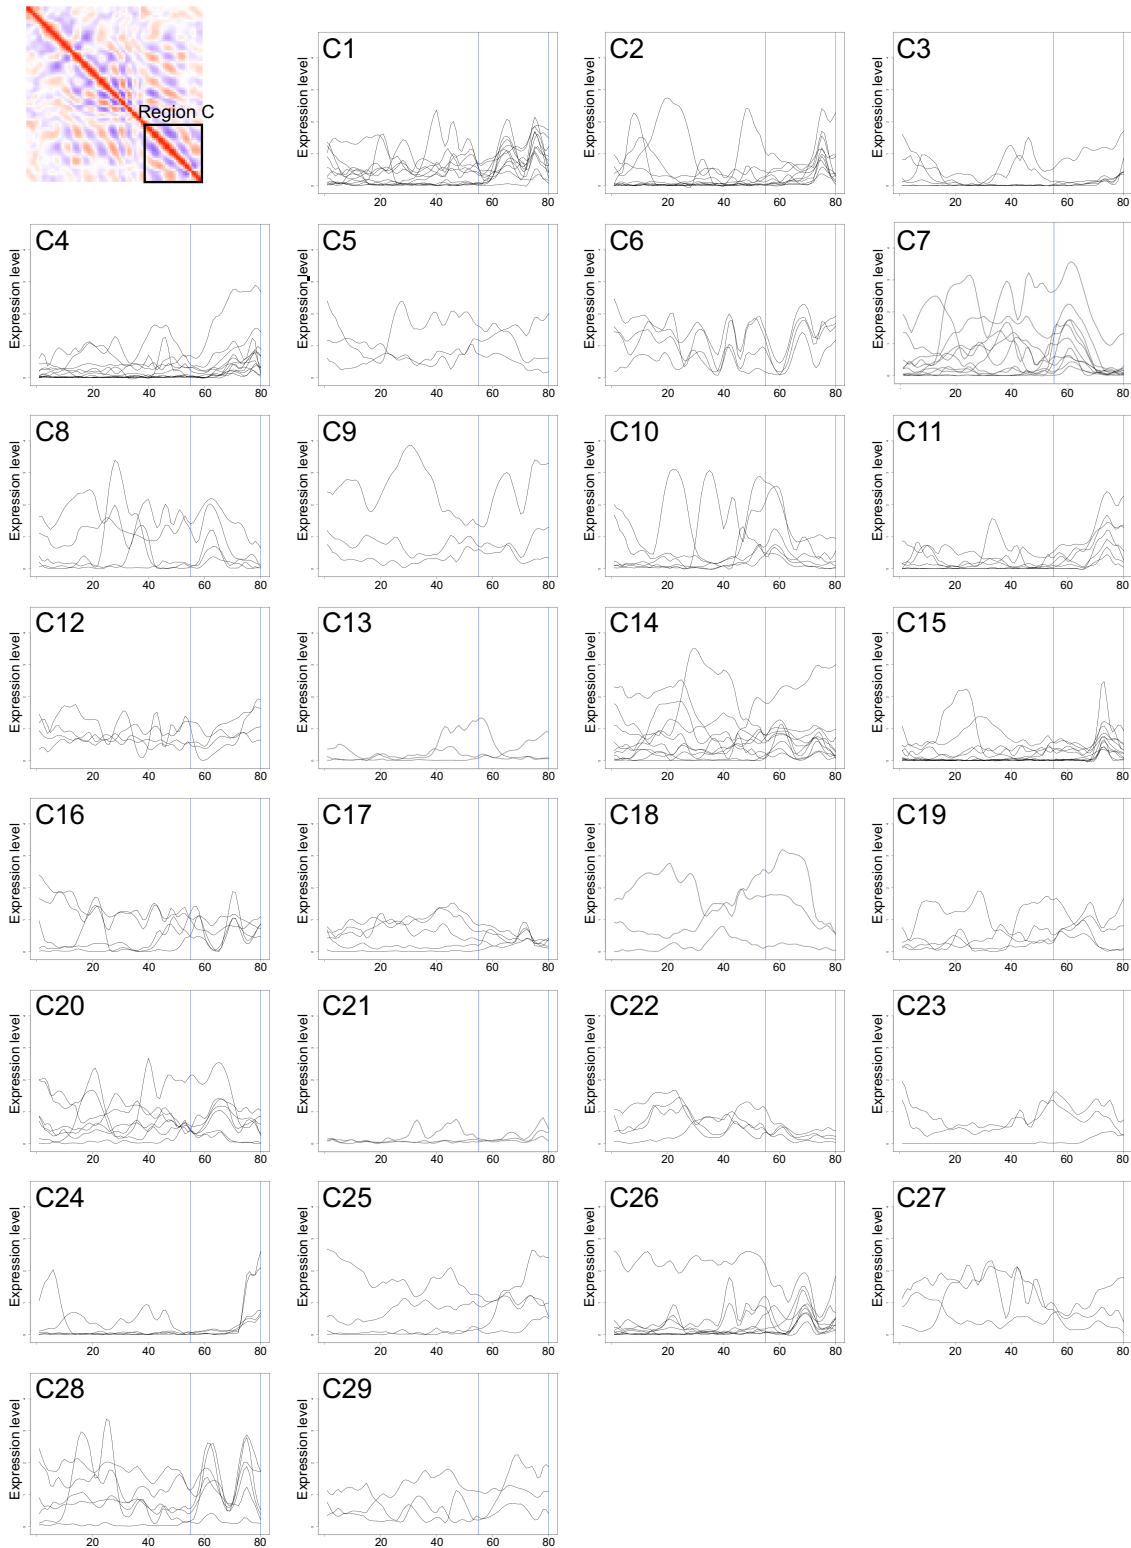

**Supplementary Figure 16. Grouping of the 213 selected genes using the stage-7 first-derivative values of the expression profiles in region C.**

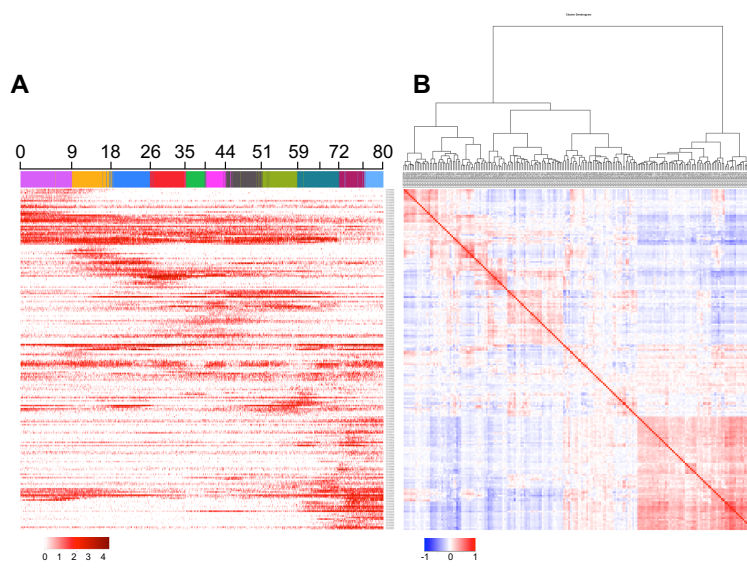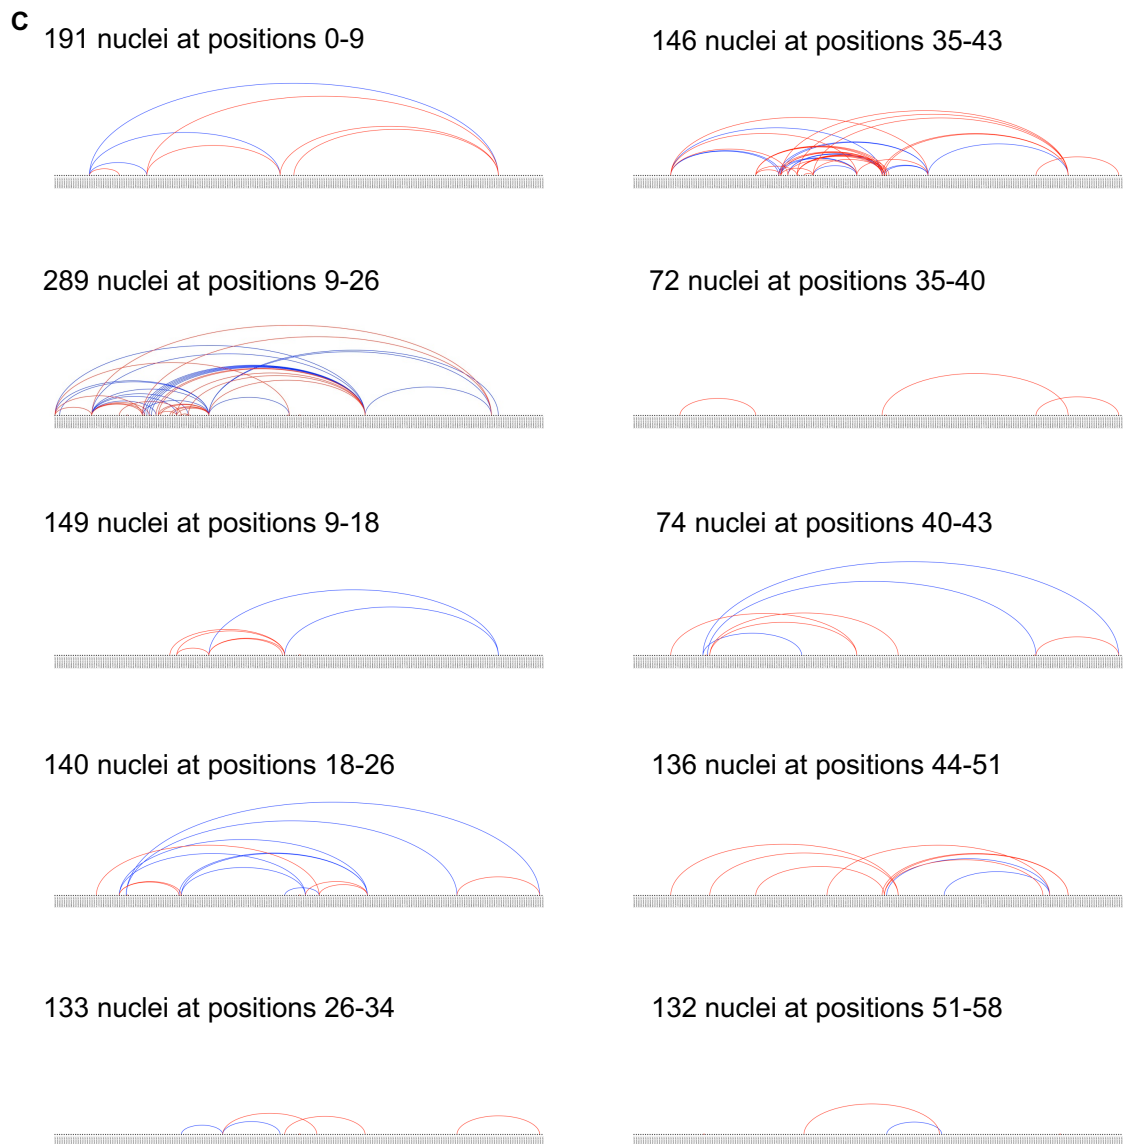

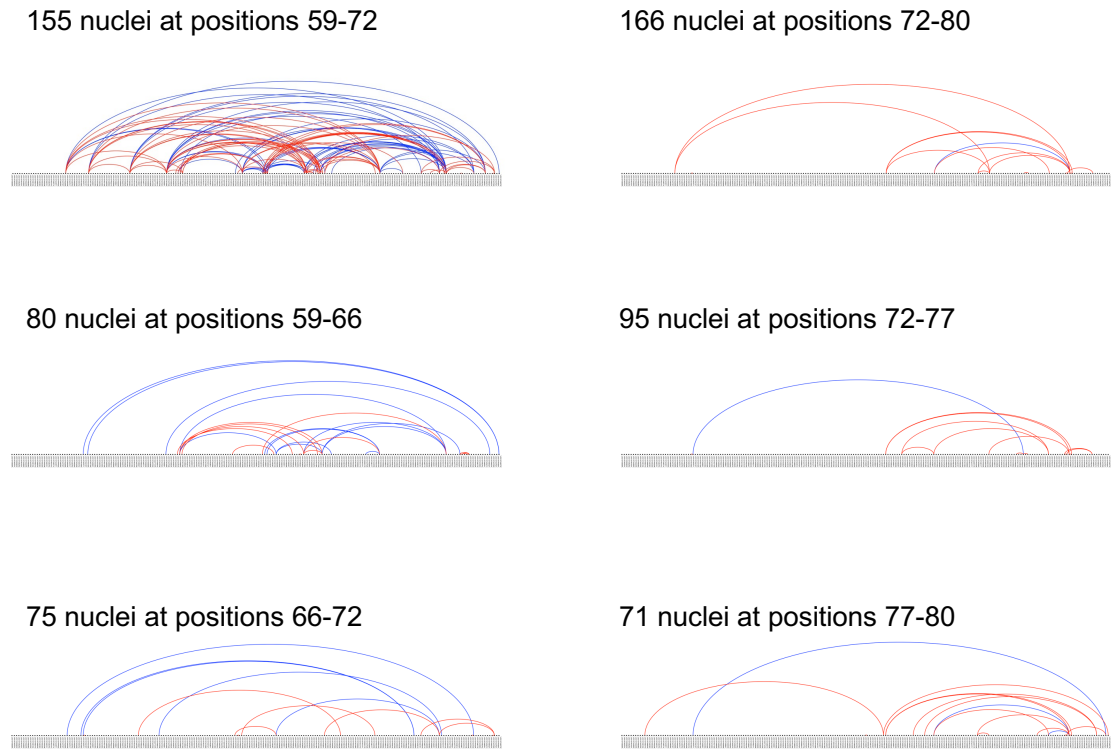

**Supplementary Figure 17. Correlation coefficients between the 213 selected genes at stage 7.** **A** Heat map showing the normalized expression levels of the 213 genes in single nuclei aligned by the position along the reconstructed axis. Only the colored nuclei in Fig. 5E are shown. The color bar at the top indicates the cluster colors in Fig. 2. **B** Dendrogram and 2-D plot of correlation coefficients for the 213 genes, calculated using the expression levels in all the colored nuclei. **C** Highly correlated pairs among the 213 genes. Correlation coefficients between the genes were calculated with the expression levels in the nuclei located at the indicated positions. Gene pairs with  $r > 0.5$  and  $r < -0.5$  are connected with red and blue lines, respectively. The alignments of the genes in A (row), B (row and the dendrogram), and C are the same.

# Supplementary material for: Genome-wide quantitative dissection of an arthropod segmented body plan at single-cell resolution
**Source:** Commun Biol. 2025 Jun 11;8:913. doi: 10.1038/s42003-025-08335-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

**File name:** Supplementary Data 1

Statistics of stage7_single-cell/nucleus RNA-seq experiments.

**File name:** Supplementary Data 2

**Description:** Stage-7_nucleus cluster markers.

**File name:** Supplementary Data 3

**Description:** Late stage-5_nucleus cluster markers.

**File name:** Supplementary Data 4

**Description:** Positions of ectoderm nuclei in the stage-7_nucleus UMAP.

**File name:** Supplementary Data 5

**Description:** Gene expression profiles at stage 7.

**File name:** Supplementary Data 6

**Description:** Positions of ectoderm and mesoderm nuclei in the late stage-5_nucleus UMAP.

**File name:** Supplementary Data 7

**Description:** Gene expression profiles at late stage 5.

**File name:** Supplementary Data 8

**Description:** Results of hierarchical clustering and used values from the stage-7 expression profiles.

**File name:** Supplementary Data 9

**Description:** 213 genes selected from the expression profiles at stage 7.

**File name:** Supplementary Data 10

**Description:** Results of hierarchical clustering and used values from the late stage-5 expression profiles.

**File name:** Supplementary Data 11

**Description:** 264 genes selected from the expression profiles at late stage 5.

**File name:** Supplementary Data 12

**Description:** First derivative values of 213 genes at 80 positions of the stage-7 expression profiles.

**File name:** Supplementary Data 13

**Description:** First derivative values of 264 genes at 80 positions of the late stage-5 expression profiles.

**File name:** Supplementary Data 14

**Description:** List of gene groups generated using the first derivative values at stage 7.

**File name:** Supplementary Data 15

**Description:** Gene pairs with high correlation coefficient calculated using the expression levels at single nuclei in each region.

**File name:** Supplementary Data 16

**Description:** List of genes excluded from the hierarchical clustering analysis of the stage-7_nucleus data.

**File name:** Supplementary Data 17

**Description:** List of genes excluded from the hierarchical clustering analysis of the late stage-5_nucleus data.

**File name:** Supplementary Data 18

**Description:** Clones.

# Supplementary material for: Genome-wide quantitative dissection of an arthropod segmented body plan at single-cell resolution
**Source:** Commun Biol. 2025 Jun 11;8:913. doi: 10.1038/s42003-025-08335-x
**Supplement:** Supplementary file 21 — reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Single-cell and single-nucleus libraries were analyzed using HiSeqX Sequencing system (illumina). Images were collected using a TCS SPE confocal system (Leica).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data analysis   | For single-cell RNA-seq and single-nucleus RNA-seq analysis, paired-end fastq data were processed using the BD Rhapsody WTA pipeline on the Seven Bridges Genomics Cloud platform with default parameters. The R2 reads were aligned to the Parasteatoda tepidariorum genome, GCF_000365465.3_Ptep_3.0. For single-nucleus RNA-seq data, the annotation file was modified to include both exonic and intronic reads for read counting. The resulting datasets were analyzed using the Seurat package (v.4.1.1). Additional custom analyses were performed using R and python scripts. R functions and packages used include sample(), geom_density_2d() (ggplot2), xspline(), geom_smooth() (ggplot2), and cor(). The scripts used for analyzing the data and figure generation are available at <a href="https://github.com/Takanori-Akaiwa">https://github.com/Takanori-Akaiwa</a> . Image analysis was performed using Fiji (ImageJ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus, under accession number GSE287446. Both raw and processed expression matrices are available under the same accession. Gene expression patterns in the UMAP and patterns of the expression profiles have been deposited in figshare under accession number 10.6084/m9.figshare.c.7626428.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not perform sample size calculation for single-cell and single-nucleus RNA-sequencing. However, for the single-nucleus RNA-sequencing we examined data from more than 1.7 times the number of nuclei in a single stage-7 embryo and over twice the number of nuclei in a single late stage-5 embryo.                                                                                                                                                        |
| Data exclusions | For stage-7 single-cell data, only cells with expression of more than 1,500 unique genes and fewer than 20,000 total RNA molecules were retained. For stage-7 single-nucleus data, only nuclei with expression of more than 2,000 unique genes and fewer than 20,000 total RNA molecules were examined. For late stage-5 single-nucleus data, only nuclei with expression of more than 1,500 unique genes and fewer than 15,000 total RNA molecules were retained. |
| Replication     | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Randomization   | Embryos showing typical morphological appearance were randomly selected.                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | Blinding was not used in this study as single-cell and single-nucleus RNA-seq were not affected by investigators' expectations.                                                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involvement in the study                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Wild-type common house spider <i>Parasteatoda tepidariorum</i> maintained in the laboratory over 40 generations.                        |
| Wild animals            | n/a                                                                                                                                     |
| Reporting on sex        | Sex of embryos was not considered in study design                                                                                       |
| Field-collected samples | n/a                                                                                                                                     |
| Ethics oversight        | All protocols and procedures were approved by the Animal Care and Use Committee of JT Biohistory Research Hall (2020-1-C1, 29-1, 40-1). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

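Stage-7 embryos of *Parasteatoda tepidariorum*, 51 h after egg laying, gave 1 library of cells from 15 embryos (stage-7_cell) and 1 library of nuclei from 20 embryos (stage-7_nucleus). The authors prepared them with the BD Rhapsody whole-transcriptome kit and processed the reads with the BD Rhapsody pipeline and STAR, with an annotation changed for nuclei so that reads in introns were also counted. For each library, the authors deposited the count of molecules per gene and barcode before their filter, the same count for the barcodes they kept, and the natural log of 1 plus the count scaled to 10000 molecules per barcode. The deposited log values were only compared with the counts, and every value was computed from the counts. Doublets were treated only by the authors' upper limit on molecules per barcode. Late stage-5 nuclei, in 3 further matrices (4820 columns in the filtered one), belong to an earlier study and were not used here.

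The filter was rebuilt with the limits of the methods, more than 1500 genes for cells, more than 2000 for nuclei and fewer than 20000 molecules. The minimum number of barcodes per gene was not found in the text of the methods, and the filtered matrices were used as deposited. Clustering used Seurat 5.3.0 in R 4.3.3 with Matrix 1.6.5, with 2000 variable features, scaling, 50 principal components and resolutions of 0.1, 0.5, 1, 2.5 and 3.3; the paper used an earlier version of Seurat. Rebuilt clusters kept their own numbers and, apart from the ectoderm, were given no cell type. Ectoderm nuclei were those of clusters at resolution 0.5 with at least 10% of axis nuclei, and ectoderm cells those of clusters with *Pt-twist* and *At_eW_012_A08* below their levels over all cells. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. UMAP plots were not redrawn. In their place, the 15 nearest barcodes in the space of the principal components were used, and the positions of 1387 nuclei along the axis were taken from Supplementary Data 4. Profiles were smoothed as in the methods with a span of 0.05, into 80 positions, and first derivatives, groups of genes and pairs of genes followed the methods. Supplementary Data 2, 5 and 12 were held only in part, and comparisons with them cover the part held. Gene coordinates are not given, because the annotation at hand is for another assembly.

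With 1 library per condition, barcodes and axis positions were not treated as replicates, and no test between cells and nuclei was made. Levels are molecules per 10000 molecules with exact Poisson intervals, and percentages of barcodes carry exact binomial (Clopper-Pearson) intervals at 95%, for counting error only. Percentages of barcodes compared between cells and nuclei, between clusters and for the stripe genes along the axis were also computed after thinning each barcode to 3000 molecules. The spread of profile measures was taken over 40 subsets from random even splits of the axis nuclei, and that of neighbour measures over 200 bootstrap draws of the nuclei. Genes named are those that the Results name by identifier or by a *Pt-* name, and at most the 5 with the largest value of any ranked list. Markers of cell types were those of Table 2 and Supplementary Fig. 8.

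Alternatives covered the limits of the filter, thinning, the number of principal components and variable features, the seed, the matrix before the filter, the smoothing span, a narrower band of nuclei around the axis, values without the log, means in 40 bins, the deeper nuclei alone, 50 neighbours, cosine distance, rank correlation, a larger gap between positions, equal numbers of nuclei and all 213 genes in place of 46. Barcodes exactly at the lower limit of the filter were added as an alternative after seeing the data. The search for patterned genes outside the 213 genes, the placement of barcodes along the axis and the subtraction of profiles were tested on simulated data. Of 200 simulated genes with a wave along the axis, 48% were found, and 89.7% of the 68 waves with 1000 molecules or more; no flat gene was found. Simulated nuclei were placed with a median error of 0.377 positions. Without the profiles, 20 of 20 planted pairs of genes were found and 0 others.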

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

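The test along a coordinate made from the 213 genes alone was chosen only after the result was seen, in place of an earlier one that counted how many of the genes were variable features. Outside the 213 genes that the paper analyses further, 68 of 16756 genes had a profile along the stage-7_nucleus axis with a range of at least 0.377, the lowest of the 213 genes, and a median correlation of at least 0.7 between profiles from separate, equal parts of the nuclei. Most of them are listed by the paper elsewhere: 48 in the stage-7_nucleus marker lists held (10 of 27 clusters), 25 among the 264 genes selected at late stage 5 and 54 in at least 1 of these or the late stage-5 marker lists held, a comparison made only after the result was seen. The other 14 may be in lists that were not held. The axis positions were exchanged among nuclei in 1 draw, with 1 split of the nuclei. Of the genes with an observed range of at least 0.377, 0 then reached a correlation of 0.7, and the highest was 0.532. Of the 213 genes, 206 passed the limit on the correlation.

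The genes with the largest ranges were LOC107446074 (glypican-5; range 1.74, highest at position 1 and lowest at 47), LOC107440619 (ETS domain-containing protein Elk-1; 1.62, highest at 68 and lowest at 6), LOC107456864 (exonuclease GOR-like; 1.58, highest at 45 and lowest at 72), LOC107449611 (protein dachsous; 1.451, highest at 75 and lowest at 40) and LOC107445872 (1.449, highest at 1 and lowest at 78). They were seen in at least 90.99% of the axis nuclei. The median profile mean of the 68 genes was 0.701, against 0.304 in the 213 genes, and 6 of them had a mean above the highest of the 213 genes. The paper's selection used the mean and the range of a profile together.

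A difference in depth along the axis would have to vanish when all nuclei have the same number of molecules. Thinned to 3000 molecules, the profiles still followed the unthinned ones with a median correlation of 0.924, and the lowest was 0.828. A second concern is circular: 42 of the 68 genes were among the variable features behind the authors' plot, so their variation could have shaped the positions themselves. Along a coordinate made from the 213 genes alone, 66 of the 68 genes kept a correlation of at least 0.7 between equal parts of the nuclei, and the lowest was 0.646. These values argue against both explanations as the whole cause. The nuclei come from 1 library, so these parts are not replicates. No biological explanation was tested, and variation across the embryo in the plane that the axis does not cover was not examined.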

How the results depend on the processing

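The 55 alternatives were set before the data were examined, and 2, which keep barcodes exactly at the lower limit of the filter, were added after seeing the data. No paired analysis was possible because each condition has 1 library and the cells and nuclei come from different embryos. Over 15 results, none of the 57 alternatives reversed a sign that was read as a call; 24 left the value the same and 33 moved it. A value counted as the same within 1 standard deviation over subsets or draws of the nuclei, within its 95% binomial interval for the filter, within 1.5 times for numbers of clusters and gene pairs, and only when identical where no spread was to be had. Except where stated, the cause was not tested.

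For the filter, leaving out 1 of the limits kept 7388 or 7269 nuclei in place of 6236, and 962 or 920 cells in place of 865, by construction, while keeping barcodes at the limit gave 6239 and 865. The excess of genes per nucleus over genes per cell, 903, was 358 after thinning, which takes away the difference in depth, and 791 before the filter. Clusters at resolution 2.5 numbered 27 to 29 under every alternative. The lowest cluster mean, 2649 genes, became 2641 with 30 principal components, 2668 with 1000 variable features and 1826 with the matrix before the filter, which holds barcodes with few genes.

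Of the correlations across positions, *Pt-hh* with *Pt-msx1* (−0.291) became −0.190 with a span of 0.1 and −0.203 without the log. *Pt-noto1* with *Pt-msx1* (−0.195) became −0.0352 with that span, −0.258 with nuclei within 0.15 units of the axis and −0.262 with 40 bins. Both stayed negative under all 5 alternatives, the latter close to 0 with the wider span.

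The median error of submatrix A (0.523 positions) became 0.456 with 20 principal components, 0.562 with 50 neighbours and 0.479 with cosine distance. Submatrix B (2.72) gave 3.84 with 50 neighbours, 2.28 with cosine distance and 5.21 with all its genes, and stayed above submatrix A in each of these. After exchange of the 213 genes, the correlation within cluster 5 (0.317) fell to 0.108 with 50 neighbours, and with 20 principal components or another seed it moved by less than its spread. With other genes exchanged (0.941) it became 0.885 with 20 principal components.

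The middle minus posterior difference of subset a (0.00026) became −0.0421 with a span of 0.1 and 0.0278 with positions at least 10 apart, so its sign is not settled. For subset b (−0.143) it was −0.203 with that span, −0.0877 within 0.15 units, −0.0336 with ranks and −0.124 with the larger gap, negative in all 4.

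In the anterior unit, the 40 gene pairs beyond 0.5 became 13 without the log, 1 after thinning to 3000 molecules and 109 with all 213 genes. In the posterior unit, the 9 pairs became 3 after thinning and 15 with all 213 genes. The excess of the anterior unit was therefore absent after thinning, where 1 and 3 pairs remain. Using all 213 genes tests more pairs by construction. Depth limits these counts, since few pairs pass at 3000 molecules per nucleus in either unit.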

Differences from the paper's values

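No value compared with the paper's was more than 1.5 times larger or smaller than it under the main settings. The following differ from statements of the paper.

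The paper counts fewer clusters along the axis at its finest resolutions than the 13 at resolution 2.5 and 15 at 3.3 found here, and clustering the matrix of all barcodes, an alternative set before the data were examined, reaches the paper's numbers. These numbers depend on the share of axis nuclei that counts a cluster as aligned: 11 of the 13 clusters at resolution 2.5, the paper's number there, have at least 25.6%, a share looked at only after seeing the values. The paper also lists fewer stage-7_nucleus clusters at resolution 2.5 than the 29 found here; with 1000 variable features, set before the data were examined, the number equals that of the paper. The stated filter keeps fewer nuclei, 6236, than the paper does, and counting nuclei exactly at the lower limit, which was chosen after seeing the values, gives 6239.

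The paper gives a range of mean genes per cell over the clusters that does not include the mean of 2359 found for the cell cluster with the most *At_eW_012_A08*; the other 5 rebuilt cell clusters lie between 2499.6 and 2828.

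The paper states that submatrix B failed to reconstruct the pattern. Neighbours in submatrix B kept a correlation of 0.932 with the axis positions here, with a median error of 2.72 positions, and within clusters the correlation went from −0.0776 in cluster 1 to 0.605 in cluster 6. A plot was not redrawn, so the statement about the plot itself was not repeated.

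The paper places the repetitive pattern of subset a in the middle part. Here the mean size of the correlation between positions was 0.231 with subset a in both the middle and the posterior part, a difference of 0.00026, and the alternative with positions at least 10 apart, set before the data were examined, gives the middle part the larger value by 0.0278. The repeat by distance goes the paper's way in the middle part, with a mean correlation at 11 apart of 0.0438 with subset a and −0.0488 with subset b, a measure compared between the subsets only after seeing the values. Between the parts it goes the other way, since the repeat of subset a was stronger in the posterior part (0.243 at 13 apart, a rise of 0.547) than in the middle part (a rise of 0.232).

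The paper describes the stripes of *Pt-hh* and *Pt-msx1*, and those of *Pt-noto1* and *Pt-msx1*, as complementary along the axis. The correlations were negative over the whole axis here, but over positions 1–33 they were 0.411 and 0.0281, although the peak of *Pt-msx1* at position 22 lies between those of *Pt-hh* at 16 and 25.

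The paper states that the stage-7_cell data showed no segmental pattern in the plot. The plot of cells was not redrawn here. Placed along the axis of the nuclei, ectoderm cells gave levels per 5 positions that correlated with those of nuclei at 0.936 for *Pt-hh*, 0.876 for *Pt-msx1* and 0.619 for *Pt-noto1*. Broad domains contribute to these values: with the local mean taken off, 0, 6 and 72 of 1000 exchanges within stretches of 20 positions reached the correlations, and 3, 0 and 96 with the limits of the stretches moved by 10 positions, a measure chosen after seeing the values.

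For the posterior unit the paper lists the same number of gene pairs as the 9 found here; for the anterior unit, the 40 found here include 39 of those listed by the authors. The 4127 ectoderm nuclei here are fewer than the paper gives for its ectoderm clusters at resolution 0.5 and more than it used in the submatrices. More genes before the grouping (16206) were kept here than in the paper.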

Other observations

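Of the tests below, those on the number of positions and on the depth in the anterior unit, that on stripes in the placed cells and that on the molecules per nucleus in cluster 3 were chosen only after the result was seen, and the test at equal molecules of the 213 genes was added after the first placement of the cells. The conditions differ in the kind of library and, by the paper's staging, slightly in the age of the embryos. A biological difference between cells and nuclei therefore stays open and untested, and for patterns within the nuclei no biological explanation was tested.

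Submatrix B keeps much of the AP order. Because the authors' positions come from a plot made with all genes, the order could be carried over from genes that submatrix B shares with that plot. A coordinate made from the 213 genes alone, which shares no gene with submatrix B, followed the AP position at 0.996, and its correlation with the neighbours in submatrix B was 0.930, against 0.284, 0.364 and 0.300 for random sets of other variable genes. This argues against that explanation. A candidate explanation is that position is spread over many genes outside the 213 genes. Within clusters, the order was kept less well in submatrix B (−0.0776 to 0.605, positive in 10 of 11 clusters) than in submatrix A (0.722 to 0.959).

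The anterior unit (positions 59–72) had 40 gene pairs beyond 0.5 and the posterior unit 9. A difference in depth is argued against, with a ratio of 1.00 between the median molecules per nucleus. The values needed by another explanation were there: when the smoothed profile of each gene was subtracted, 1 anterior pair and 3 posterior pairs stayed beyond 0.5, and the median size of the anterior correlations went from 0.558 to 0.139. So the anterior pairs may largely reflect genes that share their position along the axis rather than genes that vary together at the same position. With all 213 genes, the observed nuclei gave 109 and 15 pairs. Counts simulated from the profiles of these genes gave 468 and 53, more than observed, and none after the subtraction, so they serve only to check that the subtraction removes pairs made by the profiles. The posterior pairs lost less, from 0.627 to 0.485, and *Pt-Delta* with *Pt-eve* went from −0.573 to −0.485. Whether the anterior excess comes from its larger number of positions cannot be told apart from other causes. Stretches of 8 positions inside it gave from 4 to 56 pairs, 4 of 6 above the posterior 9 and the others below, with 88–110 nuclei against 170.

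*Pt-hh* was 7.99 times higher in nuclei than in cells per 10000 molecules, *Pt-noto1* 1.70 times, and *Pt-msx1* was lower in nuclei (0.772). A different mix of cell types is argued against, since within the ectoderm clusters the ratio of *Pt-hh* was 8.25. Whether the ratio belongs to a lower yield of patterned genes in cells as a whole cannot be told apart. The ratios of the middle 80% of the 213 genes went from 1.28 to 7.52, with a median of 2.74, and counting error alone allows a ratio of *Pt-hh* as low as 7.26. Reads in introns were counted for nuclei only, and their part in the ratio was not tested. By the paper's staging, the cell library also came from slightly younger embryos, and the part of age was not tested either.

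The paper reports no segmental pattern in stage-7_cell. Placed along the nucleus axis by 210 genes without the stripe genes, 603 ectoderm cells gave levels per 5 positions that correlated with those of nuclei at 0.936 for *Pt-hh*, 0.876 for *Pt-msx1* and 0.619 for *Pt-noto1*. Exchanging positions among all cells, which 0, 0 and 14 of 1000 exchanges matched, removes broad domains as well as stripes. With the mean over neighbouring positions taken off, the correlations were 0.861, 0.771 and 0.530, and 0, 6 and 72 of 1000 exchanges within stretches of 20 positions reached them. With the limits of the stretches moved by 10 positions, 3, 0 and 96 did. An earlier and stricter rule, at least 2 of the 3 genes above all exchanges within the first stretches, was not met; the share of 0.05 per gene used here was chosen after those values were seen. By it, a cell library without order inside such stretches is argued against for *Pt-hh* and *Pt-msx1*. For *Pt-noto1*, with 151 molecules in the ectoderm cells against 402 and 675, order cannot be told apart from its absence at this number of molecules. Stripes were not told from other order inside a stretch. This placement borrows the axis from the nuclei and does not show that cells alone would give one.

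Cells were also placed by each of a pair of equal, separate parts of the 213 genes. The placements correlated at a median of 0.884 over 20 splits, against 0.977 for nuclei thinned to the molecules of the cells, which were above the cells in all 20. Fewer molecules per barcode are thus argued against as the whole cause. Per barcode, cells held a median of 87 molecules of the 213 genes and the thinned nuclei 253. At 83 molecules of these genes, nuclei gave 0.918 (0.883–0.939 over the splits), overlapping the range of the cells (0.852–0.917), and were above the cells in 19 of 20 splits. Fewer molecules of the patterned genes may therefore account for most of the gap, and whether they account for all of it cannot be told apart at this number of splits. The 694 nuclei placed were axis nuclei, chosen within 0.3 units of the axis, while the cells were all those of the ectoderm clusters. The part of this choice in the gap was not tested, so these comparisons do not isolate the number of molecules.

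Cluster 3 of stage-7_nucleus had fewer genes per nucleus than the other clusters. Fewer molecules are argued against as the whole cause, because its nuclei had 1403 genes at equal depth and the lowest other cluster 1649. The 10 most abundant genes took 6.77% of its molecules, against at most 5.15% elsewhere. Leaving these genes out gave 1459, still below the lowest other cluster (1695), so a few abundant genes are argued against as well. What else sets these nuclei apart was not tested.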
